# Derivation and transcriptional reprogramming of border-forming wound repair astrocytes after spinal cord injury or stroke in mice

**DOI:** 10.1038/s41593-024-01684-6

**Published:** 2024-06-21

**Authors:** Timothy M. O’Shea, Yan Ao, Shinong Wang, Yilong Ren, Amy L. Cheng, Riki Kawaguchi, Zechuan Shi, Vivek Swarup, Michael V. Sofroniew

**Keywords:** Astrocyte, Diseases of the nervous system

## Abstract

Central nervous system (CNS) lesions become surrounded by neuroprotective borders of newly proliferated reactive astrocytes; however, fundamental features of these cells are poorly understood. Here we show that following spinal cord injury or stroke, 90% and 10% of border-forming astrocytes derive, respectively, from proliferating local astrocytes and oligodendrocyte progenitor cells in adult mice of both sexes. Temporal transcriptome analysis, single-nucleus RNA sequencing and immunohistochemistry show that after focal CNS injury, local mature astrocytes dedifferentiate, proliferate and become transcriptionally reprogrammed to permanently altered new states, with persisting downregulation of molecules associated with astrocyte–neuron interactions and upregulation of molecules associated with wound healing, microbial defense and interactions with stromal and immune cells. These wound repair astrocytes share morphologic and transcriptional features with perimeningeal limitans astrocytes and are the predominant source of neuroprotective borders that re-establish CNS integrity around lesions by separating neural parenchyma from stromal and immune cells as occurs throughout the healthy CNS.

## Abstract (web summary)

The features of astrocytes surrounding CNS lesions are unclear. Here the authors show that after spinal cord injury or stroke in mice, mature astrocytes dedifferentiate, proliferate and are reprogrammed to adopt features of wound repair cells and form borders, re-establishing CNS integrity.

## Main

All organs share the ability to rapidly repair tissue lesions by generating newly proliferated cells that derive from stromal-cell, immune-cell and parenchymal-cell lineages. This multicellular proliferative wound response is a protective adaptation that limits tissue damage, sustains organ integrity and function, and is essential for organism survival^1^. In the CNS, astrocytes are key components of a multicellular proliferative wound response that is stimulated by tissue damage across a broad cross-section of CNS disorders including traumatic injury, stroke, infection, autoimmune inflammation and certain neurodegenerative diseases^2–6^. Understanding the derivation and temporally regulated proliferation, maturation, functions and potential failures of newly proliferated astrocytes during this wound response is fundamental to understanding and ameliorating the pathophysiology of many different CNS disorders.

Astrocytes are CNS parenchymal cells of neural progenitor cell origin^7^. They contiguously tile the entire CNS and provide multiple activities essential for CNS function in health and disease^2,8–12^. Astrocytes rarely divide in healthy adult CNS and exist in a state of potentially reversible cell cycle arrest (G0)^13,14^. Astrocytes respond to all forms of CNS injury and disease with molecular, structural and functional changes commonly referred to as astrocyte reactivity^2,6,15^. Notably, astrocyte reactivity can be either nonproliferative or proliferative^2,13,16^ and is tailored to different disorder contexts by multifactorial signaling mechanisms^17^.

Proliferative astrocyte reactivity occurs in response to overt CNS tissue damage and results in the formation of borders that surround tissue damaged by trauma, ischemia, infection, autoimmune inflammation, fibrosis, neoplasm, foreign bodies or pronounced neurodegeneration^4,13,16,18–25^. Multiple genetically targeted loss-of-function studies demonstrate that newly proliferated astrocyte borders serve essential functions that protect adjacent viable neural tissue, such that transgenic ablation or attenuation of border-forming astrocytes leads to impaired neural parenchymal wound repair with greater spread of destructive inflammation, larger fibrotic lesions, increased loss of neural tissue and impairment of neurological recovery^4,13,17,18,23,24,26–29^. Aging-associated perturbation of astrocyte proliferation and border formation is associated with increased loss of neurons and decreased functional recovery after spinal cord injury (SCI) in mice^30^. Despite the increasingly recognized importance of newly proliferated border-forming astrocytes, fundamental features of these cells are poorly understood. Here, we used a combination of transgenically targeted lineage tracing^31,32^, astrocyte-specific transcriptome analysis^17,33^, single-nucleus RNA sequencing (snRNA-seq) and immunohistochemical protein detection in mice to identify and selectively profile the transcriptional changes over time after traumatic injury of the predominant cellular source of newly proliferated astrocytes.

## Results

### Derivation of lesion border astrocytes

Studies from multiple laboratories implicate two main potential cellular sources for newly proliferated astrocytes around CNS injuries: local astrocytes^18–20,26,34^ and local oligodendrocyte progenitor cells (OPCs)^34–37^. Here, we used lineage tracing based on tamoxifen-regulated Cre-reporter expression^31^ to determine the proportional contributions of these cell types to newly proliferated border-forming astrocytes around hemorrhagic lesions after crush SCI or around ischemic lesions after forebrain stroke caused by infusion of N5-(1-iminoethyl)-l-ornithine (L-NIO, Fig. 1 and Extended Data Fig. 1). We targeted the reporter, tdTomato (tdT), to mature astrocytes by using Aldh1l1-CreERT^38^, and to OPCs by using either Pdgfra-CreERT-tdT^39^ or NG2-CreERT-tdT^40,41^, and induced temporary Cre expression with a 5-day regimen of tamoxifen dosing in healthy young adult (>8 week old) mice (Fig. 1a).

**Fig. 1:**
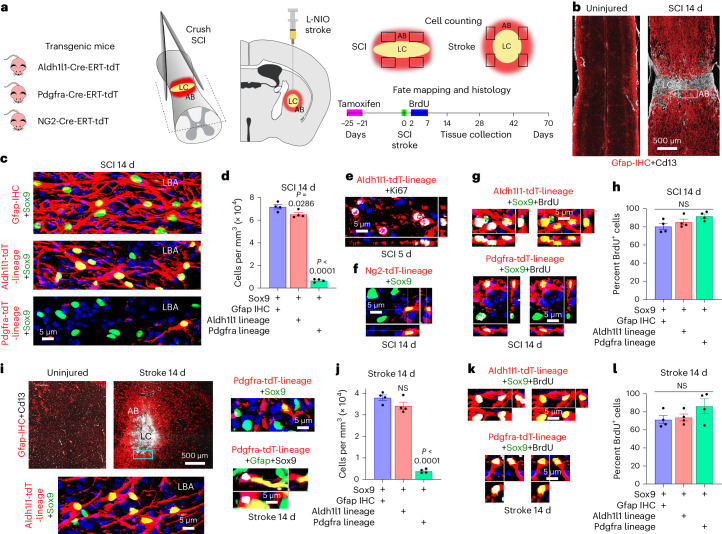
Lineage of border-forming astrocytes that surround CNS lesions. **a**, Lineage tracing procedures. **b**, Spinal cord, uninjured and after SCI, stained by immunohistochemistry for astrocytes (Gfap) or stromal cells (Cd13). **c**,**d**, Images (**c**) and cell counts (**d**) of Sox9-positive lesion border astrocytes (LBAs) plus Gfap-IHC or of lineage tracing with Aldh1l1-tdT or Pdgfra-tdT after SCI. **e**, Proliferating astrocytes labeled with Ki67. **f**, Staining for Sox9 plus Ng2-tdT. **g**,**h**, Newly proliferated BrdU-labeled astrocytes positive for Aldh1l1-tdT or Pdgfra-tdT after SCI (individual fluorescence channels are shown in Extended Data Fig. 1h). **i**,**j**, Striatum uninjured and after L-NIO stroke, with images (**i**) and cell counts (**j**) of Sox9-positive LBAs plus Gfap-IHC or of lineage tracing with Aldh1l1-tdT or Pdgfra-tdT after stroke. **k**,**l**, Newly proliferated BrdU-labeled astrocytes positive for Aldh1l1-tdT or Pdgfra-tdT after stroke. *n* = 4 mice per group. All graphs were evaluated with one-way ANOVA with Tukey’s post-hoc comparison. Bar graphs are mean values; error bars, s.e.m. *P* values are indicated on graphs. NS, nonsignificant; LC, lesion core; AB, astrocyte border. Source data

Newly proliferated astrocytes around CNS lesions organize into permanent, high cell density borders with overlapping cell processes that surround non-neural lesion cores of stromal and fibrotic tissue after SCI or stroke (Fig. 1b,c,i and Extended Data Fig. 1a)^13^. We quantified tdT-labeled, lineage-traced, border-forming astrocytes within representative 250 µm zones immediately adjacent to lesion core stromal tissue at 14 days after SCI or forebrain stroke (Fig. 1a–d,i,j), a timepoint by which border formation is largely complete^13^. As benchmarks against which to compare tdT labeling, we used Gfap and Sox9, which together label essentially all newly proliferated border-forming astrocytes around lesions^13,26,32^ (Fig. 1c,d,i,j).

In healthy adult spinal cord or striatum, essentially all astrocytes expressed Sox9 and Aldh1l1-CreERT-tdT, confirming previous reports^38^, and no astrocytes were detectably derived from OPCs as indicated by Pdgfra lineage tracing (Extended Data Fig. 1b). In uninjured spinal cord, all Sox9-positive and Aldh1l1-tdT-positive astrocytes expressed detectable Gfap, whereas in uninjured striatum, only about 13% did so (Extended Data Fig. 1b).

Lineage tracing showed that after both SCI and stroke, over 90% of Gfap plus Sox9-positive lesion border astrocytes also expressed Aldh1l1-CreERT-tdT, indicating that these cells derived from local mature astrocytes (Fig. 1c,d,i,j). Approximately 10% of Gfap plus Sox9-positive lesion border astrocytes expressed Pdgfra-CreERT-tdT and transcription factors Sox10 and Id3, indicating that these cells derived from local OPCs and exhibited molecular features of reactive astrocytes^17,42^ (Fig. 1c,d,f,i,j and Extended Data Fig. 1c–e). The proportion of OPC-derived border-forming astrocytes was essentially equivalent using NG2-CreERT-tdT lineage tracing (Fig. 1f and Extended Data Fig. 1c,d). In both SCI and stroke, about 75% of the Pdgfra-CreERT-tdT-positive cells in the lesion border zone were Olig2-positive but Gfap-negative and Sox9-negative OPCs (Extended Data Fig. 1f).

To identify newly proliferated cells, bromodeoxyuridine (BrdU) was administered during a 6-day period from 2 to 7 days after injury (Fig. 1a). In healthy adult spinal cord or striatum, no astrocytes were detectably BrdU-labeled, whereas about 8–10% of OPCs were (Extended Data Fig. 1g). At 5 days after injuries, lineage-traced astrocytes expressed the active proliferation marker Ki67 (Fig. 1e). Quantification of BrdU showed that at 14 days after either SCI or stroke, at least 75–85% of lesion border astrocytes that were derived from either astrocytes or OPCs were newly proliferated (Fig. 1g,h,k,l and Extended Data Fig. 1h), and this is probably a conservative estimate because BrdU was administered only once daily.

### Injury-induced transcriptional reprogramming

As mature Aldh1l1-expressing astrocytes are the predominant source of border-forming cells, we characterized their temporally dependent transcriptional changes after SCI. We used young adult (3–4 months old) male and female Aldh1l1-CreERT-RiboTag mice for hemagglutinin-positive ribosome immunoprecipitation and cell-specific transcriptome profiling of astrocytes^33,38^ in healthy, uninjured spinal cord and at 2, 5, 14, 28, 42 and 70 days after SCI (Fig. 2a, Extended Data Fig. 2a and Supplementary Data 1), spanning periods of proliferation, border formation and chronic border persistence^13,17,25^. 

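In RiboTag mice, Cre activity adds a hemagglutinin tag to a ribosomal protein, so that an antibody to the tag precipitates the ribosomes of the Cre-expressing cells together with the mRNA they carry. RNA on the beads gave the astrocyte library of each mouse, and RNA left in solution gave its flow-through library. The time course used 4 uninjured mice, 5 mice at 2 d after SCI and 4 mice at each of 5, 14, 28, 42 and 70 d, all labelled female, and flow-through libraries came from the same mice. A further 4 male mice at 5 d and 4 male mice at 14 d were used for the comparison of the sexes. The authors trimmed the reads of both sequencing lanes with Trimmomatic, aligned them to mm10 (GRCm38) with HISAT2 and counted them on genes with featureCounts, and the values used here are these counts for 27179 genes with Entrez identifiers, without normalization. Total counts on genes per astrocyte library were 95831369 to 123505722 (median 107425481) in uninjured mice and 72619805 to 90452378 (median 76089196) at 2 d. They were 97695228 to 112941084 (median 108803464) at 5 d, 97436392 to 115404209 (median 106234670) at 14 d and 99801415 to 108402547 (median 102886325) at 28 d. At 42 d they were 74300399 to 81749957 (median 76528334), and at 70 d 80320133 to 105786460 (median 91328901). Flow-through libraries held 99521160 to 115137979 (median 102569743) counts in uninjured mice, 40710428 to 75175387 (median 69137017) at 2 d and 93371943 to 107121661 (median 97726710) at 5 d. Those at 14 d held 103379578 to 136008399 (median 112100548), at 28 d 93754546 to 104749445 (median 96365100), at 42 d 59503373 to 76206952 (median 69346785) and at 70 d 83123231 to 110420907 (median 91813138). Male astrocyte libraries held 87216668 to 128400518 (median 110980884) counts at 5 d and 93337026 to 120230986 (median 104170622) at 14 d. Genes with too few counts for a test were removed with edgeR's filterByExpr, library sizes were scaled by the TMM method, and the groups of the time course were fitted together with edgeR's quasi-likelihood model, which left 18205 genes for the comparisons with uninjured astrocytes. Tests were two-sided, and genes with a Benjamini-Hochberg false discovery rate (FDR) under 0.01 were called differentially expressed. Expression of single genes is given in CPM, its counts relative to the TMM-scaled total of the library, as the mean and SD across mice, and the number in parentheses after a gene symbol is its Entrez identifier.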

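In uninjured spinal cord, Aldh1l1 (gene 107747), on chromosome 6 of GRCm38 from 90550768 to 90599171, was at 449 ± 46.6 CPM (SD, n = 4) in astrocyte libraries and 14.2 ± 1.44 CPM (SD, n = 4) in the flow-through of the same mice. This was a log2 ratio of 5.14 (standard error 0.11, adjusted p = 2.4e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gfap (gene 14580), on chromosome 11 of GRCm38 from 102887336 to 102897200, had a log2 ratio of 4.22 (standard error 0.13, adjusted p = 1.4e-10 from edgeR's quasi-likelihood test), from 17425 ± 1613 CPM in astrocyte and 1039.5 ± 146.7 CPM in flow-through libraries (SD, n = 4 each). Lists of cell type markers, fixed before the counts were examined, were scored as the mean log2 ratio of astrocyte to flow-through CPM within each mouse, with a prior count of 2. The 12 astrocyte markers averaged 5.18 ± 0.07 (SD, n = 4). Markers of other cells were lower in astrocyte libraries, with means of −4.10 ± 0.09 for 10 neuron genes, −3.17 ± 0.12 for 5 endothelial genes, −2.82 ± 0.58 for 10 oligodendrocyte genes and −2.57 ± 0.24 for 16 pan-myeloid genes (SD, n = 4). The means were −2.48 ± 0.18 for 8 microglia genes, −2.21 ± 0.40 for 6 ependyma genes and −2.19 ± 0.17 for 6 OPC genes (SD, n = 4), and all 4 mice had the sign of each of these means. Stroma, T cell and Schwann cell markers had means of −0.19 ± 0.26, −0.31 ± 0.80 and −0.44 ± 0.72, within the spread between mice. Means above 0 in all 4 mice were found for 12 monocyte-derived macrophage genes (0.48 ± 0.24), 12 neutrophil genes (1.44 ± 0.07) and 5 of 6 erythrocyte genes (2.45 ± 0.54; SD, n = 4). An exact two-sided sign-flip test on 4 mice cannot go below p = 0.125, so that these means are judged by their spread. Taking the median over genes in place of the mean moved the microglia list most, to −3.20.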

Specificity of Aldh1l1-CreERT-RiboTag for astrocyte transcriptome analyses has been demonstrated in brain^38^ and was confirmed here for spinal cord (Extended Data Fig. 2a–k). Sequencing of mRNA from the flow-through solution after RiboTag immunoprecipitation was used to characterize gene expression by other local cells and enabled assessment of astrocyte enrichment (Extended Data Fig. 2a,d–k). 

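Of the 17595 genes tested in uninjured mice, 3330 were at least 2-fold higher in astrocyte than in flow-through libraries and 3907 at least 2-fold lower, at FDR under 0.01. At 2 d after SCI the counts were 3254 higher and 3522 lower of 16476 genes tested, and at 5 d 2815 and 3388 of 17614. From 14 to 70 d, the number at least 2-fold higher in astrocytes was 2739 at 14 d, 3133 at 28 d, 2263 at 42 d and 2413 at 70 d. With each library left out in turn, the number in uninjured mice stayed between 3214 and 3395, and the alternative that moved it most, an FDR under 0.05, gave 3491. The mean log2 ratio of the astrocyte markers after SCI was 3.95 ± 0.50 (SD, n = 5) at 2 d, 3.56 ± 0.13 (SD, n = 4) at 5 d and 3.55 ± 0.14 (SD, n = 4) at 70 d. That of the neuron markers rose to −1.24 ± 0.71 (SD, n = 5) at 2 d and was −3.60 ± 0.05 (SD, n = 4) at 5 d. Pan-myeloid markers went from lower to higher in astrocyte than in flow-through libraries, with −1.61 ± 0.07 (SD, n = 5) at 2 d and 0.76 ± 0.07 (SD, n = 4) at 5 d, and were lower again at 28 d (−1.36 ± 0.33, SD, n = 4). Markers of monocyte-derived macrophages were above 0 in every mouse at all 6 time points and highest at 5 d, at 2.21 ± 0.03 (SD, n = 4).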

Aldh1l1-CreERT-RiboTag gave equivalent astrocyte-enriched transcriptional profiles as mGfap-Cre-RiboTag^17,27^ but showed depleted genetic signatures originating from ependyma or OPC-derived cells that acquire Gfap expression after SCI; and astrocytes derived from OPCs after SCI had immunohistochemically detectable hemagglutinin expression in mGfap-Cre-RiboTag but not in Aldh1l1-CreERT-RiboTag spinal cords (Extended Data Fig. 2a,d–l). 

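In mGfap-Cre-RiboTag mice, Cre is active from early life in cells that use the mouse Gfap promoter. Astrocyte and flow-through libraries were used from 5 mice of this line at 14 d after SCI and from 5 uninjured mice at P63, processed as those of the time course, with 99987229 to 117082323 (median 111741779) counts per astrocyte library at 14 d and 74999711 to 97184599 (median 77830415) at P63. The source data of Extended Data Fig. 2b list 4 uninjured mice of this line, and all 5 are used here, with astrocyte library totals of 77830415, 81358515, 76680590, 97184599 and 74999711. Flow-through totals were 87340800 to 110030856 (median 97467271) at 14 d and 79568647 to 94810318 (median 89074888) at P63. Of 17848 genes tested in both lines, 988 were higher and 1225 lower in uninjured mGfap than in uninjured Aldh1l1 astrocytes, 12.4% together. Which direction held more genes depended on a single library, with 814 higher and 739 lower without Aldh1l1 uninjured replicate 4. At 14 d, 7887 genes had changed in mGfap astrocytes, 4952 of them upward, and the change differed between the lines for 2258 genes in an interaction test, against 5975 at unadjusted p under 0.05. The excess upward in mGfap astrocytes depended on the filter, with 3899 higher and 4020 lower at 10 or more counts in every library of a group. An FDR under 0.05 moved the number of genes differing between the uninjured lines to 3978. Of the uninjured mGfap mice 3 are labelled male and 2 female, and all other mice compared here female. Labelled sex as a covariate, an alternative chosen after seeing the data, moved that number most, to 729 (452 higher and 277 lower), and the number with a different response to 1423. By fitted fold change at 14 d in mGfap astrocytes, the genes picked were Mmp12 (gene 17381; GRCm38 chromosome 9, 7344397 to 7360461), Apoc4 (gene 11425; GRCm38 chromosome 7, 19678084 to 19681460) and 2310002F09Rik (gene 100504720; GRCm38 chromosome 7, 43745466 to 43755936). They had no counts in uninjured mGfap astrocytes, so that their rank is not known, and were at least 149.4-fold, 71.6-fold and 44.5-fold higher (adjusted p = 6.2e-06, 4.6e-06 and 1.2e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mmp12 was at 6.08 ± 7.34 CPM (SD, n = 5), and without replicate 4 the limit was 69.3-fold. Il31ra (gene 218624; GRCm38 chromosome 13, 112521931 to 112580732), Ly6a2 (gene 546643; GRCm38 chromosome 15, 75131292 to 75135128) and Ctsg (gene 13035; GRCm38 chromosome 14, 56099885 to 56102574) had no counts in uninjured mGfap astrocytes and were at least 63.5-fold, 34.7-fold and 32.3-fold higher in uninjured Aldh1l1 astrocytes. For Il31ra the limit was 34.5-fold without Aldh1l1 replicate 2. Astrocyte markers averaged a log2 ratio of astrocyte to flow-through libraries of 4.31 ± 0.16 (SD, n = 5) in uninjured mGfap mice and 3.61 ± 0.30 (SD, n = 5) at 14 d, when the lines differed by less than the spread between mice (difference −0.01, exact two-sided permutation test, p = 0.98). In uninjured mice they differed by −0.87 (exact two-sided permutation test, p = 0.0079, 0.012 adjusted). Ependyma markers averaged 1.38 ± 0.22 and 1.83 ± 0.25 in mGfap mice (SD, n = 5), with differences from the Aldh1l1 line of 3.60 and 2.60. For OPC markers the means were 0.71 ± 0.20 and 1.87 ± 0.14 (SD, n = 5), and the differences 2.90 and 4.81. Oligodendrocyte markers went from −1.29 ± 0.27 to 1.48 ± 0.49 in mGfap mice, and the lines differed by 1.53 and 5.04. Each of these 6 differences had an exact two-sided permutation p = 0.0079, the smallest that 5 mice against 4 allow, and 0.012 after Benjamini-Hochberg adjustment over 32 comparisons of lists between the lines. In the opposite direction at 14 d, pan-myeloid markers were lower in mGfap than in Aldh1l1 mice by 3.97 and erythrocyte markers by 7.27, with the same p. Within astrocyte libraries, the paper's 48 Schwann cell genes, of which 47 could be matched, changed from uninjured to 14 d by −0.01 ± 0.09 (SD, n = 4; exact p = 0.97) in Aldh1l1 and 1.24 ± 0.16 (SD, n = 5; exact p = 0.0079) in mGfap mice. Its oligodendrocyte lineage genes changed by −0.42 ± 0.05 (SD, n = 4) and 0.88 ± 0.21 (SD, n = 5). A two-sided permutation test of the difference in change between lines gave p = 0.045 for the Schwann cell and 0.12 for the oligodendrocyte lineage genes. It exchanged mice between the lines within injury groups, so that a constant difference between lines also widens the permuted differences. A large p in this test therefore does not show equal changes. The paper states that both lines give equivalent astrocyte-enriched profiles and that signatures of ependyma and of cells from OPCs are depleted in the Aldh1l1 line.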

Consistent with previous reports after stroke^43^, we detected negligible sex-dependent transcriptomic differences in astrocytes after SCI, with four Y-chromosome and two X-chromosome genes detected as the only differentially expressed genes (DEGs) (false discovery rate of <0.01) across two independent post-SCI timepoints comparing eight female and eight male mice (Extended Data Fig. 2m–o).

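Astrocyte libraries of 8 female and 8 male mice at 5 and 14 d were compared in one fit with the time point as a covariate, over 16950 genes. At FDR under 0.01, 4 genes were higher and 5 lower in males, and 560 genes had an unadjusted p under 0.05. The 4 higher genes were on the Y chromosome, Ddx3y (gene 26900; GRCm38 chromosome Y, 1260715 to 1286628), Eif2s3y (gene 26908; GRCm38 chromosome Y, 1010562 to 1049134), Kdm5d (gene 20592; GRCm38 chromosome Y, 897566 to 943813) and Uty (gene 22290; GRCm38 chromosome Y, 1085187 to 1245773). Female libraries held no more than 2 counts of each, and expression in males was at least 1025-fold, 932-fold, 275-fold and 183.8-fold higher. The 5 lower genes were on the X chromosome. Xist (gene 213742; GRCm38 chromosome X, 103460373 to 103483233) fell from 5.39 ± 0.803 CPM (SD, n = 8) in females to 0.0321 ± 0.0335 CPM (SD, n = 8) in males, a log2 fold change of −7.34 (standard error 0.34, adjusted p = 9.0e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Eif2s3x (gene 26905; GRCm38 chromosome X, 94188709 to 94212651), Kdm5c (gene 20591; GRCm38 chromosome X, 152233198 to 152279102) and Kdm6a (gene 22289; GRCm38 chromosome X, 18160862 to 18279936) had log2 fold changes of −0.61, −0.38 and −0.61 (adjusted p = 0.0020, 0.0020 and 0.0070 from edgeR's quasi-likelihood test). The fifth gene has no symbol in the annotation used. With each of the 16 libraries left out in turn, 7 to 9 genes were found, all on X or Y, and 1 library, replicate 4 of the 5 d males, brought the X-linked genes to 3. Tested alone, 5 d gave 5 genes and 14 d gave 6, the 4 Y-linked genes and 1 X-linked gene in each and 1 gene of another chromosome at 14 d. Genes of other chromosomes also numbered 3 with DESeq2 and 1 with the fit of edgeR 4, and 0 under the remaining alternatives. One flow-through library grouped with the females at 5 d, replicate 4, carries a male label and held 4702 counts of Xist and 2 of Ddx3y. The paper states that differences between the sexes were negligible.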

**Fig. 2:**
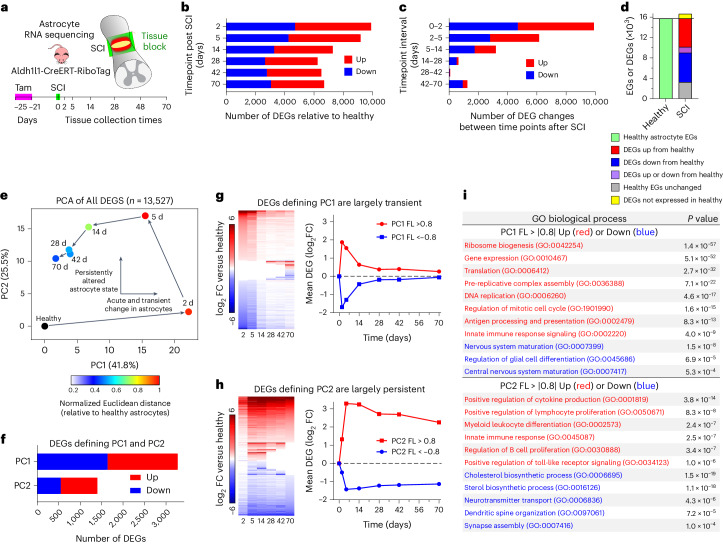
Temporal analysis of SCI-induced astrocyte transcriptional changes. **a**, Experimental design. **b**, Numbers of astrocyte DEGs significantly different (up or down; false discovery rate, FDR < 0.01) from uninjured healthy mice at different times. **c**, Number of astrocyte DEGs significantly (FDR < 0.01) changed between different timepoints. **d**, Number of healthy astrocyte expressed genes (EGs) compared with DEGs after SCI that are up, down or not regulated from healthy, or not expressed in healthy. **e**, PCA of all DEGs. **f**, Number of DEGs defining PC1 or PC2. **g**,**h**, Heatmaps and mean DEG log_2_ (fold change) (log_2_ FC) of DEGs defining PC1 (**g**) and PC2 (**h**). Heatmaps are arranged with the most upregulated DEGs at the top to most downregulated at the bottom on day 2 after SCI (**g**) and on day 70 (**h**). White spaces indicate no significant change. **i**, GO-BPs significantly upregulated (red) or downregulated (blue) as identified by unbiased evaluations of DEGs defined by PC1 or PC2. FL, PC factor loading. *P* values in **i** were calculated by two-sided Fisher’s exact test. *n* = 4 mice for uninjured and all post-SCI timepoints except day 2 (*n* = 5). Source data

Using Aldh1l1-CreERT-RiboTag (Astro-RiboTag) across all six post-SCI timepoints, a total of 13,527 unique DEGs were identified compared to healthy baseline levels, with more genes upregulated than downregulated at all timepoints (Fig. 2b and Supplementary Data 2). 

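At FDR under 0.01, 14745 of the 18205 genes tested (81.0%) differed from uninjured astrocytes at 1 or more of the 6 time points. At 2 d, 5492 genes were higher and 5441 lower, and at 5 d 5230 were higher and 5118 lower. The numbers higher and lower were 4453 and 4158 at 14 d, 4147 and 3486 at 28 d, 4236 and 3645 at 42 d, and 4347 and 3906 at 70 d. Upregulated genes made up 50.2% of the changed genes at 2 d, 50.5% at 5 d, 54.3% at 28 d and 52.7% at 70 d. An FDR under 0.05 moved the number of genes changed at any time point most, to 16254. In DESeq2, fitted in place of edgeR, 15305 genes changed, and with time points compared in fits of the 2 groups alone 13819.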

The most DEGs, 9,924, were detected at 2 days, with over 6,000 DEGs persisting at 28, 42 and 70 days (Fig. 2b). 

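Genes called at 2 d numbered 10933 (60.1% of those tested), at 28 d 7633, at 42 d 7881 and at 70 d 8253 (45.3%). With each library of the pair of groups left out in turn, between 10380 and 10730 genes were called at 2 d and between 7142 and 8172 at 70 d. The 3 genes picked by fitted fold change at 2 d were not above 3 counts in any uninjured library, so that only a lower limit of the change can be given and their rank is not known. Cxcl3 (gene 330122; GRCm38 chromosome 5, 90786101 to 90788093) reached 79.5 ± 47.7 CPM (SD, n = 5) and was at least 2663-fold higher, Cxcl2 (gene 20310; GRCm38 chromosome 5, 90903899 to 90905938) reached 18.0 ± 26.7 CPM and was at least 602-fold higher, and Ifi202b (gene 26388; GRCm38 chromosome 1, 173962569 to 173982844) reached 7.86 ± 1.70 CPM and was at least 263-fold higher. Adjusted p was 1.0e-08, 1.2e-06 and 6.3e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without replicate 5, the limit of Cxcl2 was 207-fold. At 70 d the genes picked in this way were Gm14461 (gene 329436; GRCm38 chromosome 2, 78237547 to 78302230), H2-M2 (gene 14990; GRCm38 chromosome 17, 37480851 to 37483554) and Ighg2b (gene 16016; GRCm38 chromosome 12, 113304314 to 113307933), at least 39.1-fold, 37.2-fold and 35.2-fold higher (adjusted p = 6.8e-07, 4.3e-07 and 1.2e-05 from edgeR's quasi-likelihood test). The limit of Gm14461 was 20.9-fold without replicate 3 of 70 d. Serpina3i, not picked, was at least 180.6-fold higher at 70 d.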

The greatest changes occurred between 0–2 and 2–5 days, with far fewer changes after 14 days (Fig. 2c).

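Compared with the time point before, 7545 genes changed from 2 to 5 d (3970 higher, 3575 lower) and 4597 from 5 to 14 d (2310 and 2287). From 14 to 28 d, 1348 genes changed, from 28 to 42 d 1.67% of the genes tested and from 42 to 70 d 2293 genes. At unadjusted p under 0.05 these last 3 intervals held 5062, 3683 and 6416 genes. The later counts depended on single libraries: with each left out in turn, 14 to 28 d gave between 475 and 1383 genes, 28 to 42 d as few as 93, and 42 to 70 d between 1391 and 2630. From 2 to 5 d the range was 6782 to 7188. Fits of the 2 groups alone in place of all groups together gave 2 genes from 28 to 42 d and 158 from 42 to 70 d.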

Over 15,722 genes were identified as expressed by healthy spinal cord astrocytes. Of these genes, 37% (5,755) were primarily downregulated after SCI, 36% (5,598) were primarily upregulated, 7% (1,153) were dynamically regulated down or up at different timepoints and 20% (3,216) were not significantly different at any timepoint examined (Fig. 2d). 

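FPKM was computed for the 25142 genes whose length could be taken from the annotation, from the counts, the length of the union of exons and the library total, and averaged over the 4 uninjured astrocyte libraries. With the paper's threshold of FPKM over 0.1, 14910 of 27179 genes (54.9%) were expressed by uninjured astrocytes.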

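Of the 14910 genes, 6093 (40.9%) were lower at 1 or more time points and higher at none, and 5329 (35.7%) were higher and never lower. Another 1673 (11.2%) were higher at some and lower at other time points, and 1815 (12.2%) differed from uninjured astrocytes at none. The last number moved most with the threshold of expression, to 693 with FPKM over 1.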

Notably, 92% (12,506 out of 13,527) of the total DEGs identified across all times after SCI were expressed by astrocytes in healthy tissue (Fig. 2d). 

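Among the 14745 genes changed at any time point, 13095 (88.8%) were expressed by uninjured astrocytes, and 317 had no length and thus no FPKM. With CPM over 0.1 in place of FPKM over 0.1, the share was 94.9%, and with FPKM over 1 it was 69.5%.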

Induction of newly expressed genes that were not detectable in healthy astrocytes accounted for only 12% (889 out of 7640) of DEGs upregulated by astrocytes after SCI (Fig. 2d and Supplementary Data 2).

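Of 8300 genes higher at 1 or more time points, 1298 (15.6%) were not called expressed by uninjured astrocytes at FPKM over 0.1. These take in genes without a length and thus without FPKM (1.88% of the 8300), and 1142 of the 8144 genes with a length remain (14.0%). This number depended on the threshold, with 717 genes at CPM over 0.1 and 2929 at FPKM over 1. Of the paper's 889 newly expressed genes, 866 were higher at 1 or more time points and lower at none, 10 were higher at some and lower at others, and 13 were not called at any.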

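Principal components were computed over the mean log2 fold change of 14745 changed genes in uninjured astrocytes and at 6 time points, with each gene standardized and changes not past the FDR threshold set to 0. PC1 held 40.9% and PC2 25.9% of the variance, 66.8% together. Keeping fitted changes that did not pass the threshold moved PC1 most, to 43.8%, and leaving the genes unstandardized moved PC2 most, to 32.1%.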

Principal component analysis (PCA) of the 13,527 DEGs identified across all timepoints revealed a clear temporal progression of astrocyte transcriptional responses, with two principal components that accounted for over two-thirds of the total system variation (Fig. 2e and Extended Data Fig. 2p). 

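Along PC1 the groups lay at −0.42 (uninjured), 0.70 (2 d), 0.41 (5 d), −0.03 (14 d), −0.19 (28 d), −0.18 (42 d) and −0.30 (70 d), so that from 2 d on the order along PC1 followed time except at 28 and 42 d.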

PC1, defining the most dominant effect, revealed acute and transient changes. 

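In the means given first, changes not past the FDR threshold were set to 0. The 1735 genes with a PC1 loading over 0.8 averaged a log2 fold change of 1.92 at 2 d, 1.61 at 5 d, 0.72 at 14 d, 0.48 at 28 d and 0.34 at 70 d. The 1909 genes with a loading under −0.8 averaged −1.69 at 2 d, −1.31 at 5 d, −0.52 at 14 d, −0.27 at 28 d and −0.13 at 70 d. With all changes kept, the former averaged 0.66 at 28 d and 0.50 at 70 d, and the latter −0.39 and −0.20. At 28 d, 39.8% of the former and 43.5% of the latter still differed from uninjured astrocytes at FDR under 0.01. The means are over genes, and genes are not independent replicates.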

DEGs with a PC1 factor loading of >|0.8| in the positive or negative direction peaked at 2–5 days after SCI before returning essentially to baseline healthy astrocyte levels by 28 days, with roughly equal numbers transiently upregulated or downregulated (Fig. 2f,g). 

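Scores on PC2 were −0.64 in uninjured astrocytes, −0.50 at 2 d, 0.41 at 5 d, 0.36 at 14 d and 0.10 at 70 d. The 919 genes with a PC2 loading over 0.8 averaged 1.16 at 2 d, 3.01 at 5 d, 3.05 at 14 d, 2.61 at 28 d, 2.57 at 42 d and 2.23 at 70 d in log2 fold change. The 699 genes with a loading under −0.8 averaged −0.48 at 2 d, −1.36 at 5 d, −1.32 at 14 d and −1.11 at 70 d. Changes not past the FDR threshold were set to 0 in these means too. With all changes kept, the means at 2 d were 1.29 and −0.55.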

DEGs defining PC2 increased quickly and largely persisted with mean values of >2 or less than −1 across the entire time course, with more upregulated (854) than downregulated (547) (Fig. 2f,h).

Unsupervised analysis of Gene Ontology Biological Processes (GO-BPs) showed that transiently upregulated DEGs defining PC1 were associated with the regulation of gene expression and translational, cell proliferation, innate immune signaling and antigen presentation, whereas transiently downregulated DEGs defining PC1 were associated with mature CNS structure and glia cell differentiation (Fig. 2i). Persistently upregulated DEGs defining PC2 were associated with cytokine production, innate and adaptive immune regulation and extracellular matrix (ECM) organization, whereas persistently downregulated DEGs defining PC2 were associated with cholesterol and lipid metabolism, neurotransmitter transport and synapse organization (Fig. 2i).

These findings demonstrate that local healthy mature Aldh1l1-expressing astrocytes undergo pronounced, temporally dependent transcriptional changes during border formation after SCI, including both transient and persisting changes. 

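Of the genes higher at any time point, 7002 of 8300 (84.4%) had an FPKM over 0.1 in uninjured astrocytes. No FPKM could be computed for the genes without a length, and of the 8144 with a length 1142 (14.0%) were at or under 0.1.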

Remarkably, 88% of DEGs upregulated by astrocytes after SCI were already expressed at detectable levels by healthy astrocytes. Astrocyte border formation involves permanent transcriptional reprogramming, given that almost 50% of total DEGs persist at 70 days post SCI, including many genes not detectably expressed by healthy astrocytes. 

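Of the 14745 genes changed at any time point, 8253 (56.0%) differed from uninjured astrocytes at 70 d. Among the 1298 upregulated genes not called expressed in uninjured astrocytes, 740 (57.01%) were higher at 70 d, and 666 of 1142 (58.3%) when genes without a length and thus without FPKM were left out. From the share of changes that remained, the paper concludes that border formation involves permanent reprogramming.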

GO analyses parsed astrocyte transcriptional changes into profiles related to astrocyte dedifferentiation and proliferation, astrocyte reactivity, regulation of inflammation and immune signaling, wound healing and persisting border formation, examined in more detail below.

### Dedifferentiation, proliferation and loss of functions

We next defined more precisely how local mature astrocytes change in response to SCI. 

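Among the genes with FPKM over 0.1 in uninjured astrocytes, 4685 were higher and 5185 lower at 2 d than without injury, and 4331 and 4966 at 5 d. Together these were 66.2% of the expressed genes at 2 d and 62.4% at 5 d. The share was 51.5% at 14 d, 45.5% at 28 d, 47.2% at 42 d and 49.9% at 70 d.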

Of the 15,722 total genes expressed by healthy astrocytes (Fig. 2d), about 60% were upregulated or downregulated at 2 and 5 days, and about 35–40% from 28 through 70 days, with the rest remaining unchanged (Fig. 3a). To characterize astrocyte-enriched genes, we first examined a panel of 429 consensus healthy astrocyte-enriched genes (cAEGs) identified in at least five of eight published archival datasets^42^, which we confirmed as enriched in our healthy astrocytes by at least twofold and up to over 50-fold (Extended Data Fig. 3a,b and Supplementary Data 2). 

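Each of the 429 cAEGs was matched to a gene in the counts. In uninjured mice, 427 of them (99.5%) were at least 2-fold higher in astrocyte than in flow-through libraries, with a median of 11.6-fold and a highest value of 99.5-fold, and 1 gene was not higher. The paper states that it took the genes from published datasets and found them enriched in its own astrocytes, and the libraries used here are those of the paper.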

Nearly all cAEGs (97%; 417 out of 429) were DEGs after SCI and only 3% (12 out of 429) were not significantly different at any timepoint. 

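Of the 429 cAEGs, 426 (99.3%) differed from uninjured astrocytes at 1 or more time points, and 3 at none. At 70 d, 307 were called with adjustment over all genes tested and 313.0 adjusted over the list alone. Fits of the 2 groups alone left 5 cAEGs unchanged, an FDR under 0.05 left 1, and fits with a library left out between 3 and 7.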

Remarkably, 74% (317 out of 429) of cAEGs were primarily downregulated and only 11% (49 out of 429) were primarily upregulated, with 15% changing in either direction at different times (Fig. 3b). These changes were reflected in a pronounced decrease in mean expression of all 429 cAEGs, which had a negative peak at 2 days followed by a return towards baseline by 14 and 28 days, but with an overall downregulation persisting through 70 days (Fig. 3c). 

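Lower at 1 or more time points and never higher were 74.4% of the cAEGs, against 42 (9.79%) that were higher and never lower and 65 (15.2%) that went both ways. At 2 d alone, 342 were lower and 39 higher, and at 70 d 236 were lower and 71 higher.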

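Gene list scores are the mean log2 CPM over the genes of a list in each mouse, with a prior count of 2, relative to the mean of the 4 uninjured mice. For the 429 cAEGs the score was −1.39 ± 0.09 (SD, n = 5) at 2 d, −1.11 ± 0.15 (SD, n = 4) at 5 d and −0.74 ± 0.08 (SD, n = 4) at 14 d. At 28, 42 and 70 d it was −0.56 ± 0.06, −0.50 ± 0.07 and −0.48 ± 0.05 (SD, n = 4 each), while uninjured mice varied by 0.09 (SD, n = 4). Every injured mouse scored below every uninjured mouse at each of the 6 time points. Two-sided exact permutation tests gave p = 0.0079 at 2 d and 0.029 at the other 5 time points, the smallest that 5 and 4 mice against 4 allow. After Benjamini-Hochberg adjustment over 60 comparisons of 10 lists with uninjured mice, all 6 exact p-values were 0.031. From 5 to 14 d the score rose by 0.37 and from 14 to 28 d by 0.18 (two-sided exact permutation test, p = 0.029 each, 0.053 adjusted over 50 steps between time points), and from 28 to 42 d by 0.06 (p = 0.29). Taking the median over genes moved the score at 2 d most, to −1.20.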

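The cAEGs were split into 3 groups of equal size by their log2 ratio of astrocyte to flow-through libraries in uninjured mice, with median ratios of 2.73, 3.53 and 4.64. At 2 d the mean log2 fold change was −0.83 in the least, −1.38 in the middle and −1.96 in the most enriched group, and 69.9%, 77.6% and 91.6% of the genes were lower at FDR under 0.01. At 70 d the means were −0.20, −0.41 and −0.82. Both measures share the uninjured astrocyte libraries, and the means are over genes, which are not independent replicates.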

Notably, cAEGs with the highest enrichment in healthy astrocytes relative to other local cells were the most downregulated (Extended Data Fig. 3b).

**Fig. 3:**
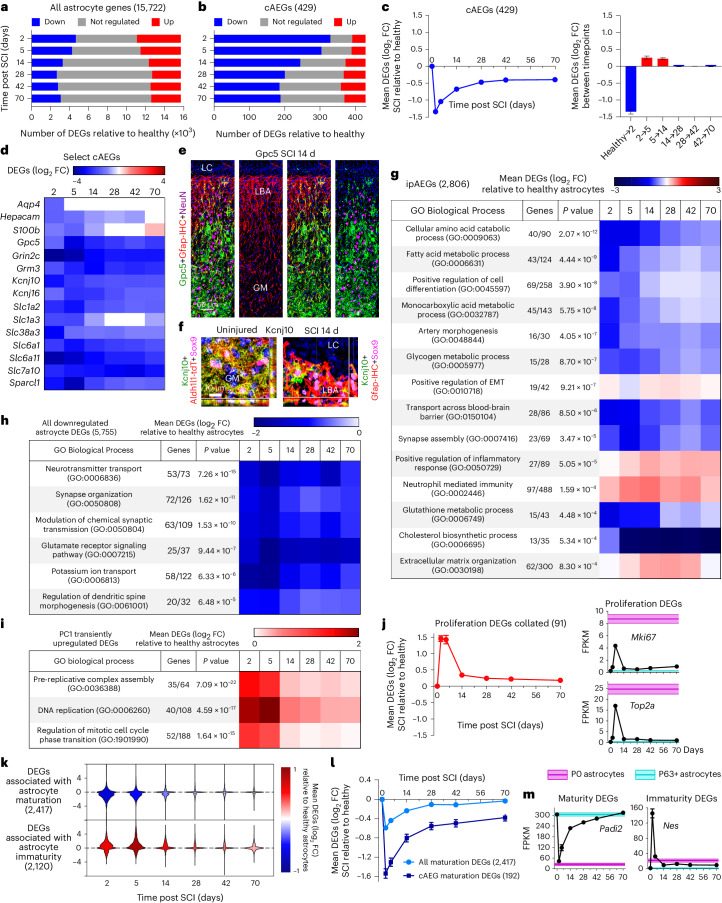
SCI-induced astrocyte dedifferentiation and proliferation. **a**, Numbers of up, down or nonsignificant changes (FDR < 0.01) in 15,722 genes expressed by uninjured astrocytes at different times after SCI. **b**, Numbers of up, down or nonsignificant changes (FDR < 0.01) in 429 cAEGs at different times after SCI. **c**, Mean log_2_ FC of downregulated cAEGs at different times after SCI relative to uninjured, and changes between individual timepoints. **d**, Heatmap of mean log_2_ FC of selected downregulated cAEGs at different times after SCI. **e**, Four different fluorescence channels illuminating different molecular markers within the same region to reveal the spatial distribution and colocalization of Gpc5 staining at LBA and GM astrocytes. Markedly Gpc5 immunoreactivities are reduced in LBAs compared with more distal gray matter (GM) astrocytes after SCI. **f**, Kcnj10 immunoreactivities in LBAs compared with more distal GM astrocytes after SCI. For individual fluorescence channels, see Extended Data Fig. 3c. **g**, Time course of mean expression changes after SCI of ipAEGs (see main text) associated with representative examples of the most significantly changed GO-BPs associated with ipAEGs. **h**, Highly downregulated GO-BPs associated with all downregulated astrocyte DEGs (whether enriched versus other cells or not). **i**, Time course after SCI of mean changes of DEGs associated with cell proliferation-related GO-BPs identified by PC1 in Fig. 2i. **j**, Time course after SCI of mean changes in all unsupervised 91 proliferation-related astrocyte DEGs examined in **i**, plus two additional canonical proliferation DEGs, *Mki67* and *Top2a*. **k**, Time courses after SCI of mean changes in consensus genes associated with astrocyte maturity or immaturity. **l**, Time courses after SCI comparing downregulation of all maturation-associated genes versus consensus genes expressed by mature astrocytes (cAEGs). **m**, Time courses after SCI of mean changes in two specific examples of DEGs, *Padi2* and *Nes*, associated with astrocyte maturity or immaturity, respectively. *n* = 4 mice for uninjured and all post-SCI timepoints except at day 2 (*n* = 5). Bar and line plots are mean values; error bars, s.e.m. *P* values in **g**–**i** calculated by two-sided Fisher’s exact test.

Prominent cAEGs that were acutely downregulated and returned to baseline included the water channel (*Aqp4*), the calcium binding protein (*S100b*) and *Hepacam4*, which regulates astrocyte branching complexity^44^ (Fig. 3d). 

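Aqp4 (gene 11829; GRCm38 chromosome 18, 15389394 to 15410982) was at 954 ± 200.4 CPM (SD, n = 5) at 2 d and 2715 ± 379.9 CPM (SD, n = 4) in uninjured astrocytes. For Aqp4, the log2 fold change was −1.51 (standard error 0.18, adjusted p = 3.3e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). S100b (gene 20203; GRCm38 chromosome 10, 76253836 to 76261319) averaged 1084 ± 127 CPM (SD, n = 5) at 2 d, against 2371 ± 242.96 CPM (SD, n = 4) in uninjured astrocytes. This gave S100b a log2 fold change of −1.13 (standard error 0.13, adjusted p = 7.9e-09 from edgeR's quasi-likelihood test). With 441.8 ± 30.8 CPM (SD, n = 5) at 2 d and 1269 ± 115.97 CPM (SD, n = 4) in uninjured astrocytes, Hepacam (gene 72927; GRCm38 chromosome 9, 37367356 to 37386572) had a log2 fold change of −1.52 (standard error 0.09, adjusted p = 8.4e-15 from edgeR's quasi-likelihood test). At 70 d, Aqp4 no longer differed from uninjured astrocytes (log2 fold change −0.34, adjusted p = 0.14 from edgeR's quasi-likelihood test), S100b was higher (0.55), and Hepacam was lower (−0.56) as at all 6 time points. The paper prints Hepacam4, a symbol that is not in the annotation.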

Prominent cAEGs that were persistently downregulated included transporters for glutamate (*Slc1a2* and *Slc1a3*), GABA (*Slc6a1 and Slc6a11*), glutamine (*Slc38ac*) and d-serine (*Slc7a10*), potassium channels (*Kcnj10* and *Kcnj16*), glutamate receptor subunits (*Grin2c* and *Grm*) and synapse modulating molecules (*Gpc5* and *Sparcl1*)^10,45^ (Fig. 3d). 

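Slc1a2 (gene 20511; GRCm38 chromosome 2, 102658239 to 102790784) averaged 4702 ± 598 CPM at 70 d, against 13356 ± 2232 CPM in uninjured astrocytes (SD, n = 4 each). This gave Slc1a2 a log2 fold change of −1.51 (standard error 0.14, adjusted p = 3.5e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 377 ± 68.7 CPM at 70 d and 618 ± 50.7 CPM in uninjured astrocytes (SD, n = 4 each), Slc1a3 (gene 20512; GRCm38 chromosome 15, 8634124 to 8710807) had a log2 fold change of −0.71 (standard error 0.14, adjusted p = 5.4e-05 from edgeR's quasi-likelihood test). Slc6a11 (gene 243616; GRCm38 chromosome 6, 114131241 to 114249886) was at 963 ± 145.1 CPM at 70 d and 4286 ± 307 CPM in uninjured astrocytes (SD, n = 4 each). For Slc6a11, the log2 fold change was −2.15 (standard error 0.16, adjusted p = 1.2e-11 from edgeR's quasi-likelihood test). The other 8 genes, Slc38a3 (76257), Slc7a10 (53896), Kcnj10 (16513), Kcnj16 (16517), Grin2c (14813), Grm3 (108069), Gpc5 (103978) and Sparcl1 (13602), were all lower, with log2 fold changes at 70 d from −2.78 for Slc7a10 to −1.03 for Slc38a3. Slc1a3 was lower at 5 of the 6 time points and the other 10 at all 6. The text gives the glutamine transporter as Slc38ac and the receptor as Grm, and Slc38a3 and Grm3 are used for them here.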

Immunohistochemistry (IHC) confirmed certain changes at the protein level and showed, for example, that many, but not all, lesion border astrocytes had low or undetectable levels of Gpc5 and Kcnj10 (Fig. 3e,f and Extended Data Fig. 3c).

To explore more broadly how local healthy astrocytes acutely changed functional states after SCI, we examined additional specific DEG cohorts. We first examined 2,806 genes identified by our RiboTag immunoprecipitation as significantly enriched in healthy astrocytes by at least twofold and up to 50-fold versus other local cells (Extended Data Fig. 3a,b and Supplementary Data 2). 

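In uninjured mice 3330 genes were at least 2-fold higher in astrocyte than in flow-through libraries at FDR under 0.01. Their median was 3.69-fold and the highest 221.5-fold.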

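Of the 3330 genes so enriched, 2043 (61.4%) were lower at 1 or more time points after SCI and never higher, 638 (19.2%) were higher and never lower, 451 (13.5%) went both ways and 198 (5.95%) did not change. Their mean score against uninjured mice was −0.72 ± 0.05 (SD, n = 5) at 2 d, −0.60 ± 0.08 (SD, n = 4) at 5 d, −0.29 ± 0.04 (SD, n = 4) at 28 d and −0.33 ± 0.06 (SD, n = 4) at 70 d (two-sided exact permutation test, p = 0.0079 at 2 d and 0.029 at the others). In 3 groups of 1110 genes by enrichment, the mean log2 fold change at 2 d was −0.26, −0.55 and −1.37 from the least to the most enriched, and 44.2%, 54.9% and 71.4% were lower. At 70 d the means were −0.13, −0.27 and −0.53. Genes were chosen and compared on the same uninjured astrocyte libraries, which by itself favours a fall, and this was not corrected for.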

Similar to cAEGs, these immunoprecipitation astrocyte-enriched genes (ipAEGs) exhibited a preponderance of downregulation after SCI, particularly among those ipAEGs most highly enriched in healthy astrocytes (Extended Data Fig. 3b). We conducted unsupervised analysis of GO-BPs associated with significant changes among these 2,806 ipAEGs after SCI and tracked over time after SCI the mean expression of ipAEGs associated with representative examples of the most significantly changed GO-BPs. The majority of significantly altered GO-BPs were associated with downregulated ipAEGs related to cell differentiation, fatty acid metabolism, general metabolic processes, vascular morphogenesis, transport across the blood–brain barrier, synapse assembly, glutathione production and cholesterol production (Fig. 3g). The few GO-BPs associated with upregulated ipAEGs were related to epithelial-to-mesenchymal transition (EMT), immune functions and ECM reorganization.

We next examined GO-BPs associated with all 5,755 DEGs downregulated by astrocytes at any time after SCI, and again tracked over time the mean expression of DEGs associated with representative examples of the most significantly changed. This analysis further confirmed a pronounced acute and persistent attenuation in the expression by astrocytes of genes associated with astrocyte–neuron interactions, neurotransmitter transport, synapse organization, synaptic transmission and potassium regulation (Fig. 3h).

Cell dedifferentiation can be associated with proliferation^46^. Past^13^ and present Ki67 and BrdU evaluations (Fig. 1e,g,h,k,l) and GO-BP analysis (Fig. 2i) indicate pronounced astrocyte proliferation starting around 2 days after SCI. We tracked over time after SCI changes among genes associated with three of the most significantly upregulated cell proliferation-related GO-BPs identified by PCA (Figs. 2i and 3i,j). Astrocyte DEGs associated with each of these GO-BPs, and the mean expression of the unsupervised 91 proliferation-related genes associated with all three GO-BPs, were highly upregulated by local astrocytes at 2 and 5 days and returned to near baseline levels by 14 days (Fig. 3i,j and Supplementary Data 2).

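The paper's 91 proliferation genes are not used here, and a list of 26 proliferation markers fixed before the counts were examined was scored in their place. Its score was 2.03 ± 0.17 (SD, n = 5) at 2 d, 4.17 ± 0.15 (SD, n = 4) at 5 d and 1.48 ± 0.12 (SD, n = 4) at 14 d. At 28 d it was 1.24 ± 0.45, at 42 d 0.98 ± 0.24 and at 70 d 0.98 ± 0.34 (SD, n = 4 each), against a spread of 0.35 (SD, n = 4) in uninjured mice. All 6 scores had the smallest exact permutation p that their numbers of mice allow (two-sided, 0.031 adjusted). All 26 genes were higher at 5 d, 22 differed at 14 d and 14 at 70 d with adjustment over all genes tested, and 26, 22 and 15 adjusted over the list alone. With changes not past the FDR threshold set to 0, the score at 42 d was 0.62.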

Dedifferentiation and proliferation of local healthy Aldh1l1-expressing astrocytes after SCI suggested a potential return to an immature or progenitor-like state^47^. We compared astrocyte DEGs after SCI with DEG panels positively or negatively associated with astrocyte maturation during postnatal development derived by PCA of transcriptomes from healthy astrocytes at postnatal days (P) from P0 to P63 (Extended Data Fig. 3d–h). 

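The postnatal libraries are from uninjured mGfap-Cre-RiboTag mice, prepared by immunoprecipitation of HA-tagged ribosomes as those after SCI, and hold whole-number counts per gene without normalization. There were 4 mice at P0, 3 at P3, 3 at P7, 5 at P14, 4 at P21, 4 at P35 and 5 at P63, 28 in all. Total counts per library were between 69219872 and 112694203 at P0, between 78014327 and 98824678 at P3, between 78855616 and 92913020 at P7 and between 67253656 and 85779903 at P14. They were between 80716991 and 97228799 at P21, between 70875939 and 94530930 at P35 and between 74999711 and 97184599 at P63. The 7 ages were fitted together with edgeR's quasi-likelihood model, and 11010 of 18041 genes tested changed with age at FDR under 0.01. A principal component analysis of log2 CPM of these genes over the 28 libraries, with each gene standardized, gave a PC1 with 47.9% of the variance, oriented from P0 toward P63. Genes with a loading over 0.8 toward P63 were taken as maturity genes (2036) and those with a loading over 0.8 toward P0 as immaturity genes (1744). The number of genes moved most with averages of each age in place of single libraries, which gave 3060 maturity and 3047 immaturity genes, and a loading threshold of 0.9 gave 858 and 579. Injured and uninjured mice of the time course are of another line, with inducible Cre, so that postnatal and injured astrocytes differ in line as well as in age.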

By 2 and 5 days after SCI, astrocytes had markedly downregulated mean expression of 2,417 genes associated with maturity and upregulated mean expression of 2,120 genes associated with immaturity, and these changes returned to essentially baseline levels by 28 days, with a modest upregulation of some immaturity genes persisting to 70 days (Fig. 3k and Extended Data Fig. 3d–h). 

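The 2036 maturity genes scored −0.73 ± 0.07 (SD, n = 5) at 2 d, −0.59 ± 0.06 (SD, n = 4) at 5 d, −0.37 ± 0.06 (SD, n = 4) at 14 d and −0.21 ± 0.04 (SD, n = 4) at 28 d. At 42 and 70 d they scored −0.21 ± 0.04 and −0.09 ± 0.05 (SD, n = 4 each). Two-sided exact permutation tests against uninjured mice gave the smallest p possible (0.031 adjusted) through 42 d and p = 0.086 (0.087 adjusted) at 70 d. The 1744 immaturity genes scored 0.53 ± 0.03 (SD, n = 5) at 2 d, 0.80 ± 0.05 (SD, n = 4) at 5 d, 0.52 ± 0.07 (SD, n = 4) at 14 d and 0.32 ± 0.06 (SD, n = 4) at 28 d, each with the smallest p. They scored 0.27 ± 0.12 at 42 d (SD, n = 4; exact p = 0.057, 0.060 adjusted) and 0.13 ± 0.05 at 70 d (SD, n = 4; exact p = 0.086). Scaling by median ratios in place of TMM brought the immaturity score at 42 d past an adjusted p of 0.05, at 0.26, and so did the median over genes, at 0.30, which took the maturity score at 42 d, −0.12, out of it. Padi2 (gene 18600; GRCm38 chromosome 4, 140906336 to 140952586), which rises with age from 45.5 ± 27.7 CPM (SD, n = 4) at P0 to 1422 ± 63.4 CPM (SD, n = 5) at P63, was at 1599.9 ± 106 CPM (SD, n = 4) in uninjured mice of the time course and 197.2 ± 35.5 CPM (SD, n = 5) at 2 d. Its log2 fold change was −3.07 at 2 d (adjusted p = 4.9e-18) and 0.01 at 70 d (adjusted p = 0.94), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Nes (gene 18008; GRCm38 chromosome 3, 87971093 to 87980451) fell with age, from 129.6 ± 49.8 CPM (SD, n = 4) to 20.5 ± 4.95 CPM (SD, n = 5), and was 873 ± 167 CPM (SD, n = 5) at 2 d after SCI (log2 fold change 6.09) and 66.6 ± 24.7 CPM (SD, n = 4) at 70 d. From dedifferentiation and proliferation of local astrocytes, the paper proposes a potential return to an immature or progenitor-like state.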

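Among the maturity genes were 182 cAEGs, and among the immaturity genes 21. The 182 genes scored −1.63 ± 0.08 (SD, n = 5) at 2 d, −1.43 ± 0.17 (SD, n = 4) at 5 d and −0.93 ± 0.10 (SD, n = 4) at 14 d relative to uninjured mice. The scores at 28, 42 and 70 d were −0.69 ± 0.08, −0.62 ± 0.07 and −0.51 ± 0.07 (SD, n = 4 each). All 6 had the smallest p of a two-sided exact permutation test. With a loading threshold of 0.9, 106 cAEGs were among the maturity genes.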

Of the 429 cAEGs, 192 were positively associated with the progression toward maturity, and their mean expression declined and remained persistently low after SCI (Fig. 3l,m). Notably, healthy P0 astrocytes expressed high levels of *Mki67* and *Top2a* associated with active proliferation (Fig. 3j), whereas mature astrocytes in healthy CNS are proliferation-dormant and exist in a potentially reversible G0 state (Extended Data Fig. 1g). They required two or more days after injury to express these genes and never reach fragments per kilobase of transcript per million mapped reads (FPKM) levels of healthy proliferating P0 astrocytes (Fig. 3j).

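In uninjured mGfap mice, Mki67 (gene 17345; GRCm38 chromosome 7, 135689784 to 135716450) was at 60.3 ± 9.09 CPM (SD, n = 4) at P0 and 1.18 ± 0.602 CPM (SD, n = 5) at P63, and Top2a (gene 21973; GRCm38 chromosome 11, 98992947 to 99024199) at 80.6 ± 10.6 CPM and 1.81 ± 0.615 CPM. In uninjured mice of the time course they were at 2.51 ± 1.03 CPM and 1.86 ± 1.41 CPM (SD, n = 4). Two-sided exact permutation tests of P63 against P0 gave p = 0.0079 for both, 0.032 after Benjamini-Hochberg adjustment over 32 comparisons of 4 genes with P0.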

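Mki67 was at 8.44 ± 1.52 CPM (SD, n = 5) at 2 d, 46.0 ± 7.40 CPM (SD, n = 4) at 5 d and 6.50 ± 0.704 CPM (SD, n = 4) at 14 d. The 5 d value did not differ from that of P0 beyond the spread between mice (two-sided exact permutation test, p = 0.057, 0.063 adjusted). For Top2a the values were 11.3 ± 2.25 CPM (SD, n = 5) at 2 d, 92.2 ± 11.0 CPM (SD, n = 4) at 5 d and 8.80 ± 1.63 CPM (SD, n = 4) at 14 d, and the 5 d value did not differ from that of P0 either (exact permutation p = 0.20). Compared with uninjured astrocytes, the log2 fold change at 5 d was 4.16 for Mki67 (adjusted p = 1.5e-09 from edgeR's quasi-likelihood test) and 5.59 for Top2a (adjusted p = 1.3e-11). In this fit Top2a was at 1.81 CPM in uninjured astrocytes, and at 1.14 CPM without uninjured replicate 1.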

These findings demonstrate that local healthy mature Aldh1l1-expressing astrocytes respond acutely to SCI with downregulation of most astrocyte-enriched genes and a transient phase of proliferation and immaturity. This is followed by a return of many transcriptional features of mature astrocytes but with persisting differences, including a persistent downregulation of molecules associated with astrocyte–neuron interactions such as maintenance of extracellular neurotransmitter and ion homeostasis, and synapse organization and function. These findings point towards persistent transcriptional reprogramming of newly proliferated lesion border astrocytes to new and different functional states.

### Reactivity and gain of functions

To look for potential new functions adopted by newly proliferated and reprogrammed astrocytes after SCI, we first examined changes in 170 consensus astrocyte reactivity genes (cARGs) derived from a meta-analysis of six archival datasets from multiple laboratories^42^ (Supplementary Data 2). All 170 cARGs were upregulated on at least one timepoint after SCI, 93% (158 out of 170) were upregulated at all timepoints and 92% (157 out of 170) were detectably expressed by healthy astrocytes (Fig. 4a). Mean cARG expression increased 16-fold by 2 days after SCI, increased to over 50-fold by 5 days and then declined moderately but remained persistently elevated by over eightfold at 70 days (Fig. 4b), consistent with reprogramming to an essentially permanent reactive state after SCI. 

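Gfap was at 33584 ± 2024 CPM at 70 d and 15958 ± 1474 CPM in uninjured astrocytes (SD, n = 4 each). For Gfap, the log2 fold change was 1.07 (standard error 0.12, adjusted p = 1.1e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Vim (gene 22352; GRCm38 chromosome 2, 13574311 to 13582826) averaged 2029.5 ± 277.7 CPM at 70 d, against 157.1 ± 38.8 CPM in uninjured astrocytes (SD, n = 4 each). This gave Vim a log2 fold change of 3.69 (standard error 0.16, adjusted p = 6.0e-17 from edgeR's quasi-likelihood test). With 511 ± 108.7 CPM at 70 d and 23.0 ± 6.05 CPM in uninjured astrocytes (SD, n = 4 each), Lgals3 (gene 16854; GRCm38 chromosome 14, 47373860 to 47386167) had a log2 fold change of 4.47 (standard error 0.19, adjusted p = 1.4e-16 from edgeR's quasi-likelihood test). The other 11 genes examined, S100a6 (20200), Serpina3n (20716), Lyz2 (17105), Lcn2 (16819), Hspb1 (15507), C1qa (12259), Tyrobp (22177), Trem2 (83433), Tgm1 (21816), Ccl3 (20302) and Ccl4 (20303), were higher at both 14 and 70 d, Ccl4, with no more than 3 counts in any uninjured library, by at least 96.6-fold and 41.3-fold. The other 10 had log2 fold changes at 14 d from 2.66 for S100a6 to 8.20 for Tgm1 and at 70 d from 3.61 for S100a6 to 7.31 for Tgm1. In mGfap mice at 14 d, Lyz2, C1qa, Tyrobp, Trem2, Ccl3 and Ccl4 were lower in astrocyte than in flow-through libraries, with log2 ratios from −4.95 (Tyrobp) to −3.66 (Ccl3), and so was Lgals3 (−1.35). In the same mice the ratio was 3.77 for Gfap, 3.86 for Tgm1 and 2.71 for Serpina3n.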

Notably, 41 of the top 50 GO-BPs most significantly associated with cARGs upregulated at all timepoints involved regulation of inflammation, while other upregulated GO-BPs included phagocytosis, ECM organization, synapse pruning and homotypic cell–cell adhesion (Extended Data Fig. 4a). cARGs that were upregulated by 14 days after SCI and remained persistently and highly upregulated at 70 days included well-studied cARGs such as *Gfap*, *Vim* and *Lgals3*, as well as molecules that appear in multiple reactive astrocyte RNA evaluation studies such as *S100a6, Serpina3n, Lyz2, Lcn2, Hsbp1, C1qa, Tyrobp, Trem2, Tgm1*, *Ccl3* and *Ccl4* (Fig. 4c). IHC confirmed protein expression by border-forming astrocytes for many of these molecules after SCI and stroke, and revealed that whereas certain proteins such as Gfap and S100a6 were readily detectable in essentially all Sox9-positive lesion border astrocytes, many proteins, such as Lgals3 and others discussed below, were highly expressed in some lesion border astrocytes that were intermingled with other astrocytes with low or no detectable expression (Fig. 4d and Extended Data Fig. 4b).

**Fig. 4:**
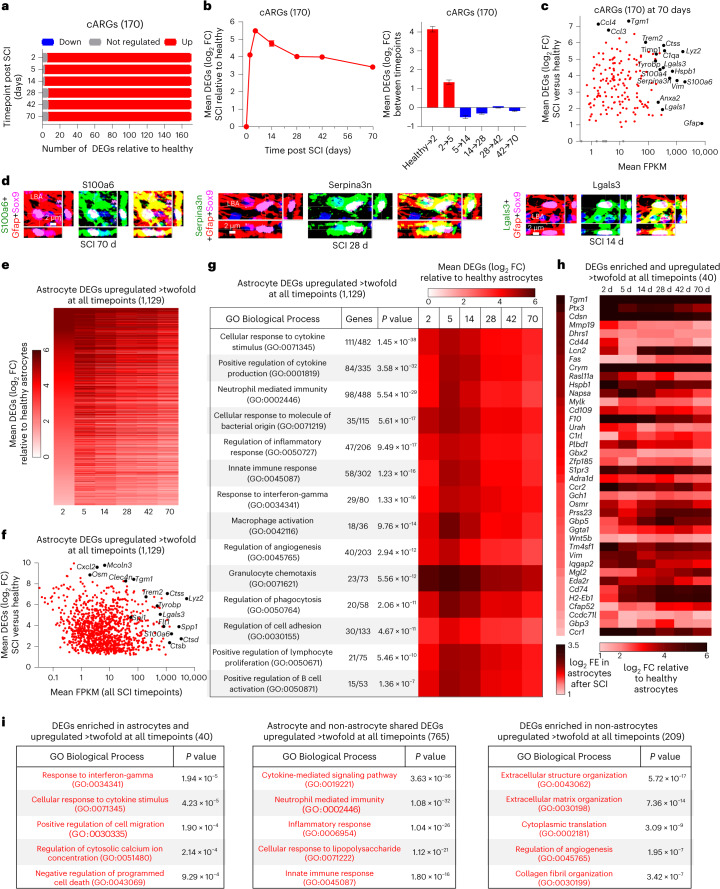
SCI-induced astrocyte transcriptional changes associated with reactivity and gains of functions. **a**, Numbers of up, down or nonsignificant (FDR < 0.01) changes in 170 cARGs at different times after SCI. **b**, Mean log_2_ FC of upregulated cARGs at different times after SCI and changes between individual timepoints. **c**, Scatterplot showing log_2_ FC and FPKM of cARGs at 70 days after SCI. Selected examples of highly expressed and highly upregulated DEGs are labeled. **d**, Examples of cARGs with high levels of protein immunoreactivity in LBAs. **e**, Heatmap of 1,129 astrocyte DEGs upregulated at least twofold at all times after SCI. **f**, Scatterplot showing log_2_ FC and FPKM of 1,129 astrocyte DEGs upregulated at least twofold at all times after SCI. **g**, Top GO-BTs associated with 1,129 astrocyte DEGs upregulated at least twofold at all times after SCI. **h**, Heatmaps of log_2_ (fold enrichment) (log_2_ FE) and log_2_ FC of 40 DEGs enriched in astrocytes by a mean of at least twofold compared with other cells and upregulated by at least twofold at all timepoints after SCI. **i**, Top GO-BPs associated either with 40 DEGs expressed more highly by astrocytes than other cells, or with 765 DEGs expressed at similar levels by astrocytes and other cells, or with 209 DEGs expressed more highly by other cells. *n* = 4 mice for uninjured and all post-SCI timepoints except at day 2 (*n* = 5). Bar and line plots are mean values; error bars, s.e.m. *P* values in **g** and **i** were calculated by two-sided Fisher’s exact test.

Given that the injury response involves many cell types^3^, we compared the expression of the same genes by astrocytes and other cells (Extended Data Fig. 3a). Many highly upregulated cARGs (Fig. 4c) were also highly enriched in other cells, such as *Tgm1*, *Steap4*, *Serpina3n* and others (Extended Data Fig. 4c). Nevertheless, many highly upregulated cARGs were de-enriched in astrocytes relative to other cells, such as *Tyrobp*, *Trem2*, *C1qc, Ccl4* and others, indicating that although these genes were used by reactive astrocytes, they were also more prominently used by other cells (Extended Data Fig. 4d). 

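Tgm1 was at 221.7 ± 37.0 CPM in astrocyte libraries at 5 d and 24.8 ± 4.75 CPM in flow-through of the same mice (SD, n = 4 each). For Tgm1, the log2 ratio was 3.10 (standard error 0.15, adjusted p = 9.8e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Steap4 (gene 117167; GRCm38 chromosome 5, 7960472 to 7982213) averaged 15.0 ± 3.11 CPM in astrocyte libraries, against 2.95 ± 1.40 CPM in flow-through of the same mice (SD, n = 4 each). This gave Steap4 a log2 ratio of 2.28 (standard error 0.32, adjusted p = 7.2e-05 from edgeR's quasi-likelihood test). With 574 ± 159.8 CPM in astrocyte libraries and 1523 ± 111.6 CPM in flow-through of the same mice (SD, n = 4 each), Serpina3n had a log2 ratio of −1.47 (standard error 0.17, adjusted p = 3.6e-06 from edgeR's quasi-likelihood test). At 70 d all 3 were higher in astrocyte libraries, with log2 ratios of 3.58 for Tgm1, 3.33 for Steap4 and 2.38 for Serpina3n. Serpina3n was lower in astrocyte libraries at 5 d only, of the 6 time points after SCI.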

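At 5 d the log2 ratio of astrocyte to flow-through libraries was 0.06 for Tyrobp, 0.21 for Trem2 and −0.06 for C1qc (gene 12262; GRCm38 chromosome 4, 136889801 to 136892936), none past the threshold (adjusted p = 0.64, 0.099 and 0.58 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and for C1qc single libraries decided its sign. With animal as a block in the fit, Trem2 came past the threshold (log2 ratio 0.21). Ccl4 averaged 5.81 ± 2.85 CPM in astrocyte libraries, against 13.6 ± 3.56 CPM in flow-through of the same mice (SD, n = 4 each). This gave Ccl4 a log2 ratio of −1.29 (standard error 0.35, adjusted p = 0.0073 from edgeR's quasi-likelihood test). At 70 d all 4 were lower in astrocyte libraries, by 2.37 for Tyrobp, 2.32 for Trem2, 2.02 for C1qc and 2.97 for Ccl4. The corresponding ratios in mGfap mice at 14 d were −4.95, −4.58, −4.46 and −4.33.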

Notably, astrocytes and other cells often exhibited different temporal patterns of upregulation or downregulation of these DEGs after SCI, including changes in opposite directions at different times, suggesting potentially different roles exerted by different cell types at different times and supporting the specificity of the expression of these transcripts by astrocytes (Extended Data Fig. 4e).

We next examined 1,129 DEGs upregulated by at least twofold at all timepoints after SCI (Fig. 4e,f and Supplementary Data 2). Most of these DEGs had peak expressions at 5 days and remained markedly elevated for at least 70 days (Fig. 4e). 

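At FDR under 0.01, 1188 genes were at least 2-fold higher than in uninjured astrocytes at each of the 6 time points. Without a threshold on the size of the change, 1934 genes were higher at all 6.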

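Of the 1188 genes, 631 (53.1%) had their highest log2 fold change at 5 d, 227 at 2 d, 169 at 14 d and 161 at 28 d or later. The median log2 fold change over these genes was 4.19 at 5 d and 2.62 at 70 d.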

We then tracked over time the mean expression changes of astrocyte DEGs associated with representative examples of the top GO-BPs associated with these 1,129 DEGs (Fig. 4g). Remarkably, all top 15 and 40 of the top 50 GO-BPs involved regulation of inflammation, including both innate and adaptive immune responses such as cytokine production, granulocyte chemotaxis, macrophage activation and lymphocyte regulation (Fig. 4g). Other persistently upregulated GO-BPs included regulation of angiogenesis, phagocytosis and cell adhesion (Fig. 4g).

To identify functions that might be preferentially associated with transcriptional changes in reactive astrocytes, we compared GO-BPs associated with upregulated DEGs enriched either in astrocytes or in other cells. 

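The genes at least 2-fold higher at all 6 time points were compared with flow-through libraries, with the log2 ratio averaged over the 6 time points. Of 1188, 191 were at least 2-fold higher in astrocyte libraries, 206 at least 2-fold lower and 791 between. With a ratio of at least 2-fold demanded at each time point in place of the average, 60 genes were higher in astrocytes, and 34 with an FDR under 0.01 demanded as well. Of the 191, 32 were also among the genes enriched in astrocyte libraries of uninjured mice. All 3 settings were chosen after the counts were known. Among the 191 were Tgm1, Ptx3 (19288) and Cdsn (386463), with log2 fold changes at 70 d of 7.31, 3.78 and 5.34 (standard errors 0.23, 0.28 and 0.31, adjusted p = 1.4e-18, 3.5e-11 and 3.6e-13 from edgeR's quasi-likelihood test). Their mean log2 ratios over the 6 time points were 3.82, 3.18 and 3.08.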

As noted above, ipAEGs exhibited a mean downregulation of DEGs but included some upregulated DEGs (Extended Data Fig. 3b), of which only 40 were also enriched in astrocytes by over twofold (Fig. 4h). The top GO-BPs associated with these 40 upregulated and astrocyte-enriched ipAEGs included response to interferon-gamma and cytokines, cytosolic calcium regulation and negative regulation of programmed cell death (Fig. 4i). The top GO-BPs associated with DEGs enriched and upregulated in other cells (non-astrocytes) were reorganization of ECM and angiogenesis, and the top GO-BPs associated with DEGs similarly upregulated by both astrocytes and non-astrocytes were cytokine signaling and regulation of innate immunity and inflammation (Fig. 4i). These findings indicated that gene expression changes in astrocytes and non-astrocytes contribute to overlapping as well as to differing biological functions after SCI. Notably, ECM reorganization was more prominently associated with DEGs deriving from non-astrocytes (Fig. 4i). Chondroitin sulfate proteoglycans (CSPGs) are ECM components that have received prominent attention in SCI and have previously been attributed primarily to astrocytes. Nevertheless, three of six CSPG transcripts were more highly expressed by non-astrocytes at all timepoints after SCI, and not a single CSPG transcript exhibited prominent or persistent upregulation by astrocytes above baseline healthy levels (Extended Data Fig. 4f).

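Of 7 CSPG genes fixed as a list before the counts were examined, Acan (gene 11595; GRCm38 chromosome 7, 79053226 to 79115099), Bcan (12032), Ncan (13004), Vcan (13003), Cspg4 (121021), Cspg5 (29873) and Ptprz1 (19283), 5 differed from uninjured astrocytes at 5 d and 5 at 70 d, and the same numbers were found adjusted over the list alone. Bcan was at 182 ± 42.4 CPM at 5 d and 2106 ± 175 CPM in uninjured astrocytes (SD, n = 4 each). For Bcan, the log2 fold change was −3.53 (standard error 0.12, adjusted p = 4.7e-19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Vcan averaged 19.9 ± 2.96 CPM at 5 d, against 3.31 ± 0.310 CPM in uninjured astrocytes (SD, n = 4 each). This gave Vcan a log2 fold change of 2.58 (standard error 0.18, adjusted p = 4.1e-13 from edgeR's quasi-likelihood test). With 21.5 ± 1.58 CPM at 5 d and 7.15 ± 1.13 CPM in uninjured astrocytes (SD, n = 4 each), Cspg4 had a log2 fold change of 1.59 (standard error 0.15, adjusted p = 1.6e-10 from edgeR's quasi-likelihood test). Vcan was higher than in uninjured astrocytes at all 6 time points (log2 fold change 4.00 at 2 d and 0.64 at 70 d) and Cspg4 at 5 of them (0.71 at 70 d). Acan, Ncan, Cspg5 and Ptprz1 had log2 fold changes of −0.81, 0.31, −1.07 and −1.99 at 5 d, and Bcan and Ptprz1 were lower at all 6 time points. Acan, Vcan and Cspg4 were lower in astrocyte than in flow-through libraries at every time point after SCI, with log2 ratios at 70 d of −4.36, −1.72 and −1.94. Bcan, Ncan and Ptprz1 were higher in astrocyte libraries at 70 d, at 3.31, 2.25 and 3.12.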

These findings show that as newly proliferated astrocytes reprogram after SCI, they exhibit both transient and persistent upregulation of many different DEGs. Analyses of GO-BPs associated with persistently upregulated DEGs point towards reprogrammed astrocytes adopting new functions after SCI that contribute to innate immune responses, regulation of inflammation, control of infection, debris phagocytosis and regulation of angiogenesis, which we examined further.

### Immune regulation, antigen presentation, antimicrobial defense

The most prominent gain-of-function GO-BPs associated with astrocyte transcriptional reprogramming after SCI were related to innate and adaptive immune responses such as neutrophil recruitment, microglial and macrophage activation, antigen processing and presentation, antimicrobial activity, and B cell and T cell recruitment (Figs. 2i, 3g and 4g). To examine the time course of individual DEG changes related to these functions, we compiled a list of 2,766 unique genes associated with these GO-BPs. Of these 2,766 genes, 1,708 exhibited changes by astrocytes after SCI consisting primarily of acute upregulation at 2–14 days, with some returning towards baseline levels and many exhibiting long-term upregulation for up to 70 days (Fig. 5a,b and Supplementary Data 3).

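Of the 1708 genes, 1707 were matched to the counts and 1706 could be tested. There were 1101 (64.5%) that were higher and never lower, 401 (23.5%) lower and never higher, 200 (11.7%) both, and 5 not called at any time point. At 2 d 991 were higher, at 5 d 962, at 14 d 940 and at 70 d 796. At 70 d 1130.0 differed with adjustment over all genes and 1161.0 adjusted over the list alone. The study chose the list as genes changed in these samples, so that neither number is independent evidence. The score of the list was 1.16 ± 0.09 (SD, n = 5) at 2 d, 1.47 ± 0.03 (SD, n = 4) at 5 d and 1.43 ± 0.08 (SD, n = 4) at 14 d, and 1.23 ± 0.09, 1.20 ± 0.10 and 1.01 ± 0.11 (SD, n = 4 each) at 28, 42 and 70 d. All 6 had the smallest exact permutation p possible (two-sided, 0.031 adjusted), and the median over genes moved it most, to 1.08 at 5 d. From 2 to 5 d the score rose by 0.31 (exact permutation p = 0.0079, 0.053 adjusted over 50 steps) and from 14 to 28 d it fell by 0.20 (p = 0.029). At 14 d in mGfap mice, 573 genes of the list were at least 2-fold higher after SCI, and 11.5% of these were at least 2-fold enriched in astrocyte libraries, against 16.2% of all 2691 such genes. From the persistent upregulation of these genes, the paper proposes a long-term contribution of border-forming astrocytes to immune preparedness.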

**Fig. 5:**
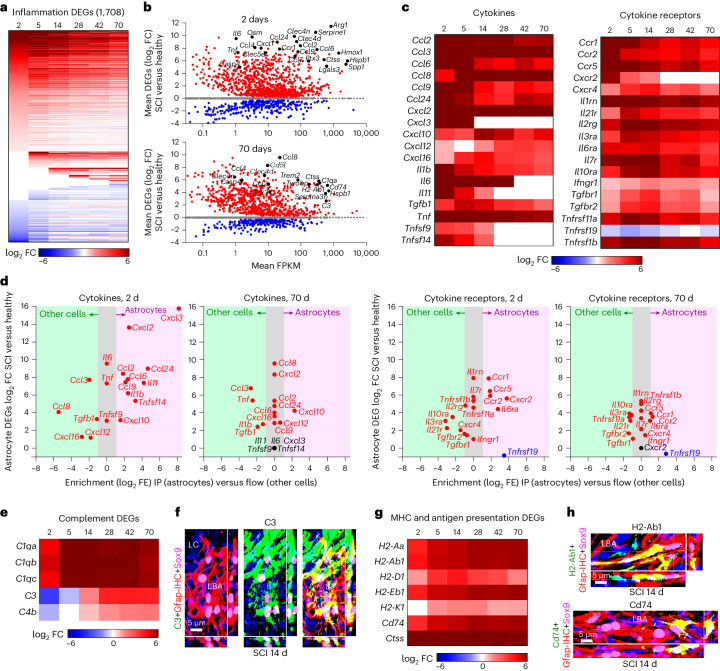
Innate and adaptive immune signaling, complement signaling and antigen presentation. **a**, Heatmap of 1,708 consensus inflammation-associated DEGs upregulated or downregulated by astrocytes at different days after SCI. **b**, Scatterplots showing log_2_ FC and FPKM of 1,708 astrocyte consensus inflammation-associated DEGs at 2 or 70 days after SCI. **c**, Heatmaps of mean log_2_ FC of selected cytokines and cytokine receptors expressed by astrocytes after SCI. **d**, Comparison of relative enrichment and expression levels of various cytokines and cytokine receptors by astrocytes and by other cells at 2 and 70 days after SCI. **e**, Heatmap of mean log_2_ FC of selected complement-related DEGs expressed by astrocytes after SCI. **f**, High levels of C3 protein immunoreactivity in LBAs after SCI. **g**, Heatmap of mean log_2_ FC of selected DEGs associated with antigen presentation and expressed by astrocytes after SCI. **h**, High levels of H2-Ab1 or Cd74 protein immunoreactivity in scattered individual LBAs intermingled among many negative LBAs after SCI. *n* = 4 mice for uninjured and all post-SCI timepoints except at day 2 (*n* = 5).

In addition to multiple cytokines, chemokines and their receptors, notable immune regulatory DEGs acutely upregulated by astrocytes at 2 days after SCI included *Arg1*, *Ctss*, *Hmox1*, *Hspb1*, *Serpine1* and *Lgals3;* persistently upregulated immune regulatory DEGs at 70 days included *Cd74*, *H2-Ab1*, *H2-Eb1*, *H2-Aa*, *C1qa*, *C3*, *Trem2*, *Tyrobp*, *Serpina3n*, *Lcn2* and *Ctss* (Fig. 5b,c). 

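Arg1 (gene 11846; GRCm38 chromosome 10, 24915207 to 24927470) was at 1149 ± 409.2 CPM (SD, n = 5) at 2 d and 0.404 ± 0.156 CPM (SD, n = 4) in uninjured astrocytes. For Arg1, the log2 fold change was 11.49 (standard error 0.54, adjusted p = 1.5e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ctss (gene 13040; GRCm38 chromosome 3, 95526786 to 95556405) averaged 639 ± 182 CPM (SD, n = 5) at 2 d, against 8.96 ± 2.06 CPM (SD, n = 4) in uninjured astrocytes. This gave Ctss a log2 fold change of 6.16 (standard error 0.34, adjusted p = 2.8e-14 from edgeR's quasi-likelihood test). With 2104 ± 648 CPM (SD, n = 5) at 2 d and 14.2 ± 2.32 CPM (SD, n = 4) in uninjured astrocytes, Hmox1 (gene 15368; GRCm38 chromosome 8, 75093618 to 75100593) had a log2 fold change of 7.21 (standard error 0.28, adjusted p = 1.2e-17 from edgeR's quasi-likelihood test). Hspb1 and Lgals3 were also higher at 2 d, with log2 fold changes of 5.97 and 5.12. At 70 d, Cd74 (16149), H2-Ab1 (14961), H2-Eb1 (14969), H2-Aa (14960), C1qa, C3 (12266), Trem2, Tyrobp, Serpina3n, Lcn2 and Ctss were all higher, with log2 fold changes from 2.64 for C3 to 6.01 for Trem2 and adjusted p no higher than 3.4e-10 in edgeR's quasi-likelihood test. At 14 d in mGfap mice, the log2 ratio of astrocyte to flow-through libraries was −4.01 for Ctss, −2.87 for Arg1 and −3.92 for Cd74, and it was 3.21 for C3 and 2.56 for Hspb1.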

Cytokines included many pro-inflammatory but also some anti-inflammatory (*IL11*, *Tgfb* and *IL6*) molecules (Fig. 5b,c). 

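Ccl2 (gene 20296; GRCm38 chromosome 11, 82035577 to 82037452) was at 71.6 ± 16.1 CPM (SD, n = 5) at 2 d and 0.206 ± 0.236 CPM (SD, n = 4) in uninjured astrocytes. For Ccl2, the log2 fold change was 8.39 (standard error 0.53, adjusted p = 5.1e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ccl3 averaged 6.46 ± 2.43 CPM (SD, n = 5) at 2 d, against 0.0303 ± 0.0206 CPM (SD, n = 4) in uninjured astrocytes. This gave Ccl3 a log2 fold change of 7.71 (standard error 0.53, adjusted p = 6.1e-13 from edgeR's quasi-likelihood test). Tnf (gene 21926; GRCm38 chromosome 17, 35199367 to 35202007) had no more than 2 counts in any uninjured library and was at 1.79 ± 2.17 CPM (SD, n = 5) at 2 d. This was at least 60.0-fold higher (adjusted p = 7.5e-07 from edgeR's quasi-likelihood test). Without replicate 5 of 2 d, Tnf was at 0.836 CPM and its limit 28.0-fold, and without uninjured replicate 2 Ccl2 was at 0.0914 CPM in uninjured astrocytes. Ccl2, Cxcl2 and Tnf were highest at 2 d and Ccl3 and Spp1 (20750) at 5 d, and at 70 d the log2 fold changes were 5.34, 6.76 and 1.57 for Ccl2, Ccl3 and Spp1, while Tnf was at least 15.7-fold higher. Il6 (gene 16193; GRCm38 chromosome 5, 30013114 to 30019975) and Il11 (gene 16156; GRCm38 chromosome 7, 4772373 to 4782907) were higher at 2 d and, with Cxcl3, not past the threshold at 70 d (adjusted p = 0.047, 0.42 and 0.024 in edgeR's quasi-likelihood test). Il6 was at 1.05 ± 0.748 CPM (SD, n = 5) at 2 d and 0.0459 ± 0.0784 CPM (SD, n = 4) at 70 d. Without replicate 2 of 70 d, Il6 was at 0.0070 CPM at 70 d. Ccl8 (gene 20307; GRCm38 chromosome 11, 82115185 to 82116799) rose from 0.265 ± 0.164 CPM (SD, n = 5) at 2 d to 12.2 ± 2.07 CPM (SD, n = 4) at 70 d. The ratios of astrocyte to flow-through libraries in mGfap mice at 14 d were, in log2, −3.66 for Ccl3, −3.13 for Tnf, −3.16 for Spp1, −4.44 for Ccl8 and 0.12 for Ccl2.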

Most cytokines peaked rapidly followed by some decline and moderate long-term persistence (*Ccl2*, *Ccl3*, *Cxcl2*, *Tnf* and *Spp1*), some cytokines peaked acutely and were downregulated to baseline (*Cxcl3*, *IL6* and *Il11*) and a few gradually increased their expression over time (*Ccl8*) (Fig. 5b,c). 

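Ccr1 (gene 12768; GRCm38 chromosome 9, 123962126 to 123968692) averaged 45.7 ± 6.78 CPM at 5 d, against 0.248 ± 0.237 CPM in uninjured astrocytes (SD, n = 4 each). This gave Ccr1 a log2 fold change of 7.51 (standard error 0.47, adjusted p = 2.9e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Il1rn (gene 16181; GRCm38 chromosome 2, 24336860 to 24351491) was at 34.0 ± 3.04 CPM at 5 d and 0.101 ± 0.0585 CPM in uninjured astrocytes (SD, n = 4 each). For Il1rn, the log2 fold change was 8.38 (standard error 0.58, adjusted p = 2.5e-12 from edgeR's quasi-likelihood test). With 47.1 ± 1.52 CPM at 5 d and 1.06 ± 0.310 CPM in uninjured astrocytes (SD, n = 4 each), Il10ra (gene 16154; GRCm38 chromosome 9, 45253837 to 45269149) had a log2 fold change of 5.47 (standard error 0.32, adjusted p = 9.5e-14 from edgeR's quasi-likelihood test). Ccr1 was at 0.130 CPM in uninjured astrocytes without replicate 1. All 3 were higher at all 6 time points. Their log2 ratios of astrocyte to flow-through libraries in mGfap mice at 14 d were from −3.99 (Il1rn) to −3.48 (Il10ra). The text prints Il1rn as 1l1rn.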

Upregulated cytokine and chemokine receptors included *Ccr1*, *Ccr5*, *1l1rn* and *Il10ra* (Fig. 5c). We also found evidence consistent with astrocyte pyroptosis and inflammasome generation^48^ with upregulation of *Dsdmd*, *Nlrp3*, *Pycard*, *Casp1*, *Casp4* and *Casp8* (Extended Data Fig. 5a). In addition, in agreement with findings from multiple laboratories^16^, we found that multiple toll-like receptors were markedly upregulated by astrocytes from 2 to 14 days, including *Tlr1*, *Tlr4*, *Tlr6*, *Tlr7*, *Tlr8* and *Tlr9*, and some of these remained persistently elevated (Extended Data Fig. 5b), consistent with astrocyte involvement in diverse innate immune responses.

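With 20.1 ± 2.64 CPM at 5 d and 1.31 ± 0.631 CPM in uninjured astrocytes (SD, n = 4 each), Gsdmd (gene 69146; GRCm38 chromosome 15, 75862144 to 75867408) had a log2 fold change of 3.93 (standard error 0.28, adjusted p = 1.1e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nlrp3 (gene 216799; GRCm38 chromosome 11, 59541569 to 59566955) was at 9.02 ± 1.00 CPM at 5 d and 0.276 ± 0.0987 CPM in uninjured astrocytes (SD, n = 4 each). For Nlrp3, the log2 fold change was 5.03 (standard error 0.46, adjusted p = 2.1e-10 from edgeR's quasi-likelihood test). Pycard (gene 66824; GRCm38 chromosome 7, 127991373 to 127993867) averaged 68.0 ± 9.90 CPM at 5 d, against 3.00 ± 0.454 CPM in uninjured astrocytes (SD, n = 4 each). This gave Pycard a log2 fold change of 4.50 (standard error 0.18, adjusted p = 9.0e-18 from edgeR's quasi-likelihood test). Casp1 (12362), Casp4 (12363) and Casp8 (12370) had log2 fold changes of 1.10, 6.15 and 3.86 at 5 d. All 6 genes were higher at all 6 time points. In astrocytes of mGfap mice at 14 d, log2 ratios to flow-through were −3.35 for Gsdmd, −2.90 for Nlrp3, −3.09 for Pycard and −0.34 for Casp4. Gsdmd is printed as Dsdmd in the text.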

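Tlr1 (gene 21897; GRCm38 chromosome 5, 64924680 to 64933600) was at 7.08 ± 0.965 CPM at 5 d and 0.0959 ± 0.0662 CPM in uninjured astrocytes (SD, n = 4 each). For Tlr1, the log2 fold change was 6.21 (standard error 0.43, adjusted p = 3.4e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tlr4 (gene 21898; GRCm38 chromosome 4, 66827551 to 66846581) averaged 14.3 ± 2.62 CPM at 5 d, against 1.34 ± 0.218 CPM in uninjured astrocytes (SD, n = 4 each). This gave Tlr4 a log2 fold change of 3.41 (standard error 0.20, adjusted p = 7.6e-15 from edgeR's quasi-likelihood test). With 4.28 ± 0.348 CPM at 5 d and 0.388 ± 0.143 CPM in uninjured astrocytes (SD, n = 4 each), Tlr6 (gene 21899; GRCm38 chromosome 5, 64953092 to 64970942) had a log2 fold change of 3.45 (standard error 0.37, adjusted p = 2.2e-09 from edgeR's quasi-likelihood test). Tlr7 (170743), Tlr8 (170744) and Tlr9 (81897) had log2 fold changes of 7.16, 6.53 and 4.21 at 5 d. At 70 d all 6 receptors were still higher, from 1.20 for Tlr6 to 4.60 for Tlr1. The call of Tlr6 at 70 d was lost with the fit of edgeR 4, in fits of the 2 groups alone and with some single libraries left out. Log2 ratios of astrocyte to flow-through libraries of the 6 receptors ranged in mGfap mice at 14 d from −3.70 (Tlr1) to −1.11 (Tlr4).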

We compared expression of the same cytokines and receptors in astrocytes and other cells (Fig. 5d). At 2 days after SCI, *Cxcl3* and *Cxcl2* were the most highly upregulated and highly enriched in astrocytes, suggesting potentially unique roles for astrocytes compared with other cells (Fig. 5d). 

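Cxcl3 was at 91.6 ± 55.3 CPM in astrocyte libraries at 2 d and 0.311 ± 0.329 CPM in flow-through of the same mice (SD, n = 5 each). For Cxcl3, the log2 ratio was 8.10 (standard error 0.87, adjusted p = 6.7e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cxcl2 averaged 20.7 ± 30.8 CPM in astrocyte libraries at 2 d, against 3.59 ± 0.832 CPM in flow-through of the same mice (SD, n = 5 each). This gave Cxcl2 a log2 ratio of 2.48 (standard error 0.81, adjusted p = 0.017 from edgeR's quasi-likelihood test). The ratio of Cxcl2 did not pass the FDR threshold of 0.01. Without replicate 5, Cxcl2 averaged 7.13 CPM in astrocyte libraries, and without replicate 4 Cxcl3 averaged 0.196 CPM in flow-through. Flow-through libraries of the individual mice held up to 46 counts of Cxcl3 and 310 of Cxcl2.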

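Ccl2 averaged 82.4 ± 19.0 CPM in astrocyte libraries at 2 d, against 23.0 ± 5.36 CPM in flow-through of the same mice (SD, n = 5 each). This gave Ccl2 a log2 ratio of 1.79 (standard error 0.19, adjusted p = 7.2e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 472 ± 131.03 CPM in astrocyte libraries at 2 d and 90.1 ± 19.8 CPM in flow-through of the same mice (SD, n = 5 each), Ccl6 (gene 20305; GRCm38 chromosome 11, 83587886 to 83593087) had a log2 ratio of 2.34 (standard error 0.22, adjusted p = 2.3e-06 from edgeR's quasi-likelihood test). Ccl9 (gene 20308; GRCm38 chromosome 11, 83572917 to 83578636) was at 261 ± 97.7 CPM in astrocyte libraries at 2 d and 59.8 ± 12.6 CPM in flow-through of the same mice (SD, n = 5 each). For Ccl9, the log2 ratio was 2.07 (standard error 0.25, adjusted p = 1.8e-05 from edgeR's quasi-likelihood test). Ccl24 (56221), Cxcl10 (15945), Il11 and Tnfsf14 (50930) were higher in astrocyte than in flow-through libraries too, with log2 ratios from 1.51 for Cxcl10 to 4.61 for Ccl24, and Il1b (16176) was not past the threshold (log2 ratio 2.37, adjusted p = 0.026 in edgeR's quasi-likelihood test). At 14 d in mGfap mice the ratios were −4.17 for Ccl6, −4.17 for Ccl9, −4.56 for Ccl24, −2.33 for Il1b, −3.21 for Tnfsf14 and 2.26 for Cxcl10.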

Additional cytokines that were both highly upregulated and enriched in astrocytes at 2 days included *Ccl2*, *Ccl6*, *Ccl9*, *Ccl24*, *Cxcl10*, *Il1b*, *Il11* and *Tnfsf14* (Fig. 5d). Notably, many cytokines were upregulated by astrocytes but were nevertheless more highly expressed by other cells at 2 days, such as *Ccl3*, *Ccl8* and *Cxcl16* (Fig. 5d). 

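With 7.43 ± 2.83 CPM in astrocyte libraries at 2 d and 29.1 ± 14.9 CPM in flow-through of the same mice (SD, n = 5 each), Ccl3 had a log2 ratio of −2.02 (standard error 0.39, adjusted p = 6.1e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ccl8 was at 0.305 ± 0.189 CPM in astrocyte libraries at 2 d and 13.3 ± 6.94 CPM in flow-through of the same mice (SD, n = 5 each). For Ccl8, the log2 ratio was −5.49 (standard error 0.56, adjusted p = 4.6e-06 from edgeR's quasi-likelihood test). Cxcl16 (gene 66102; GRCm38 chromosome 11, 70454389 to 70459984) averaged 20.6 ± 5.79 CPM in astrocyte libraries at 2 d, against 144.6 ± 18.8 CPM in flow-through of the same mice (SD, n = 5 each). This gave Cxcl16 a log2 ratio of −2.86 (standard error 0.19, adjusted p = 1.4e-07 from edgeR's quasi-likelihood test).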

By 70 days, *Cxcl3* had returned to baseline in astrocytes, whereas *Cxcl2*, *Ccl8*, *and Ccl2* remained upregulated at levels comparable to other cells and only *Cxcl10* was persistently upregulated and enriched in astrocytes, as confirmed also by IHC (Fig. 5d and Extended Data Fig. 5c). 

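Cxcl10 was at 47.9 ± 35.5 CPM in astrocyte libraries at 70 d and 10.4 ± 7.91 CPM in flow-through of the same mice (SD, n = 4 each). For Cxcl10, the log2 ratio was 2.27 (standard error 0.56, adjusted p = 0.0050 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cxcl10 averaged 43.6 ± 32.7 CPM at 70 d, against 2.31 ± 0.940 CPM in uninjured astrocytes (SD, n = 4 each). This gave Cxcl10 a log2 fold change of 4.23 (standard error 0.64, adjusted p = 5.2e-06 from edgeR's quasi-likelihood test). Without replicate 1 of 70 d, Cxcl10 averaged 30.4 CPM in astrocyte libraries and 6.58 CPM in flow-through. The call of the Cxcl10 ratio was lost with some single libraries left out and without the low-count filter (log2 ratio 2.27). Cxcl2, Ccl8 and Cxcl3 had log2 ratios of 0.22, 0.12 and 1.87, none past the threshold (adjusted p = 0.73, 0.69 and 0.34 in edgeR's quasi-likelihood test). With single mice left out, the ratio of Cxcl2 ranged from −0.05 to 0.40 and that of Ccl8 from −0.06 to 0.36. Ccl2 was higher in astrocyte libraries (log2 ratio 0.98, adjusted p = 0.0033 in edgeR's quasi-likelihood test).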

At 2 days after SCI, upregulated cytokine receptors enriched in astrocytes included *Ccr1*, *Ccr2*, *Ccr5*, *Cxcr2* and *Il6ra*, whereas at 70 days, various receptors were upregulated but were present at levels comparable to other cells (Fig. 5d). These findings suggest the potential for certain unique, and many shared, cytokine-related functions among astrocytes and other cell types after SCI.

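Ccr1 was at 67.0 ± 25.9 CPM in astrocyte libraries at 2 d and 20.3 ± 9.34 CPM in flow-through of the same mice (SD, n = 5 each). For Ccr1, the log2 ratio was 1.67 (standard error 0.32, adjusted p = 6.8e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ccr2 (gene 12772; GRCm38 chromosome 9, 124101918 to 124109140) averaged 67.9 ± 10.8 CPM in astrocyte libraries at 2 d, against 18.2 ± 6.14 CPM in flow-through of the same mice (SD, n = 5 each). This gave Ccr2 a log2 ratio of 1.85 (standard error 0.23, adjusted p = 2.4e-05 from edgeR's quasi-likelihood test). With 39.7 ± 25.1 CPM in astrocyte libraries at 2 d and 2.88 ± 3.26 CPM in flow-through of the same mice (SD, n = 5 each), Cxcr2 (gene 12765; GRCm38 chromosome 1, 74153994 to 74161246) had a log2 ratio of 3.72 (standard error 0.83, adjusted p = 0.0017 from edgeR's quasi-likelihood test). In flow-through, Cxcr2 averaged 1.67 CPM without replicate 1. Il6ra (16194) had a log2 ratio of 2.71 at 2 d. At 70 d, Ccr1, Ccr2 and Cxcr2 were still higher in astrocyte libraries, by 1.10, 1.30 and 1.68 (adjusted p = 0.0060, 3.2e-04 and 0.0056 in edgeR's quasi-likelihood test), while Il6ra was not past the threshold (1.02). The calls of Ccr1 and Cxcr2 at 70 d were lost with some single libraries left out, and that of Cxcr2 with animal as a block in the fit (log2 ratio 1.70). All 4 receptors had mean ratios below 0 in mGfap mice at 14 d, from −3.76 (Cxcr2) to −0.43 (Il6ra). The paper proposes that astrocytes and other cells share many cytokine functions and that some are unique to astrocytes.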

Astrocytes also upregulated genes associated with antimicrobial defense in complement pathways and antigen presentation. 

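C1qa was at 1378 ± 164 CPM at 5 d and 9.59 ± 3.08 CPM in uninjured astrocytes (SD, n = 4 each). For C1qa, the log2 fold change was 7.16 (standard error 0.36, adjusted p = 6.9e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). C1qb (gene 12260; GRCm38 chromosome 4, 136880126 to 136886200) averaged 342.8 ± 32.1 CPM at 5 d, against 1.70 ± 0.231 CPM in uninjured astrocytes (SD, n = 4 each). This gave C1qb a log2 fold change of 7.65 (standard error 0.41, adjusted p = 3.0e-14 from edgeR's quasi-likelihood test). With 1211 ± 117.2 CPM at 5 d and 6.98 ± 1.28 CPM in uninjured astrocytes (SD, n = 4 each), C1qc had a log2 fold change of 7.44 (standard error 0.36, adjusted p = 4.0e-15 from edgeR's quasi-likelihood test). At 70 d the 3 genes were 45.3-fold, 36.9-fold and 40.7-fold higher than in uninjured astrocytes. The lowest log2 fold change from 5 d on was 5.21, for C1qb. In astrocytes of mGfap mice at 14 d, their log2 ratios to flow-through were −4.60, −4.55 and −4.46.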

*C1qa*, *C1qb* and *C1qc* were upregulated by over 50-fold from 5 days through at least 70 days after SCI (Fig. 5e). 

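C3 was at 102 ± 23.2 CPM (SD, n = 5) at 2 d and 523 ± 87.2 CPM (SD, n = 4) in uninjured astrocytes. For C3, the log2 fold change was −2.35 (standard error 0.15, adjusted p = 6.3e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). C4b (gene 12268; GRCm38 chromosome 17, 34728139 to 34743902) averaged 102 ± 19.4 CPM (SD, n = 5) at 2 d, against 200.4 ± 33.4 CPM (SD, n = 4) in uninjured astrocytes. This gave C4b a log2 fold change of −0.97 (standard error 0.12, adjusted p = 6.9e-08 from edgeR's quasi-likelihood test). At 5 d, C3 was lower (log2 fold change −0.86) and C4b was not past the threshold (−0.37, adjusted p = 0.014 in edgeR's quasi-likelihood test). From 14 d on both were higher, with log2 fold changes of 1.46 and 0.75 at 14 d and 1.60 for C4b at 70 d. C4b has a near-identical copy, C4a, with which the counting could have shared reads.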

Microbiocidal^49,50^ *C3* and *C4b* were initially downregulated at 2 and 5 days but were then persistently upregulated through 70 days (Fig. 5e), and immunoreactive C3 protein was prominently detected in lesion border astrocytes that interfaced with non-neural lesion core cells in SCI and stroke (Fig. 5f and Extended Data Fig. 5d). 

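C1qa was at 554 ± 94.5 CPM in astrocyte libraries at 28 d and 4604 ± 259 CPM in flow-through of the same mice (SD, n = 4 each). For C1qa, the log2 ratio was −2.99 (standard error 0.11, adjusted p = 6.3e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). C1qb averaged 117.3 ± 24.1 CPM in astrocyte libraries at 28 d, against 199.5 ± 31.1 CPM in flow-through of the same mice (SD, n = 4 each). This gave C1qb a log2 ratio of −0.71 (standard error 0.16, adjusted p = 0.0033 from edgeR's quasi-likelihood test). With 3501 ± 674 CPM in astrocyte libraries at 28 d and 384 ± 22.4 CPM in flow-through of the same mice (SD, n = 4 each), C3 had a log2 ratio of 3.25 (standard error 0.13, adjusted p = 3.2e-09 from edgeR's quasi-likelihood test). C1qc was lower in astrocyte libraries at 28 d by 2.11.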

Notably, although C1q was upregulated by astrocytes, it was more highly expressed by other cells, whereas C3 was both upregulated and enriched in astrocytes (Extended Data Fig. 5e). 

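C3ar1 (gene 12267; GRCm38 chromosome 6, 122847140 to 122856157) was at 222.2 ± 30.5 CPM at 5 d and 0.477 ± 0.253 CPM in uninjured astrocytes (SD, n = 4 each). For C3ar1, the log2 fold change was 8.83 (standard error 0.45, adjusted p = 1.4e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). C5ar1 (gene 12273; GRCm38 chromosome 7, 16246743 to 16259540) averaged 148.9 ± 25.1 CPM at 5 d, against 1.08 ± 0.368 CPM in uninjured astrocytes (SD, n = 4 each). This gave C5ar1 a log2 fold change of 7.10 (standard error 0.34, adjusted p = 3.3e-15 from edgeR's quasi-likelihood test). At 2 d C3ar1 was lower in astrocyte than in flow-through libraries by 1.33 (adjusted p = 3.2e-05) and C5ar1 did not differ (−0.52, adjusted p = 0.055 in edgeR's quasi-likelihood test). At 5 d the ratios were 1.04 and 0.87, and at 28 d −0.92 and −0.90. They were −3.75 and −4.06 in mGfap mice at 14 d.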

Complement receptors *C3ar1* and *C5ar1* were also upregulated by over 50-fold and were initially enriched in astrocytes but became equally or more highly expressed by other cells by 28 days and longer after SCI (Extended Data Fig. 5e).

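Clec4d (gene 17474; GRCm38 chromosome 6, 123262107 to 123275268) averaged 124.9 ± 24.2 CPM at 5 d, against 0.179 ± 0.0132 CPM in uninjured astrocytes (SD, n = 4 each). This gave Clec4d a log2 fold change of 9.43 (standard error 0.50, adjusted p = 2.3e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 140.3 ± 36.0 CPM at 5 d and 0.0742 ± 0.0287 CPM in uninjured astrocytes (SD, n = 4 each), Clec4n (gene 56620; GRCm38 chromosome 6, 123229843 to 123247024) had a log2 fold change of 10.86 (standard error 0.53, adjusted p = 4.7e-15 from edgeR's quasi-likelihood test). Clec5a (gene 23845; GRCm38 chromosome 6, 40574898 to 40585805) was at 57.1 ± 1.81 CPM at 5 d and 0.594 ± 0.246 CPM in uninjured astrocytes (SD, n = 4 each). For Clec5a, the log2 fold change was 6.59 (standard error 0.34, adjusted p = 7.4e-15 from edgeR's quasi-likelihood test). Clec7a (56644), Ptx3, Lyz2 and Lgals3 had log2 fold changes of 7.47, 4.59, 8.18 and 6.19 at 5 d. Ptx3 had a log2 ratio of astrocyte to flow-through libraries of 4.53 in mGfap mice at 14 d, and the 4 Clec genes ranged there from −4.47 (Clec4d) to −3.40 (Clec7a).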

Additional antimicrobial defense DEGs included *Clec4d*, *Clec4n*, *Clec5a* and *Clec7a*, which encode pathogen-associated molecular pattern receptors for viruses, bacteria and fungi, as well as *Ptx3*, *Lyz2* and *Lgals3* (Figs. 4c,d and 5b and Extended Data Fig. 5f,g). 

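H2-Aa was at 141.5 ± 15.6 CPM at 5 d and 7.98 ± 5.32 CPM in uninjured astrocytes (SD, n = 4 each). For H2-Aa, the log2 fold change was 4.15 (standard error 0.40, adjusted p = 1.4e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). H2-Ab1 averaged 211 ± 24.5 CPM at 5 d, against 10.5 ± 6.56 CPM in uninjured astrocytes (SD, n = 4 each). This gave H2-Ab1 a log2 fold change of 4.33 (standard error 0.38, adjusted p = 2.5e-10 from edgeR's quasi-likelihood test). With 150.6 ± 15.2 CPM at 5 d and 8.02 ± 4.92 CPM in uninjured astrocytes (SD, n = 4 each), H2-Eb1 had a log2 fold change of 4.23 (standard error 0.38, adjusted p = 5.1e-10 from edgeR's quasi-likelihood test). Cd74 had a log2 fold change of 4.03 at 5 d, and all 4 genes were higher at all 6 time points. At 14 d they were higher in astrocyte than in flow-through libraries, by 2.18, 2.59, 2.40 and 2.20 (adjusted p no higher than 4.0e-09 in edgeR's quasi-likelihood test). The 4 genes were lower in astrocyte libraries of mGfap mice at 14 d, with ratios from −3.92 (Cd74) to −3.47 (H2-Ab1).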

Multiple DEGs associated with antigen presentation and major histocompatibility complex (MHC) class II were not only prominently upregulated from 5 through 70 days after SCI but in many cases were enriched in astrocytes compared with other cells, including *H2-Aa, H2-Ab1, H2-Eb1* and *Cd74* (Fig. 5g,h and Extended Data Fig. 5h,i). Notably, immunoreactive protein for these major histocompatibility complex class II and related molecules was high in scattered lesion border astrocytes but not detectable in others (Fig. 5h and Extended Data Fig. 5h), consistent with specialized expression among some but not other astrocytes.

These findings show that the transcriptional reprogramming of newly proliferated astrocytes after SCI includes both transient and persistent changes in many DEGs associated with multiple innate and adaptive immune functions, including diverse pro-inflammatory and some anti-inflammatory cytokine signaling, antigen presentation and antimicrobial defense. The persistent upregulation of these DEGs points towards a long-term contribution to immune preparedness by border-forming astrocytes around persisting CNS lesions.

### EMT, wound repair, cell adhesion and border maturation

Another prominently upregulated GO-BP associated with ipAEGs was ‘regulation of EMT’ (Fig. 3g). 

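The 197 EMT genes scored 1.18 ± 0.08 (SD, n = 5) at 2 d, 1.37 ± 0.07 (SD, n = 4) at 5 d, 1.31 ± 0.05 (SD, n = 4) at 14 d and 0.82 ± 0.06 (SD, n = 4) at 70 d relative to uninjured mice, which varied by 0.29 (SD, n = 4). The smallest p of the two-sided exact permutation test was reached at all 6 time points (0.031 adjusted). Between 5 and 14 d the score did not change beyond the spread between mice (exact permutation p = 0.23, 0.33 adjusted over 50 steps). There were 60.4% that were higher and never lower, with 45 lower and never higher, 24 both and 9 not called. At 28 d, 72.8% of those tested were called with adjustment over all genes tested and 76.4% adjusted over the list alone, and as the paper describes its genes as differentially expressed in these samples, this is not independent evidence. Vim was at 3346 ± 316 CPM at 5 d and 157.1 ± 38.8 CPM in uninjured astrocytes (SD, n = 4 each). For Vim, the log2 fold change was 4.41 (standard error 0.16, adjusted p = 1.0e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fn1 (gene 14268; GRCm38 chromosome 1, 71585473 to 71653280) averaged 546 ± 90.7 CPM at 5 d, against 28.2 ± 21.5 CPM in uninjured astrocytes (SD, n = 4 each). This gave Fn1 a log2 fold change of 4.27 (standard error 0.40, adjusted p = 1.2e-09 from edgeR's quasi-likelihood test). With 56.9 ± 9.50 CPM at 5 d and 1.33 ± 0.425 CPM in uninjured astrocytes (SD, n = 4 each), Acta2 (gene 11475; GRCm38 chromosome 19, 34240336 to 34255585) had a log2 fold change of 5.41 (standard error 0.26, adjusted p = 5.3e-16 from edgeR's quasi-likelihood test). Without replicate 2, Fn1 was at 18.6 CPM in uninjured astrocytes.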

We examined a panel of 197 consensus EMT-associated DEGs adapted from Msigdb gene sets^42^ and found a rapid acute increase in mean expression that peaked at 2 to 5 days and declined thereafter but remained persistently elevated above baseline, including prototypical EMT genes such as *Vim, Fn1* and *Acta2* (Fig. 6a–c and Supplementary Data 3). Previous studies have identified EMT genes in astrocyte responses to SCI^42,51,52^, and EMT-associated DEGs in adult cells have been implicated in wound healing^52–54^. Therefore, we conducted a hypothesis-driven analysis of 278 DEGs associated with the GO-BP ‘wound healing’ (GO:0042060) and also found a rapid acute increase in mean expression in astrocytes at 2 to 5 days after SCI that declined gradually but remained persistently elevated (Fig. 6d and Supplementary Data 3). 

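For the 278 wound healing genes the score was 0.83 ± 0.05 (SD, n = 5) at 2 d, 1.11 ± 0.05 (SD, n = 4) at 5 d and 1.01 ± 0.05 (SD, n = 4) at 14 d, and 0.83 ± 0.05, 0.83 ± 0.11 and 0.69 ± 0.10 (SD, n = 4 each) at 28, 42 and 70 d. Each had the smallest exact permutation p possible against uninjured mice (two-sided, 0.031 adjusted). The rise of 0.28 from 2 to 5 d and the fall of 0.18 from 14 to 28 d had exact permutation p = 0.0079 and 0.029 (0.053 adjusted over the steps between time points). Of 255 genes tested, 133 differed at 70 d with adjustment over all genes and the same number adjusted over the list alone, which is not independent evidence, as the paper describes the list as differentially expressed in these samples. There were 137 genes (49.3%) higher and never lower, 64 lower and never higher, and 58 not called at any time point.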

Notable and unexpected wound-healing-associated DEGs that were highly expressed by astrocytes sub-acutely from 2–14 days after SCI included coagulation factors *F7*, *F10* and *F13a1*, which were upregulated over 50-fold to 100-fold and enriched in astrocytes compared with other cells (Fig. 6e and Extended Data Fig. 6a); heparin-degrading and hemostasis molecules *Pf4*, *Hpse* and *Fermt*; heme-degrading enzyme *Hmox1*; phagocytosis promoting *Cd44*; membrane repair *Dysf*; tissue remodeling *Mmp12* and *Timp1*; free-radical scavenger *Gpx1*; and others including *Hbegf*, *Cd109*, *Cd151, Mylk* and *Pdpn* (Fig. 6e,f and Extended Data Fig. 6b). 

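F7 (gene 14068; GRCm38 chromosome 8, 13025506 to 13035809) was at 88.5 ± 11.1 CPM at 5 d and 0.0386 ± 0.0205 CPM in uninjured astrocytes (SD, n = 4 each). For F7, the log2 fold change was 11.09 (standard error 0.64, adjusted p = 9.5e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). F10 (gene 14058; GRCm38 chromosome 8, 13037308 to 13056676) averaged 31.2 ± 5.77 CPM at 5 d, against 0.176 ± 0.215 CPM in uninjured astrocytes (SD, n = 4 each). This gave F10 a log2 fold change of 7.44 (standard error 0.55, adjusted p = 1.1e-11 from edgeR's quasi-likelihood test). With 338 ± 34.1 CPM at 5 d and 2.61 ± 0.705 CPM in uninjured astrocytes (SD, n = 4 each), F13a1 (gene 74145; GRCm38 chromosome 13, 36867178 to 37050244) had a log2 fold change of 7.01 (standard error 0.37, adjusted p = 2.3e-14 from edgeR's quasi-likelihood test). Without replicate 1, F10 was at 0.0696 CPM in uninjured astrocytes. The other 14 genes, Pf4 (56744), Hpse (15442), Fermt3 (108101), Hmox1, Cd44 (12505), Dysf (26903), Mmp12, Timp1 (21857), Gpx1 (14775), Hbegf (15200), Cd109 (235505), Cd151 (12476), Mylk (107589) and Pdpn (14726), were all higher at 5 d, with log2 fold changes from 0.50 for Pdpn to 7.98 for Pf4, 11 of them at least 2-fold. F7, F10 and F13a1 had log2 fold changes of 9.13, 8.06 and 5.82 at 2 d and 8.39, 5.45 and 3.90 at 14 d. In astrocytes of mGfap mice, F13a1 did not change at 14 d (log2 fold change 0.57, adjusted p = 0.21 in edgeR's quasi-likelihood test), while F7 and F10 were higher, by 6.37 and 3.91.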

Remarkably, many of these DEGs were both upregulated and enriched in astrocytes compared with other cells, suggesting unique and important wound repair functions for reactive astrocytes (Extended Data Fig. 6c), and immunoreactive protein for certain molecules such as Mmp12 was high in some lesion border astrocytes and low or not detectable in others (Extended Data Fig. 6b).

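F7 averaged 101 ± 13.3 CPM in astrocyte libraries at 5 d, against 12.4 ± 1.66 CPM in flow-through of the same mice (SD, n = 4 each). This gave F7 a log2 ratio of 2.97 (standard error 0.11, adjusted p = 6.4e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 35.8 ± 6.77 CPM in astrocyte libraries and 4.99 ± 1.49 CPM in flow-through of the same mice (SD, n = 4 each), F10 had a log2 ratio of 2.78 (standard error 0.20, adjusted p = 7.1e-08 from edgeR's quasi-likelihood test). F13a1 was at 388 ± 39.2 CPM in astrocyte libraries and 32.6 ± 3.00 CPM in flow-through of the same mice (SD, n = 4 each). For F13a1, the log2 ratio was 3.51 (standard error 0.10, adjusted p = 7.4e-12 from edgeR's quasi-likelihood test). Of the other 14 genes named with them, 10 were higher in astrocyte than in flow-through libraries at 5 d, up to 2.88 for Hpse, and Dysf, Mmp12, Timp1 and Gpx1 were not past the threshold (0.42, −0.53, −0.03 and 0.18). In mGfap mice at 14 d, the log2 ratio was −3.83 for F7, −3.53 for F10, −2.98 for F13a1, −4.58 for Pf4, −3.97 for Hpse, −3.62 for Fermt3 and −3.66 for Mmp12. In those mice Cd44, Hbegf, Cd109, Cd151, Mylk and Pdpn had ratios above 0, from 0.93 to 3.26. The paper proposes that the genes both upregulated and enriched give reactive astrocytes unique wound repair functions.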

**Fig. 6:**
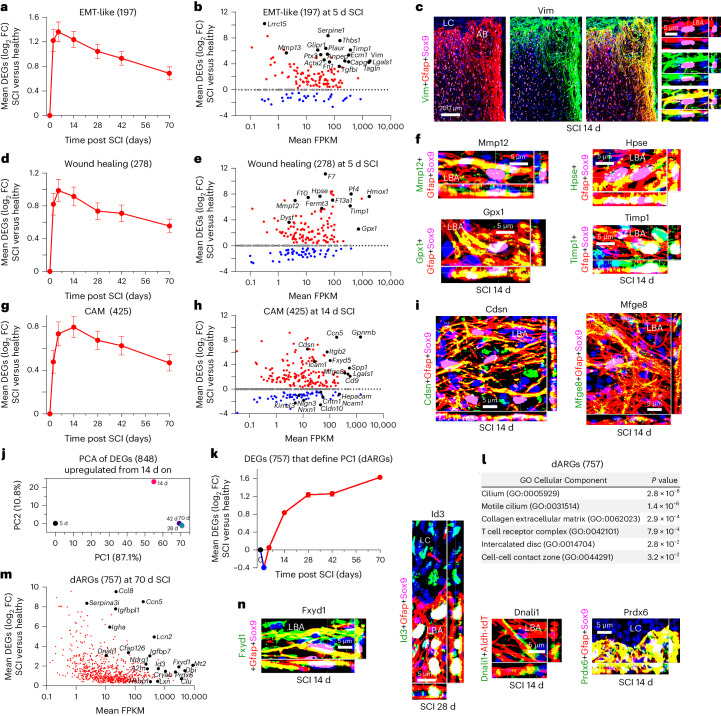
Wound healing, cell adhesion changes and border maturation. **a**, Mean log_2_ FC of a panel of 197 EMT-like DEGs at different times after SCI relative to uninjured. **b**, Scatterplot showing log_2_ FC and FPKM of EMT-like DEGs at 5 days after SCI. **c**, High protein immunoreactivity of the canonical EMT marker, Vim, in LBAs. **d**, Mean log_2_ FC of a panel of 278 wound-healing-associated DEGs at different times after SCI. **e**, Scatterplot showing log_2_ FC and FPKM of wound healing DEGs at 5 days after SCI. **f**, High protein immunoreactivity of selected wound-healing-associated molecules in LBAs. **g**, Mean log_2_ FC of a panel of 425 cell adhesion molecule (CAM) DEGs at different times after SCI. **h**, Scatterplot showing log_2_ FC and FPKM of CAM DEGs at 14 days after SCI. **i**, High protein immunoreactivity of selected CAMs in LBAs. **j**, PCA of 848 DEGs upregulated from 14 days onwards after SCI relative to 5 days after SCI. **k**, Mean log_2_ FC of the 757 dARGs that define PC1. **l**, Top GO Cellular Components associated with the 757 dARGs. **m**, Scatterplot showing log_2_ FC and FPKM of dARGs at 70 days after SCI. **n**, Examples of high protein immunoreactivity in LBAs of selected dARGs. *n* = 4 mice for uninjured and all post-SCI timepoints except at day 2 (*n* = 5). Bar and line plots are mean values; error bars, s.e.m. *P* values in **l** were calculated by two-sided Fisher’s exact test.

As noted above, newly proliferated lesion border astrocytes downregulate the domain-associated cell adhesion molecule (CAM) *Hepacam*^44^ (Fig. 3d), and as they mature do not adopt individual domains but instead reorganize with highly overlapping and intermingled cell processes (Fig. 1c). Therefore, we looked for changes in DEGs associated with cell–cell interactions by examining a panel of 425 CAMs and cell–cell interaction-associated genes compiled from gene set enrichment analysis, GO and the literature. 

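Of 425 cell adhesion genes, 424 were matched to the counts and 401 could be tested. The score was 0.48 ± 0.05 (SD, n = 5) at 2 d, 0.74 ± 0.07 (SD, n = 4) at 5 d, 0.82 ± 0.04 (SD, n = 4) at 14 d and 0.55 ± 0.06 (SD, n = 4) at 70 d, with the smallest exact permutation p possible at each (two-sided, 0.031 adjusted). At any time point, 43.4% of the genes were higher and never lower, 31.1% lower and never higher, 8.02% both and 17.5% unchanged. At 70 d 135 were higher and 89 lower. The number called at 2 d was 271.0 with adjustment over all genes and 272.0 adjusted over the list alone, and since the paper compiled the genes from gene sets and the literature but also calls them differentially expressed, neither is taken as independent evidence.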

After SCI, astrocytes exhibited an overall early and persisting mean upregulation in expression of CAM-associated DEGs, but with about 40% of individual DEGs exhibiting upregulation, 40% downregulation and 20% no change (Fig. 6g–i, Extended Data Fig. 7a and Supplementary Data 3). 

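With 324 ± 56.9 CPM at 14 d and 0.938 ± 0.514 CPM in uninjured astrocytes (SD, n = 4 each), Ccn5 (gene 22403; GRCm38 chromosome 2, 163820752 to 163833146) had a log2 fold change of 8.42 (standard error 0.43, adjusted p = 2.3e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gpnmb (gene 93695; GRCm38 chromosome 6, 49036518 to 49058182) was at 5351 ± 1739 CPM at 14 d and 15.2 ± 1.86 CPM in uninjured astrocytes (SD, n = 4 each). For Gpnmb, the log2 fold change was 8.46 (standard error 0.51, adjusted p = 5.2e-13 from edgeR's quasi-likelihood test). Spp1 averaged 905 ± 201 CPM at 14 d, against 85.1 ± 57.3 CPM in uninjured astrocytes (SD, n = 4 each). This gave Spp1 a log2 fold change of 3.41 (standard error 0.39, adjusted p = 3.5e-08 from edgeR's quasi-likelihood test). Lgals1 (16852), Fxyd5 (18301), Cdsn, Cd9 (12527), Mfge8 (17304), Itgb2 (16414) and Icam1 (15894) were all higher at 14 d, with log2 fold changes from 2.07 for Cd9 to 6.50 for Cdsn. In astrocytes of mGfap mice at 14 d the log2 ratio to flow-through was −3.38 for Gpnmb, −3.40 for Itgb2, −4.64 for Fxyd5, −1.79 for Mfge8 and 2.41 for Ccn5.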

Notable upregulated CAM-associated DEGs included *Ccn5*, *Gpnmb* and *Spp1* involved in integrin binding; *Lgals1* and *Fxyd5* involved in matrix adhesion; *Cdsn*, *Cd9* and *Mfge8* involved in cell–cell adhesion; and *Itgb2* and *Icam1* involved in leukocyte adhesion (Fig. 6h,i and Extended Data Fig. 7b,c). 

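Hepacam was at 714 ± 64.6 CPM at 14 d and 1269 ± 115.97 CPM in uninjured astrocytes (SD, n = 4 each). For Hepacam, the log2 fold change was −0.83 (standard error 0.10, adjusted p = 1.5e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cldn10 (gene 58187; GRCm38 chromosome 14, 118787871 to 118874525) averaged 65.4 ± 4.76 CPM at 14 d, against 389.5 ± 38.5 CPM in uninjured astrocytes (SD, n = 4 each). This gave Cldn10 a log2 fold change of −2.57 (standard error 0.12, adjusted p = 4.1e-16 from edgeR's quasi-likelihood test). With 345 ± 13.3 CPM at 14 d and 853 ± 121 CPM in uninjured astrocytes (SD, n = 4 each), Cntn1 (gene 12805; GRCm38 chromosome 15, 92051152 to 92341967) had a log2 fold change of −1.31 (standard error 0.14, adjusted p = 5.1e-09 from edgeR's quasi-likelihood test). Kirrel3 (67703), Ncam1 (17967) and Nlgn3 (245537) were lower at 14 d too, with log2 fold changes of −2.27, −0.53 and −1.04. Ncam1 was lower at 5 of the 6 time points and the other 5 genes at all of them.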

Notable downregulated CAMs included *Hepacam*, *Cldn10*, *Cntn1*, *Kirrel3*, *Ncam1*, *Nrxn1* and *Nlgn3* involved in homophilic astrocyte–astrocyte interactions and interactions with neurons (Fig. 6h and Extended Data Fig. 7b). Many of these CAMs were enriched in astrocytes compared with other cells (Extended Data Fig. 7d).

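With 73.9 ± 5.55 CPM in astrocyte libraries at 14 d and 4.52 ± 0.581 CPM in flow-through of the same mice (SD, n = 4 each), Cldn10 had a log2 ratio of 4.03 (standard error 0.11, adjusted p = 1.4e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ccn5 was at 367 ± 65.9 CPM in astrocyte libraries and 55.8 ± 14.2 CPM in flow-through of the same mice (SD, n = 4 each). For Ccn5, the log2 ratio was 2.71 (standard error 0.20, adjusted p = 1.6e-07 from edgeR's quasi-likelihood test). Of the 6 lower genes, 5 were higher in astrocyte than in flow-through libraries at 14 d, and Kirrel3 did not differ (log2 ratio −0.01, adjusted p = 0.90 in edgeR's quasi-likelihood test). Of the 10 higher genes, 7 were enriched in astrocytes, with Cdsn highest at 3.06, Spp1 and Lgals1 did not pass the threshold (−0.23 and −0.04), and Fxyd5 was lower (−2.02).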

The DEGs and associated GO-BPs examined thus far peaked acutely after SCI. To identify potential features of border-forming astrocytes that might emerge after the acute period, we next examined 848 DEGs that were upregulated from 14 to 70 days. PCA revealed a prominent difference defined by PC1 between 5 days and the more chronic timepoints, and a smaller difference defined by PC2 between 14 and 28–70 days (Fig. 6j). 

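The 757 genes of the paper's dARG list were scored against uninjured mice as the other lists. Their score was −0.45 ± 0.10 (SD, n = 5) at 2 d, 0.03 ± 0.12 (SD, n = 4) at 5 d and 0.96 ± 0.07 (SD, n = 4) at 14 d, and 1.34 ± 0.04, 1.35 ± 0.09 and 1.58 ± 0.04 (SD, n = 4 each) at 28, 42 and 70 d. At 5 d it did not differ from uninjured mice (two-sided exact permutation test, p = 0.77), and single libraries left out moved it between −0.03 and 0.08, across 0. At the other 5 time points the exact permutation p was the smallest possible (0.031 adjusted). Of the 757, 756 were higher at 70 d, and at 2 d 135 were higher and more than these were lower. The paper chose the genes by their time course in these libraries, so that these scores are not independent evidence.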

Factor analysis of the 757 DEGs defining PC1 revealed a cohort of delayed astrocyte reactivity genes (dARGs) whose mean expression declined acutely and then increased and remained high from 14 to 70 days (Fig. 6k and Supplementary Data 3). These dARGs exhibited GO Cellular Components associated with ciliated cells, ECM interactions and intercalated disk cell–cell contact interactions (Fig. 6l). Notable dARGs at 70 days after SCI included the transcription factor *Id3*; proteinase inhibitors *A2m, Lxn* and *Serpina3i*; the neuroprotective endozepine *Dbi*^55^; antioxidants *Mt1*, *Mt2* and *Prdx6*; ion transport regulator *Fxyd1*; chaperone *Clu*, multifunctional *Igfbpl1*, antimicrobial *Lcn2*, *Nrdg1* and *Igha*; heat shock protein *Cryab*; and cilia-associated proteins including *Dnali1* and *Cfap126* (Fig. 6m,n and Extended Data Fig. 7e,f). Many of these dARGs were enriched in astrocytes (Extended Data Fig. 7d). 

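Id3 (gene 15903; GRCm38 chromosome 4, 136143822 to 136145392) was at 620.4 ± 79.3 CPM at 70 d and 188 ± 10.1 CPM in uninjured astrocytes (SD, n = 4 each). For Id3, the log2 fold change was 1.72 (standard error 0.14, adjusted p = 2.3e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A2m (gene 232345; GRCm38 chromosome 6, 121636165 to 121679238) averaged 1286 ± 71.4 CPM at 70 d, against 394 ± 52.8 CPM in uninjured astrocytes (SD, n = 4 each). This gave A2m a log2 fold change of 1.71 (standard error 0.16, adjusted p = 4.3e-10 from edgeR's quasi-likelihood test). With 671 ± 36.3 CPM at 70 d and 497 ± 6.58 CPM in uninjured astrocytes (SD, n = 4 each), Lxn (gene 17035; GRCm38 chromosome 3, 67457999 to 67463907) had a log2 fold change of 0.43 (standard error 0.10, adjusted p = 6.7e-04 from edgeR's quasi-likelihood test). The other 14 genes, Serpina3i (628900), Dbi (13167), Mt1 (17748), Mt2 (17750), Prdx6 (11758), Fxyd1 (56188), Clu (12759), Igfbpl1 (75426), Lcn2, Ndrg1 (17988), Igha (238447), Cryab (12955), Dnali1 (75563) and Cfap126 (75472), were all higher at 70 d. Serpina3i, with no more than 3 counts in any uninjured library, was at least 180.6-fold higher, and the other 13 had log2 fold changes from 0.74 for Clu to 7.81 for Igfbpl1. At 2 d, 8 of the 17 genes were lower than in uninjured astrocytes, 6 were higher and Mt1, Clu and Igha were not past the threshold. Serpina3i, Igfbpl1, Lcn2, Mt2 and Prdx6 were higher at all 6 time points. Ndrg1 is printed as Nrdg1 in the text.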

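Id3 averaged 684 ± 92.6 CPM in astrocyte libraries at 70 d, against 224.5 ± 45.5 CPM in flow-through of the same mice (SD, n = 4 each). This gave Id3 a log2 ratio of 1.67 (standard error 0.16, adjusted p = 7.9e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 1418 ± 91.7 CPM in astrocyte libraries and 159.7 ± 35.7 CPM in flow-through of the same mice (SD, n = 4 each), A2m had a log2 ratio of 3.22 (standard error 0.17, adjusted p = 1.1e-07 from edgeR's quasi-likelihood test). Igfbpl1 was at 69.5 ± 33.0 CPM in astrocyte libraries and 7.76 ± 3.50 CPM in flow-through of the same mice (SD, n = 4 each). For Igfbpl1, the log2 ratio was 3.23 (standard error 0.41, adjusted p = 5.5e-05 from edgeR's quasi-likelihood test). Of the 17 genes, 15 were higher in astrocyte than in flow-through libraries at 70 d, 14 of them at least 2-fold, Ndrg1 did not differ (log2 ratio −0.03) and Igha was lower (−1.16; adjusted p = 0.0086 in edgeR's quasi-likelihood test). The ratio of Igha in mGfap mice at 14 d was −5.62.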

Protein expression for various dARGs was confirmed by IHC and Id3, Fxyd1 and Prdx6, in particular, were robustly detected in most if not all lesion border astrocytes (Fig. 6n and Extended Data Fig. 7e). Delayed expression of *Id3* and various cilia-related genes including *Dnali1* and *Cfap126* (Fig. 6m and Extended Data Fig. 7f) is consistent with their established roles in proliferation arrest and promotion of astrocyte differentiation of immature progenitor-like cells and points towards their possible involvement in ending the transient phase of proliferation and immaturity observed in the initial post-injury response^14,56–58^.

Together, these findings show that the transcriptional reprogramming of newly proliferated astrocytes after SCI equips astrocytes with the potential to contribute to important wound healing processes, including hemostasis, coagulation and breakdown of heme in hemorrhagic CNS wounds, free-radical scavenging, and tissue and matrix remodeling. Remarkably, many of the associated DEGs were not only upregulated but were also enriched in astrocytes compared with other cells, suggesting unique and important wound repair functions for newly proliferated reactive astrocytes. The findings also reveal major changes in CAM expressions (both up and down) by lesion border astrocytes around CNS lesions, indicating major readjustments in their homophilic and heterophilic cell–cell interactions consistent with their major change in morphology from cells with unique non-overlapping cellular domains^44^ to cells with highly overlapping and intertwined cellular processes (Fig. 1c).

### Phenotypic features of mature lesion border astrocytes

We conducted snRNA-seq and immunohistochemical protein analyses to look for phenotypic features of mature lesion border astrocytes compared with astrocytes in healthy spinal cord. We isolated and sequenced 139,981 nuclei from the same region of thoracic spinal cord in uninjured mice (*n* = 4) and at 28 days after SCI (*n* = 4) when borders are mature (Fig. 7a). Nuclei were filtered and annotated using panels of multiple cell-type-specific marker genes, and clusters identified as astrocytes were extracted for further processing (Extended Data Fig. 8a–c). Re-clustering and further extraction based on multiple astrocyte marker genes confidently identified 15,637 astrocyte nuclei that were used for final analyses (Fig. 7a–e and Extended Data Fig. 8d–h). Expression changes among astrocyte genes detected by both snRNA-seq and RiboTag at 28 days after SCI were significantly correlated, including DEGs highlighted in our analyses (Extended Data Fig. 8i).

**Fig. 7:**
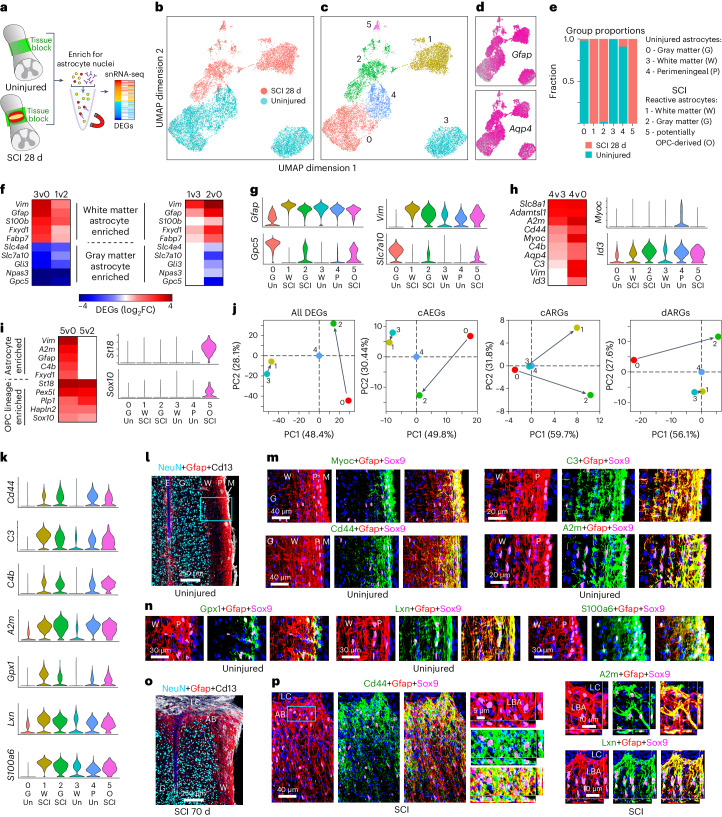
Shared and distinct molecular features of uninjured astrocytes and mature LBAs. **a**, snRNA-seq procedures. **b**,**c**, UMAP clusters of astrocyte nuclei. **d**, *Gfap* and *Aqp4* expression across clusters. **e**, Proportion of nuclei from uninjured or SCI mice per cluster. **f**,**g**, Heatmaps (**f**) and violin plots (**g**) comparing marker genes enriched in gray (G) or white matter (W) astrocytes across different clusters. P, perimeningeal; O, OPC-derived; Un, uninjured. **h**,**i**, Heatmaps and violin plots of genes enriched in perimeningeal astrocytes (**h**) or in OPC-derived astrocytes (**i**). **j**, PCA comparing changes in different gene cohorts across clusters after SCI. **k**, Violin plots of genes enriched in both perimeningeal and reactive astrocytes compared with uninjured. **l**–**n**, IHC of proteins enriched in uninjured perimeningeal astrocytes and LBAs after SCI. **l**,**o**, Survey images of uninjured (**l**) and SCI (**o**). **m**,**n**, Details from boxed region in **l** showing proteins enriched in perimeningeal astrocytes. **p**, Proteins enriched in LBAs. E, ependyma; M, meninges.

Uniform manifold approximation and projection (UMAP) analysis showed clear separation of uninjured and SCI-derived nuclei (Fig. 7b–e). A similar clear separation was also found in another study^30^ in an independent UMAP evaluation of astrocyte nuclei derived from a multicellular evaluation of lower thoracic spinal cord nuclei of uninjured mice and mice at 2 months after SCI (Extended Data Fig. 8k,l). Moreover, expression changes among consensus astrocyte genes detected by the present study at 28 days after SCI and by the previous study^30^ at 2 months after SCI were significantly correlated (Extended Data Fig. 8k,l).

In our present data, we categorized six major clusters of astrocytes: three from uninjured and three from SCI (Fig. 7b–e). Canonical markers of healthy and reactive astrocytes such as *Gfap* and *Aqp4* were expressed throughout all clusters (Fig. 7d). Consensus markers discriminated healthy gray matter (cluster 0) and white matter (cluster 3) astrocytes and identified separate major clusters of reactive astrocytes with transcriptional features associated with gray matter (cluster 2) and white matter (cluster 1) astrocytes (Fig. 7c–g and Extended Data Fig. 8e,f). Healthy spinal cord astrocytes also separated into a third cluster (cluster 4) with enriched expression of molecules such as *Myoc*, *Cidea* and *Id3* (Fig. 7c,h and Extended Data Fig. 9a) that have previously been associated with astrocytes that form so-called limitans borders adjacent to meninges^42,59,60^. IHC confirmed robust protein expression of Myoc and Id3 proteins in healthy perimeningeal astrocytes (Fig. 7m and Extended Data Fig. 9b). An additional small cluster (cluster 5) expressed reactive astrocyte markers and was enriched for OPC lineage markers *St18*, *Sox10*, *Plp1*, *Hapln2*, *Ninj2* and *Enpp6* (Fig. 7c,g,i and Extended Data Fig. 9c), suggesting that these cells may have derived from OPCs, although further experiments will be needed to directly test this possibility. Nevertheless, our findings provide both snRNA-seq and lineage tracing (Fig. 1 and Extended Data Fig. 1) evidence consistent with previous observations^34–37^ that local OPCs can give rise to a small contingent of lesion border astrocytes, as also noted in another recent single-cell RNA-seq study^61^.

We next evaluated how different gene cohorts consisting of all DEGs, cAEGs, cARGs or dARGs changed in the different major astrocyte clusters after SCI. PCA analyses showed that in all cases, gray matter astrocytes exhibited the greatest changes at 28 days after SCI relative to healthy, including markedly reduced expression of cAEGs, and markedly upregulated cARGs and dARGs (Fig. 7j). By contrast, white matter astrocytes exhibited minimal changes in gene expressions except for markedly upregulating cARGs (Fig. 7j).

Historical evidence has suggested similarities between astrocyte borders around CNS lesions and limitans astrocytes adjacent to meninges^4,62–64^. We therefore looked for potential similarities and differences. Notable DEGs enriched in both healthy perimeningeal astrocytes (cluster 4) and lesion border reactive astrocytes (clusters 1, 2 and 5) compared with healthy gray or white matter astrocytes (clusters 0 and 3) included *Id3*, *Cd44, C3, C4b, A2m, Gpx1, Lxn, Vim, S100a6, Lgals3, Spp1, Fxyd1, Padi2* and *Prdx6* (Fig. 7g,h,k–p and Extended Data Fig. 9b,d–g). Both *Myoc* and *Cidea* were selective for healthy perimeningeal astrocytes and were essentially not detected in reactive astrocytes or in healthy gray matter or white matter astrocytes (Fig. 7h,m and Extended Data Fig. 9a). Conversely, healthy perimeningeal astrocytes did not express appreciable levels of multiple markers associated with overt astrocyte reactivity, including *Lyz2, Serpina3n, Fcerg1, Ctss, Trem2, Tyrobp, C1qa, Hsbp1* and others (Fig. 8a, Extended Data Figs. 8f,g and 9h). Reactive perimeningeal astrocytes were not discriminated as a separate cluster, most likely because they become indistinguishable from other reactive astrocytes owing to the pronounced and persistent downregulation of *Myoc* and other genes that distinguish them (Extended Data Fig. 9i). As indicated by our Astro-RiboTag data, certain reactivity DEGs peaked acutely from 2 to 14 days and then declined by 28 days but continued to be expressed thereafter at levels higher than in healthy astrocytes, such as *Tyrobp, Trem2, Spi1, Lyz2, Lgals3, Ccl4* and others (Fig. 8b,c and Extended Data Fig. 9j), and DEGs with this pattern were generally not shared with perimeningeal astrocytes (Fig. 8a and Extended Data Fig. 9h). By contrast, certain other reactivity DEGs only reached their peak expression at later times, generally after 14 days, and then persisted at those levels, and this pattern associated with mature lesion border astrocytes was particularly exhibited by DEGs such as *Gfap*, *C3*, *Id3*, *S100a6*, *Prdx6*, *Fxyd1*, *A2m* and others, which were also enriched in perimeningeal astrocytes that also form borders to stromal cells of the meninges (Figs. 7k–p and 8d–g and Extended Data Fig. 9f,g,k). These findings indicate that healthy perimeningeal astrocytes exhibit unique features that distinguish them from healthy gray matter and white matter astrocytes and share some features with reactive astrocytes but do not exhibit overt reactivity profiles.

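Tyrobp was at 183.1 ± 43.7 CPM at 28 d and 3.64 ± 1.44 CPM in uninjured astrocytes (SD, n = 4 each). For Tyrobp, the log2 fold change was 5.65 (standard error 0.40, adjusted p = 1.3e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Trem2 averaged 157.6 ± 43.2 CPM at 28 d, against 1.44 ± 0.139 CPM in uninjured astrocytes (SD, n = 4 each). This gave Trem2 a log2 fold change of 6.77 (standard error 0.41, adjusted p = 1.0e-12 from edgeR's quasi-likelihood test). With 49.2 ± 11.2 CPM at 28 d and 2.32 ± 0.936 CPM in uninjured astrocytes (SD, n = 4 each), Spi1 (gene 20375; GRCm38 chromosome 2, 91082374 to 91115759) had a log2 fold change of 4.41 (standard error 0.38, adjusted p = 4.6e-10 from edgeR's quasi-likelihood test). At 5 d, where each of the 6 genes peaked, Tyrobp, Trem2 and Spi1 had log2 fold changes of 7.42, 8.27 and 6.05. Lyz2 and Lgals3 went to 6.59 and 4.83 at 28 d, when Ccl4 was at least 48.4-fold higher, against at least 169-fold at 5 d, and all 6 genes were higher at all 6 time points. In mGfap mice, Spi1 had a log2 ratio of astrocyte to flow-through libraries of −4.22 at 14 d, and Tyrobp of −4.95.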

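Gfap averaged 31308 ± 957 CPM at 42 d, against 15958 ± 1474 CPM in uninjured astrocytes (SD, n = 4 each). This gave Gfap a log2 fold change of 0.97 (standard error 0.12, adjusted p = 4.9e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 3276 ± 175 CPM at 42 d and 523 ± 87.2 CPM in uninjured astrocytes (SD, n = 4 each), C3 had a log2 fold change of 2.65 (standard error 0.17, adjusted p = 1.8e-13 from edgeR's quasi-likelihood test). Prdx6 was at 5951 ± 452 CPM at 42 d and 2197 ± 95.5 CPM in uninjured astrocytes (SD, n = 4 each). For Prdx6, the log2 fold change was 1.44 (standard error 0.09, adjusted p = 2.3e-13 from edgeR's quasi-likelihood test). S100a6, Id3, Fxyd1 and A2m were higher at 42 d, with log2 fold changes of 3.14, 1.48, 1.04 and 2.06. The highest change came at 42 d for C3, Prdx6 and A2m and at 70 d for Gfap, Id3, Fxyd1 and S100a6, which had already reached 3.50 at 2 d. At 2 d Id3, Fxyd1, A2m and C3 were lower than in uninjured astrocytes and Gfap did not differ (0.04).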

**Fig. 8:**
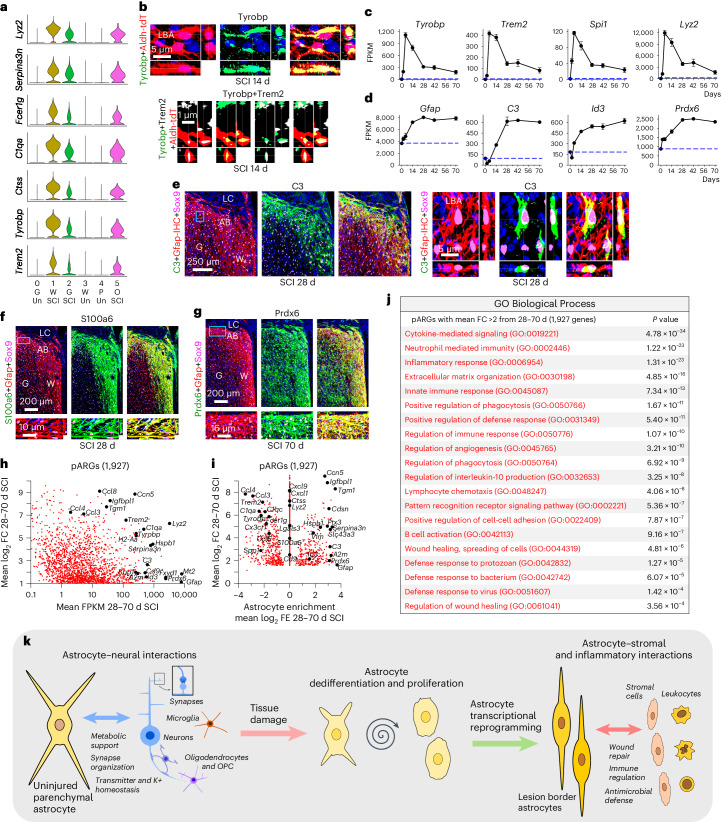
Features of mature LBAs. **a**, Violin plots of snRNA-seq detected genes enriched in reactive astrocyte clusters compared with uninjured. **b**, IHC of proteins Tyrobp and Trem2 in LBAs after SCI. **c**,**d**, Selected astrocyte DEGs exhibiting different patterns of expression changes in the form of acute rise followed by decline (**c**) or delayed but persistent increase (**d**) after SCI as detected by Astro-RiboTag RNA-seq. **e**,**f**,**g**, IHC of proteins C3 (**e**), S100a6 (**f**) and Prdx6 (**g**) in LBAs after SCI. Boxes show locations of expanded regions. **h**, Scatterplot comparing mean log_2_ FC and mean FPKM of 1,927 pARGs upregulated at least twofold from 28 to 70 days after SCI as detected by Astro-RiboTag RNA-seq. **i**, Scatterplot comparing mean log_2_ FC and mean log_2_ FE of 1,927 pARGs upregulated from 28 to 70 days after SCI. **j**, GO-BPs associated with 1,927 pARGs upregulated at least twofold from 28 to 70 days after SCI. **k**, Summary schematic showing local astrocyte responses to CNS tissue damage by dedifferentiation, proliferation and transcriptional reprogramming into border-forming wound repair astrocytes. Line plots are mean values; error bars, s.e.m.; *n* = 4 mice for uninjured and all post-SCI timepoints except day 2 (*n* = 5). *P* values in (**j**) calculated by two-sided Fisher’s exact test.

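In uninjured astrocytes Trem2 was at 1.44 ± 0.139 CPM (SD, n = 4) and Tyrobp at 3.64 ± 1.44 CPM (SD, n = 4). At 2 d Trem2 was at 34.2 ± 8.06 CPM (SD, n = 5), a log2 fold change of 4.56 (standard error 0.37, adjusted p = 6.1e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tyrobp was at 101 ± 30.2 CPM (SD, n = 5), a log2 fold change of 4.79 (standard error 0.38, adjusted p = 3.1e-11 from edgeR's quasi-likelihood test). In astrocytes of mGfap mice at 14 d both were higher than without injury, by 5.68 and 5.26, and lower than in flow-through, by 4.58 and 4.95.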

*Trem2* and *Tyrobp* were not detectably expressed in healthy astrocytes but were robustly upregulated by reactive astrocytes after SCI as detected by both snRNA-seq and Astro-RiboTag RNA-seq, and we confirmed protein expression by IHC (Fig. 4c,f and 8a–c,h and Extended Data Figs. 4e, 8f and 9l). We have previously shown that reactive astrocytes can adopt gene expressions that are unexpected based on their absence in healthy CNS, such as the transcription factor *Spi1* (ref. ^17^) (Fig. 8c). *Trem2, Tyrobp* and *Spi1* are widely regarded as uniquely expressed by microglia in the CNS^65,66^ but can be expressed by reactive astrocytes, albeit at levels lower than other cells (Fig. 8i).

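Trem2 was at 461 ± 54.7 CPM in astrocyte libraries at 14 d and 681 ± 25.3 CPM in flow-through of the same mice (SD, n = 4 each). For Trem2, the log2 ratio was −0.57 (standard error 0.09, adjusted p = 7.1e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tyrobp averaged 503 ± 67.7 CPM in astrocyte libraries at 14 d, against 908 ± 56.8 CPM in flow-through of the same mice (SD, n = 4 each). This gave Tyrobp a log2 ratio of −0.86 (standard error 0.10, adjusted p = 4.0e-06 from edgeR's quasi-likelihood test). With 125.01 ± 25.3 CPM in astrocyte libraries at 14 d and 103 ± 13.2 CPM in flow-through of the same mice (SD, n = 4 each), Spi1 had a log2 ratio of 0.27 (standard error 0.13, adjusted p = 0.078 from edgeR's quasi-likelihood test). At 28 d the log2 ratios were −2.32 for Trem2, −2.34 for Tyrobp and −0.46 for Spi1, the last not past the threshold (adjusted p = 0.14 in edgeR's quasi-likelihood test). In mGfap mice at 14 d, Spi1 was lower in astrocyte libraries by 4.22.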

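C3 was at 3188 ± 584 CPM at 28 d and 523 ± 87.2 CPM in uninjured astrocytes (SD, n = 4 each). For C3, the log2 fold change was 2.61 (standard error 0.17, adjusted p = 2.2e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In fold, this was 6.10-fold at 28 d, 6.26-fold at 42 d and 6.22-fold at 70 d.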

The antimicrobial defense factor *C3* (refs. ^49,50^) became persistently upregulated by over sixfold from 28 to 70 days in astrocytes after SCI, and immunoreactive protein was highly concentrated in lesion border astrocytes (Figs. 5e,f and 8d,e). C3 has been proposed as a marker of a subtype of reactive astrocytes that are neurotoxic to neurons across multiple CNS disorders, and generation of saturated lipids by astrocyte Elovl1 has been proposed as the mediator of their neurotoxicity^67^. We noted here that *C3* is expressed by certain astrocytes in healthy tissue, particularly perimeningeal and scattered white matter astrocytes, and that astrocyte *C3* expression declines acutely after SCI during periods when neurons are lost, after which *C3* becomes highly and persistently upregulated in many border-forming astrocytes that separate inflamed tissue lesions from immediately adjacent surviving neurons (Figs. 7o and 8d,e and Extended Data Fig. 8e). In addition, *C3* and *Elovl1* expression levels changed in opposite directions over time after SCI (Extended Data Fig. 9m). These findings suggest that *C3* may be expressed by astrocytes to exert natural antimicrobial functions^49,50^ around sites of tissue damage and that *C3* expression is not necessarily an absolute indicator of a neurotoxic reactive astrocyte phenotype.

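Elovl1 (gene 54325; GRCm38 chromosome 4, 118426874 to 118432953) averaged 86.2 ± 5.94 CPM (SD, n = 5) at 2 d, against 42.1 ± 9.76 CPM (SD, n = 4) in uninjured astrocytes. This gave Elovl1 a log2 fold change of 1.03 (standard error 0.12, adjusted p = 1.7e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 5, 14, 28, 42 and 70 d the log2 fold change of Elovl1 was 1.05, 0.78, 0.29, −0.09 and −0.17, and it was past the threshold at 2, 5 and 14 d (adjusted p = 0.26 at 70 d in edgeR's quasi-likelihood test). C3 was lower at 2 and 5 d, when Elovl1 was higher, both were higher at 14 d, and from 28 d on C3 was higher while Elovl1 did not differ from uninjured astrocytes. The paper proposes that C3 expression is not necessarily an absolute indicator of a neurotoxic phenotype.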

Qualitative and quantitative IHC at single-cell resolution revealed considerable heterogeneity among lesion border astrocytes. Some immunoreactive proteins, such as Gfap, Prdx6, Fxyd1, Timp1, S100a6, Id3, A2m, Gpx1 and Cd44, were detectable at persistently high levels in all or most mature lesion border astrocytes from 28 to 70 days after SCI (Figs. 4d, 6n, 7p and 8f,g and Extended Data Figs. 4b, 7e and 9n). By contrast, other proteins, such as Mmp12, Hpse, Cdsn, Lgals3, H2-ab1, Cd74, C3 and Tyrobp, were detectable only in variable subsets of lesion border astrocytes that were intermingled with others with undetectable levels (Fig. 5h and 8e and Extended Data Figs. 4b, 5h, 6b and 9l,o,p). Moreover, detectable levels of immunoreactive protein for certain molecules showed temporal variation after SCI. For example, the number of border-forming astrocytes exhibiting detectable immunoreactive Tyrobp declined from 41% at 14 days after SCI to 20% or fewer at 28 days after SCI (Extended Data Fig. 9l,p), a trend that mimicked the decline in *Tyrobp* gene expression (Fig. 8c). Notably, those astrocytes expressing immunoreactive Tyrobp did so at a high level (Extended Data Fig. 9l). By contrast, the number of border-forming astrocytes exhibiting detectable immunoreactive C3 increased from 14 to 28–70 days (Extended Data Fig. 9p), similar to the increase in *C3* gene expression over time (Fig. 8c,d).

Certain DEGs, such as the calcium binding protein *S100a6*, that are not expressed by healthy gray matter astrocytes became highly upregulated by lesion border astrocytes that exhibit gray matter features (cluster 2), and immunoreactive S100a6 protein was prominent in astrocyte borders along lesions adjacent to spared gray matter (Figs. 7k and 8f and Extended Data Fig. 9k). Other DEGs, such as the antioxidant *Prdx6* and the intercalated disc protein *Fxyd1*, that were moderately expressed by healthy gray and white matter astrocytes as well as perimeningeal astrocytes, became prominently and persistently upregulated by lesion border astrocytes (Fig. 8d,g and Extended Data Fig. 9f,g,k). Notably, lesion border astrocytes and perimeningeal astrocytes shared prominent expression of various immunoreactive proteins, such as Cd44, A2m, Id3, C3, S100a6 and Gpx (Fig. 7k–p), that were expressed at low or undetectable levels in healthy gray matter or white matter astrocytes and therefore have the potential to serve as combinatorial markers of border astrocytes (Extended Data Fig. 10a,b).

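At FDR under 0.01 and with a mean log2 fold change over 1 from 28 to 70 d, 2066 genes were found, and 1895 of them are among the paper's pARGs. The pARGs scored 2.13 ± 0.11 (SD, n = 5) at 2 d, 3.11 ± 0.05 (SD, n = 4) at 5 d, 3.10 ± 0.09 (SD, n = 4) at 14 d, 2.81 ± 0.13 (SD, n = 4) at 28 d and 2.47 ± 0.21 (SD, n = 4) at 70 d against uninjured mice. Each exact permutation p was the smallest possible (two-sided, 0.031 adjusted), and since the study chose these genes for their change in the same libraries, the scores are not independent evidence.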

To identify phenotypic features preferentially associated with mature reactive lesion border astrocytes compared with other cells in the lesion area, we examined a cohort of 1,927 DEGs persistently upregulated by more than twofold from 28 to 70 days after SCI in our Astro-RiboTag data, which we refer to as persisting astrocyte reactivity genes (pARGs) (Fig. 8h and Supplementary Data 3). 

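For each gene the log2 ratio of astrocyte to flow-through libraries was averaged over 28, 42 and 70 d. Among the 2066 genes found here, 21.2% were at least 2-fold higher and 459 (22.2%) at least 2-fold lower in astrocyte libraries, 1162 (56.2%) lay between and 6 had no ratio. Without the threshold on the size of the change, 1875 genes lay between. At 14 d in mGfap mice, 1330 of the paper's pARGs were at least 2-fold higher after SCI, and 14.1% of these were at least 2-fold enriched in astrocyte libraries, against 16.2% of all 2691 genes so changed.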

We compared the enrichment of pARG transcripts in astrocytes versus other cells (Fig. 8i). 

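Of the paper's pARGs, 20.8% were at least 2-fold higher in astrocyte libraries, 424 at least 2-fold lower, 1098 lay between and 5 had no ratio. Tyrobp was at 121 ± 68.0 CPM in astrocyte libraries at 70 d and 651 ± 265 CPM in flow-through of the same mice (SD, n = 4 each). For Tyrobp, the log2 ratio was −2.37 (standard error 0.40, adjusted p = 4.7e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Lyz2 averaged 2078 ± 1238 CPM in astrocyte libraries at 70 d, against 3070.2 ± 1414 CPM in flow-through of the same mice (SD, n = 4 each). This gave Lyz2 a log2 ratio of −0.50 (standard error 0.43, adjusted p = 0.34 from edgeR's quasi-likelihood test). With 5.10 ± 5.16 CPM in astrocyte libraries at 70 d and 5.51 ± 4.83 CPM in flow-through of the same mice (SD, n = 4 each), Cxcl9 (gene 17329; GRCm38 chromosome 5, 92321331 to 92328079) had a log2 ratio of −0.02 (standard error 0.68, adjusted p = 0.98 from edgeR's quasi-likelihood test). Without replicate 1, Cxcl9 averaged 2.56 CPM in astrocyte libraries and 3.10 CPM in flow-through. Trem2, Ccl3, Ccl4, C1qa, C1qc, Fcer1g (14127) and Spp1 were lower in astrocyte libraries at 70 d, from −2.97 for Ccl4 to −1.65, while Lgals3 and Cxcl1 (14825) were not past the threshold (0.23 and 0.28). In mGfap mice at 14 d all 12 had mean ratios below 0, from −4.95 (Tyrobp) to −0.75 (Cxcl1).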

The majority of the 1,927 pARGs that were highly and persistently upregulated by border astrocytes were either expressed at equal (1,330 pARGs) or greater (335 pARGs) levels by other cells, including *Tyrobp, Trem2, Lyz2, Lgals3, Cxcl1, Cxcl9, Ccl3, Ccl4, C1qa, C1qc, Fcer1g* and *Spp1* (Fig. 8c,i and Extended Data Fig. 9j). Nevertheless, 262 pARGs were both highly upregulated and highly enriched in astrocytes, including *Gfap, Tgm1, Ptx3, A2m, C3, Cdsn, Serpina3n, Hspb1, Id3, Timp1, Vim* and others (Fig. 8d,i and Extended Data Fig. 9k), suggesting that gene expression changes in astrocytes and other cells contribute to overlapping as well as differing functions. 

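Gfap averaged 37021 ± 2449 CPM in astrocyte libraries at 70 d, against 2934 ± 807 CPM in flow-through of the same mice (SD, n = 4 each). This gave Gfap a log2 ratio of 3.73 (standard error 0.22, adjusted p = 2.2e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 50.9 ± 11.6 CPM in astrocyte libraries at 70 d and 5.13 ± 1.37 CPM in flow-through of the same mice (SD, n = 4 each), Ptx3 had a log2 ratio of 3.38 (standard error 0.25, adjusted p = 1.0e-06 from edgeR's quasi-likelihood test). C3 was at 3584 ± 357 CPM in astrocyte libraries at 70 d and 403.5 ± 125.2 CPM in flow-through of the same mice (SD, n = 4 each). For C3, the log2 ratio was 3.22 (standard error 0.22, adjusted p = 6.8e-07 from edgeR's quasi-likelihood test). Tgm1, A2m, Cdsn, Serpina3n, Hspb1, Id3, Timp1 and Vim were at least 2-fold higher in astrocyte than in flow-through libraries as well, down to 1.50 for Timp1. All 11 also had mean ratios above 0 in mGfap mice at 14 d, from 0.93 (Timp1) to 4.53 (Ptx3). The paper proposes that changes in astrocytes and in other cells contribute to overlapping as well as differing functions.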

The top GO-BPs associated with all 1,927 pARG changes in astrocytes prominently included multiple functions associated with innate immune responses, regulation of inflammation, wound healing and antimicrobial defense (Fig. 8j).

## Discussion

In this Article, we show that after focal CNS tissue damage caused by SCI or stroke, local mature astrocytes dedifferentiate, proliferate and become transcriptionally reprogrammed into permanently altered new functional states. They downregulate molecules associated with homeostatic astrocyte–neuron interactions and upregulate molecules associated with wound healing, immune regulation and microbial defense (Fig. 8k). These wound repair astrocytes share morphologic and transcriptional features with perimeningeal limitans astrocytes and are the predominant source of neuroprotective borders that re-establish tissue integrity around CNS lesions by separating neural parenchyma from stromal and immune cells as occurs throughout the healthy CNS.

These findings have implications for understanding the diversity and complexity of astrocyte responses to injury and disease in different contexts. For example, increasing evidence indicates that astrocytes, for unknown reasons, attenuate homeostatic functions in aging and neurodegenerative disorders. Our findings indicate that the downregulation of astrocyte homeostatic functions is part of a natural wound repair response controlled by specific signaling mechanisms. Our findings suggest potential links of such responses to neurodegenerative conditions such as Alzheimer’s disease, in which astrocyte loss-of-functions and gain-of-functions may contribute to disease progression^68^ and in which the top 30 most consistently upregulated proteins across multiple studies included at least 11 molecules identified here not only as upregulated by, but also enriched in, wound repair astrocytes: Cd44, S100a6, Padi2, Prdx6, C3, Gpx1, Hsbp1, Gpnmb, Clu, Vim and Gfap^69^. Understanding the regulation of astrocyte reactivity responses in different contexts will help identify ways to selectively attenuate detrimental responses or augment beneficial ones. In this regard, we posit that the potential dysfunction of astrocyte wound repair responses is likely underestimated in CNS disorders. The identification here of additional protein markers associated with these cells may facilitate future neuropathological studies.

We demonstrate, by lineage tracing and transcriptional profiling, that over 90% of newly proliferated border-forming wound repair astrocytes derive from local Aldh1l1-expressing astrocytes, and we confirm, by lineage tracing and snRNA-seq, that about 10% derive from local OPCs^34–36^. Future studies using techniques such as RABID-seq^70^ or STICR^71^ will be useful to examine whether OPC-derived or astrocyte-derived border-forming cells contribute overlapping or differing functions. Ependymal cells have been proposed as the major source of lesion border astrocytes^72^, but this could not be confirmed by previous lineage-tracing studies, which showed that no meaningful number of border-forming astrocytes derived from ependymal cells after SCI^32^ or forebrain stroke^73^. Consistent with these observations, our lineage tracing here accounts for essentially all Gfap-positive and Sox9-positive lesion border astrocytes as derived from local astrocytes or OPCs.

The question arises as to why newly proliferated astrocytes form borders around CNS lesions as part of wound repair. Such astrocyte borders have long been proposed to comprise a ‘glial scar’ that contributes to inferior wound repair and regeneration failure. Preventing or removing these astrocytes was long regarded as a major goal to improve outcome. Challenging this notion, a large and accumulating body of evidence indicates that preventing or attenuating astrocyte border formation disrupts wound repair and causes increased spread of inflammation, failure of blood–brain barrier repair, increased loss of neural tissue, decreased functional recovery and in some cases increased mortality^4,17,18,23,24,26–29^, whereas augmenting astrocyte border formation reduces lesion size^23,30^.

In healthy CNS, all neural parenchyma is segregated from non-neural stromal cells either by astrocyte endfeet along blood vessels or by so-called limitans astrocytes that abut meningeal cells around the entire CNS. Structural similarities between perimeningeal astrocytes and lesion border astrocytes have been noted previously^4,62–64^. Here, we extend these observations by showing that lesion border astrocytes share molecular similarities with healthy perimeningeal astrocytes but also exhibit additional transcriptional profiles associated with wound repair and heightened levels of microbial defense and immune regulation. Previous histological observations have suggested that astrocytes surrounding CNS lesions form new limitans borders rather than scar tissue, particularly in human pathology^62–64^. Notably, true scar tissue derives from proliferating stromal cells that are unable to reconstitute lost parenchymal cell functions. In pro-regenerative mammalian organs, such as liver, intestinal epithelia and skin, injury induces parenchymal cell proliferation that enables tissue regeneration and recovery of organ function^74–76^. Proliferating parenchymal cells in these other organs are not considered to form scars; instead, scars are tissue formed by the proliferation of stromal cells when parenchymal regeneration is inadequate^74–76^. Astrocytes are key neural parenchymal cells that derive from the same neural stem cells as neurons^7^. Unlike mature neurons that are post-mitotic, mature astrocytes can re-enter the cell cycle and proliferate after injury. Newly generated and reprogrammed astrocytes around lesions exert a natural CNS parenchymal cell function when they surround and isolate stromal cell scar tissue and thereby re-establish CNS tissue integrity. In this manner, they preserve CNS function by separating functioning neural parenchyma from stromal and immune cells as occurs throughout the healthy CNS. These findings advocate that astrocyte borders around lesions should no longer be referred to as scars.

The appealing notion of potentially achieving scar-free wound healing in the adult CNS is supported by observations in mammalian neonates in which microglia and astrocytes sustain high levels of proliferation that enable a rapid glia-based repair rather than fibrotic repair, which is sufficient to promote neural circuit regeneration and recovery of function^77,78^. This may occur in part because neonatal astrocytes are already proliferative at the time of injury and may rapidly increase proliferation to replace lost neural parenchyma without stromal scarring in a manner similar to pro-regenerative organs. By contrast, astrocytes in mature CNS are dormant with respect to proliferation, and their proliferative response to injury is delayed, spatially restricted and transient. This response is adequate to generate new astrocyte borders around the rapidly formed stromal cell scars but is insufficient to rapidly achieve scar-free parenchymal repair. These observations support the pursuit of strategies that accelerate and extend astrocyte post-injury proliferative and immaturity states to augment neural parenchymal repair^23,30^ or rapidly replace lost glia^42^ in a variety of contexts associated with neural parenchymal loss.

## Methods

### Animals

Young adult male and female C57BL/6 mice between 2 and 4 months of age at the time of experimental procedure were used for all studies. For lineage tracing, Ai14 mice expressing the reporter tdT (JAX, 007914) were crossed with different Cre-driver lines: Aldh1l1-CreERT2 (ref. ^38^) (JAX, 031008), Pdgfra-CreERT^39^ (JAX, 018280) or NG2-CreERT^40,41^ (JAX, 008538). For sequencing of astrocyte ribosome-associated RNA, mice expressing RiboTag^33^ (JAX, 029977) were crossed either with Aldh1l1-CreERT2 (ref. ^38^) (JAX, 031008) or with mGfap-Cre-73.12 (ref. ^79^) (JAX, 012886). For postnatal astrocyte evaluations, mGfap-RiboTag mice were used at postnatal days P0, P3, P7, P14, P21, P35 and P63. Transgene expression for each sample was confirmed by genotyping of collected tail samples before processing for astrocyte-specific RNA. Mice were housed in a specific pathogen-free facility with a 12 h light–dark cycle and controlled temperature (20–25 °C) and humidity (50–70%) and were allowed free access to food and water. All in vivo experiments involving the use of mice were conducted according to protocols approved by the Animal Research Committee (ARC) of the Office for Protection of Research Subjects at the University of California Los Angeles (UCLA), under ARC numbers ARC-2017-044, ARC-2008-051, ARC-2015-073 and ARC-2000-001. Mice were assigned to experimental groups randomly although ensuring a balanced number of males and females. Animals were coded numerically, and all surgical procedures and subsequent analyses were conducted blind to experimental condition.

### Surgical procedures

All surgeries were performed under general anesthesia with isoflurane in oxygen-enriched air using an operating microscope (Zeiss) and rodent stereotaxic apparatus (David Kopf). All animals received the opiate analgesic buprenorphine (0.1 mg kg^−1^) subcutaneously before surgery and every 12 h for at least 48 h post surgery.

#### SCI

Laminectomy of a single vertebra was performed at cord level T10. A timed (5 s) lateral compression, complete crush SCI was made using No. 5 Dumont forceps (Fine Science Tools) with a tip width of 0.5 mm. Daily bladder expression was performed for the duration of experiments or until voluntary voiding returned.

#### Stroke

After a small craniotomy over the left coronal suture, 1.5 μl of L-NIO (N5-(1-iminoethyl)-l-ornithine) (cat. no. 0546, Tocris solution) (27.4 mg ml^−1^ in sterile PBS) was injected into the caudate putamen nucleus at 0.15 μl min^−1^ using target coordinates relative to bregma of +0.5 mm A/P, +2.5 mm L/M and −3.0 mm D/V by using a glass micropipette.

### Lineage tracing

Cell lineage tracing was conducted by using tdT reporter protein targeted to specific cells and temporally regulated via CreERT-loxP in transgenic mice^31^. tdT expression was activated in young adult mice by administering tamoxifen (Sigma, T5648-1G, 20 mg ml^−1^ in corn oil) by intraperitoneal injection (100 mg kg^−1^, once a day) for 5 days followed by clearance for 3 weeks before SCI or stroke, so that no residual tamoxifen remained. Using this approach, tdT becomes constitutively expressed by cells in which it has been activated by Cre during the period of tamoxifen delivery, and this expression is passed on to all progeny cells. Once tamoxifen is no longer administered and has cleared, only the originally targeted cells and their progeny express tdT.

### BrdU

BrdU (Sigma-Aldrich), 100 mg kg^−1^ day^−1^ dissolved in saline plus 0.007 N NaOH, was administered as single daily intraperitoneal injections on days 2 through 7 after SCI.

### Histology and immunohistochemistry

After terminal anesthesia by barbiturate overdose, mice were perfused transcardially with 4% paraformaldehyde (Electron Microscopy Sciences). Spinal cords were removed, post-fixed overnight and cryoprotected in buffered 30% sucrose for 48 h. Frozen sections of the spinal cord were prepared in the horizontal plane at 30 μm thickness using a cryostat microtome (Leica) and processed for immunofluorescence as previously described^27^.

#### Primary antibodies

Primary antibodies used included goat anti-A2m (1:300, AF1938; R&D Systems), rabbit anti-Aldh1l1 (1:1,000, Ab87117; Abcam), sheep anti-BrdU (1:800, NB-500-235; Novus), rat anti-C3 (1:400, NB200-540; Novus), goat anti-CD13 (1:600, AF2335; R&D Systems), rat anti-Cd44 (1:400, 14-0441-82; Invitrogen), rat anti-CD68 (1:1,000, MCA1957; Biorad), rabbit anti-Cd74 (1:200, A13958; Abclonal), rabbit anti-Cdsn (1:800,13184-1-AP; Proteintech), goat anti-Cxcl10 (1:200, AF-466; Novus), rabbit anti-Dnali1 (1:500, 17601-1-AP; Proteintech), rabbit anti-Fxyd1 (1:800, A15082; Abclonal), rabbit anti-GFAP (1:2,000, GA524, Z033401-2; Dako/Agilent), rat anti-GFAP (1:1,000, 13-0300; ThermoFisher), rabbit anti-hemagglutinin (1:1,000, H6908; Sigma-Aldrich), goat anti-Gpc5 (1:200, AF2607; R&D Systems), rabbit anti-Gpx1 (1:200, 29329-1-AP; Proteintech), goat anti-hemagglutinin (1:800, NB600-362; Novus Biologicals), rabbit anti-H2-Ab1 (1:200, A18658; Abclonal), rabbit anti-Hpse (1:200, 24529-1-AP; Proteintech), guinea pig anti-Iba1 (1:1,000, 234004; Synaptic Systems), rabbit anti-Iba-1 (1:800, 019-19741; Wako), rabbit anti-Id3 (1:500, 9837; Cell Signaling), rabbit anti-Kcnj10 (Kir4.1) (1:400, APC-035; Alomone Labs), rat anti-Lgals3 (1:200, 14-5301-82; ThermoFisher), rabbit anti-Lxn (1:500, 13056-1-AP; Proteintech), rabbit anti-Mfge8 (1:200, A12322; Abclonal), rabbit anti-Mmp12 (1:200, 22989-1-AP; Proteintech), goat anti-Myoc (1:400, AF2537; Novus), guinea pig anti-NeuN (1:1,000, 266004; Synaptic Systems), rabbit anti-NeuN (1:1,000, ab177487; Abcam), guinea pig anti-Olig2 (1:800, ABE1024; Millipore), rabbit anti-Olig2 (1:200, AB9610; Millipore), rabbit anti-Padi2 (1:300,12110-1-AP; Proteintech), rabbit anti-Prdx6 (1:500, 13585-1-AP; Proteintech), sheep anti-S100a6 (1:300, AF4584; R&D Systems), rabbit anti-S100a6 (1:200, A3461; Abclonal), goat anti-Serpina3n (1:200, AF4709; R&D Systems), goat anti-Sox9 (1:800, AF3075; R&D Systems), rabbit anti-Sox9 (1:800, 702016; ThermoFisher), goat anti-Sox10 (1:500, AF2864; R&D Systems), guinea pig anti-tdT (RFP) (1:1,500, 390-004; Synaptic Systems), rabbit anti-RFP (1:1,500, 600-401-379; Rockland), rabbit anti-Timp1 (1:800, 16644-1-AP; Proteintech), sheep anti-Trem2 (1:400, AF1729; Novus), rabbit anti-Tyrobp (1:400,12492S; Cell Signaling) and rat anti-Vim (1:200, MAB2105; Novus). All antibodies were sourced from commercial vendors and selected because they had previously been validated for fluorescent immunohistochemistry in mouse tissue and had a manufacturer-provided demonstration of specificity based on western blots and, in most cases, validation in peer-reviewed publications.

#### Fluorescence secondary antibodies

Alexa 488 (green), Cy3 (550, red) or Alexa 647 (far red) were used, all from Jackson Immunoresearch Laboratories. Mouse primary antibodies were visualized using the Mouse-on-Mouse detection kit (M.O.M., Vector). The nuclear stain was 4′,6′-diamidino-2-phenylindole dihydrochloride (DAPI, blue; 2 ng ml^−1^; Molecular Probes). Sections were cover-slipped using ProLong Gold anti-fade reagent (Invitrogen). Sections were examined and photographed with an epifluorescence microscope using structured illumination hardware and deconvolution software (Zeiss).

#### Quantification of positively stained cells

The number of lesion border astrocytes expressing specific individual immunoreactive proteins or incorporating BrdU was evaluated by using double and triple labeling immunohistochemistry combined with analysis of single cells in three dimensions. Stacks of optical slices were collected through the *z* axis (15–25 µm) in the astrocyte borders immediately adjacent to and within 250 µm of fibrotic lesion cores and were evaluated using the software Imaris 9.2 (Bitplane), Zen 3.1 (Zeiss) and ImageJ 1.53 (NIH). Values were expressed as the proportion of Gfap+Sox9-positive cells that were also positive for a given protein or BrdU. At least 30 cells were evaluated per animal examined.

### Fresh tissue collection and freezing for RiboTag or snRNA-seq

Uninjured mice and mice at various timepoints after complete crush SCI were perfused with ice-cold heparinized saline prepared using RNase-free and DNase-free water and 10× PBS for 2 min at 7 ml min^−1^ for blood clearance. Spinal cords were rapidly dissected on ice-chilled blocks. For SCI samples, the lesion core center was identified and a tissue block of 1 mm rostral and caudal was then rapidly removed. We have previously shown that astrocyte proliferation after SCI in mice is proportionally highest in the 250 µm zone immediately adjacent to the stromal cell lesion core and is almost as high in the next adjacent 250 µm zone and then tapers gradually over about 1 mm^13^. Our observations were equivalent here. Histological evaluations indicated that the lesion core extends rostro-caudally for about 500 µm and contains few astrocytes. Thus, the block of tissue collected here included the lesion core and about 750 µm of border tissue on either side of the lesion core, and the overwhelming majority of astrocytes in this tissue block will have been newly proliferated. We purposely made our dissections of tissue samples as small as possible to include primarily newly proliferated border-forming astrocytes while excluding nonproliferative astrocytes from adjacent spared neural tissue. Anatomically equivalent regions of spinal cord were taken from uninjured mice, including from postnatal samples. Tissue samples were rapidly snap-frozen in microcentrifuge tubes maintained in a dry ice bath and stored at −80 °C until further processing.

### RiboTag immunoprecipitation and RNA-seq

Frozen spinal cord tissue was processed by RiboTag immunoprecipitation^33^ using established methods^27,42^. In brief, tissue was homogenized in RiboTag lysis buffer and centrifuged to remove tissue debris. Immunoprecipitation of hemagglutinin-positive ribosomes was performed by incubating with anti-HA.11 Epitope Tag Antibody (Biolegend, 901515) for 4 h in a microcentrifuge tube on a microtube rotator kept at 4 °C. Immunoprecipitation solutions were combined with Pierce A/G Magnetic Beads (ThermoFisher, PI88803) and incubated overnight on a microtube rotator at 4 °C. On the second day, the solution was separated from the magnetic beads and processed as the ‘flow through’ sample representing mRNA of other cells not from RiboTag-positive cells. Magnetic beads were washed three times with high salt solution (50 mM Tris pH 7.4, 300 mM KCl, 12 mM MgCl_2_, 1% NP-40, 1 mM dithiothreitol (DTT), 100 mg ml^−1^ cyclohexamide). Unpurified RNA was collected from the magnetic beads by addition of RLT Plus buffer with BME and vigorous vortexing. RNA was then purified using RNeasy Plus Mini (for in vitro cell pellets) or Micro Kits (for spinal cord tissue) (QIAGEN, 74134 and 74034). Total mRNA derived from the RiboTag immunoprecipitation was quantified using a 2100 Bioanalyzer (Agilent), and RNA samples having RNA integrity numbers greater than seven were processed for RNA-seq. Sequencing was performed on poly-A selected libraries using Illumina NovaSeq S2 (UCLA Technology Center for Genomics & Bioinformatics) using paired-end reads (2 × 50 – 50 bp length) with an average of 50–100M reads per sample split over two lanes of the S2 flow cell.

### Transcriptomics analysis of RiboTag RNA-seq data

Analysis of RNA-seq raw data was performed in Galaxy using standardized workflows as previously described^42^. The R1 and R2 FASTQ files from lanes 1 and 2 that were obtained directly from the Illumina NovaSeq S2 run were concatenated and cleaned up using the Trimmomatic tool. Data were then aligned to the *M. musculus* (mm10) reference genome using the HISAT2 tool applying default parameters. Gene counts from the aligned datasets were performed using the featureCounts tool, applying default parameters. FPKM values were calculated for each gene directly in Excel (Microsoft) using standardized lists of gene lengths and normalization of the count data. DEG analysis on raw gene count data was conducted using Edge-R in Galaxy, applying Benjamini and Hochberg *P* value adjustment and TMM normalization. Across all studies, we used a conservative false discovery rate cutoff of <0.01 to define the significance of DEGs and evaluated at least four unique samples per experimental group. GO analyses were performed using the Enrichr tool (https://maayanlab.cloud/Enrichr). Differences in transcript expression across samples were evaluated using data-dimensionality reduction techniques, including principal component analysis and Euclidian distance as described below. Heatmaps of DEG data were generated using NG-CHM BUILDER (https://build.ngchm.net/NGCHM-web-builder). Violin plots of DEGs were generated using Prism 10.

### Threshold criteria for gene expression in healthy astrocytes

Healthy astrocyte expressed genes (AEGs) were defined as having an FPKM value greater than 0.1, which was a conservative cutoff that accounted for genes that were no more than one standard deviation below the mean of the log-transformed dataset and represented the upper 77% of all genes that had detectable counts in the dataset. Genes with an FPKM value at or above this threshold in healthy astrocytes were considered healthy expressed genes.

### Isolation and precipitation of astrocyte nuclei for snRNA-seq

Tissue samples were collected from *n* = 4 uninjured mice and *n* = 4 mice at 28 days after SCI and were rapidly frozen as described above. To avoid potential batch effects, frozen tissue samples were then all processed at the same time. To enrich for astrocyte nuclei, we used Sox9 antibody-binding and magnet-assisted nuclear immunoprecipitation using well-characterized procedures^80–82^ as follows. Tissue samples were first gently dissociated by trituration and pelleted by centrifugation. Nuclei were extracted from cell pellets by gentle resuspension in ice-cold lysis buffer (10 mM Tris buffer, 10 mM NaCl, 3 mM MgCl_2_, 0.1% Nonidet P40 Substitute). Nuclei were pelleted by centrifugation (model 5415R, Eppendorf; 500 r.p.m. for 5 min at 4 °C) and then resuspended in nuclei wash and resuspension buffer (1× PBS, 1% BSA, 0.2 U ul^−1^ RNase inhibitor) before being washed once more in nuclei wash and resuspension buffer and then filtered using a 5 ml polystyrene round-bottom tube with 35 µm cell-strainer cap and concentrated to a nuclei concentration of 1,000 nuclei per µl (1 × 10^6^ nuclei per ml), resuspended and incubated with Sox9 rabbit monoclonal antibody (ThermoFisher, 72016) for 30 min and then centrifuged at 700×*g* for 10 min. Pellets were resuspended in 80 μl of MACS buffer composed of 1× PBS (tissue culture grade; Ca^2+^, Mg^2+^ free), 0.5% nuclease-free BSA, and 2 mM EDTA, and then incubated with anti-Rabbit IgG Microbeads (Miltenyi, 130-048-602) for 20 min at 4 °C. After washing with 1 ml of MACS buffer at 300×*g* for 10 min at 4 °C, immunolabeled nuclei were enriched by magnetic separation using MACS MS columns (Miltenyi, 30-042-201, 130-042-102 and 130-042-303). Pellets were resuspended in an appropriate volume of resuspension buffer to achieve a final concentration of 1,000 nuclei per µl (1 × 10^6^ nuclei per ml) and immediately processed for library preparation using Chromium Next GEM Single Cell 3′ v3.1 kits following the manufacturer’s instructions. Eight library samples were processed simultaneously for RNA-seq on two lanes (lane 1: injured-1, injured-2, uninjured-1, uninjured-2; lane 2: injured-3, injured-4, uninjured-3, uninjured-4) of Illumina NovaSeq S4 with at least 300 M reads per library sample, conducted in-house by the UCLA Technology Center for Genomics & Bioinformatics using paired-end reads (2 × 100).

### Analysis of snRNA-seq data

Raw single-nuclei sequencing data was processed using RNA StarSolo on the Galaxy Single Cell Omics platform using *M. musculus* (mm10) reference genome, 3M-February-2018 barcode whitelist, the gencode vM25 annotation list and Cell Ranger v3 configure chemistry options. Scanpy tools were used through the Galaxy platform to convert genes, barcodes and matrix files derived from RNA StarSolo into an AnnData matrix h5ad format. Downstream analysis was performed in R (v4.1) using the Seurat package (v4). The dataset was pre-processed to remove cells with high mitochondrial reads, filter out genes that were detected in less than 200 cells and filter out low-quality cells that had less than 500 attributed genes. We then imposed stringent quality control metrics on unique molecular identifiers, the number of genes detected per cell and the proportion of mitochondrial reads (Extended Data Fig. 8b), thereby effectively mitigating the likelihood of doublet incorporation. Second, we used the CellBender algorithm^83^ to correct for ambient RNA contamination, a factor that can artificially inflate doublet rates. CellBender’s robust ambient RNA removal further contributed to the enhancement of data quality. Our prior investigations^84^ have revealed a lack of consensus among various doublet detection algorithms when identifying doublet cells in identical datasets. We therefore focused on rigorous upfront quality control measures and ambient RNA correction as more reliable avenues for enhancing data fidelity.

Next, we log_2_ normalized the dataset, identified the 4,000 most variable genes across the total population, computed principal components and summarized the top 50 principal components using the UMAP projection. Clustering of nuclei was performed on the UMAP data through Seurat using Louvain clustering algorithms with a resolution of 0.3, which resulted in 20 discrete clusters for nuclei from both uninjured and SCI tissue. Based on feature plot analysis of the distribution of marker genes in individual nuclei, clusters of nuclei were annotated as enriched for astrocytes, neurons, oligodendrocytes, OPCs or microglia on the basis of multiple cell-type-specific marker genes. Clusters broadly identified as enriched for astrocytes based on high expression of *Gfap, Aqp4, Slc1a2, Aldoc* and *Clu* with low or absent expression of markers for other cell types (Extended Data Fig. 8c) were extracted and re-clustered with a resolution of 0.3. We then selected clusters of astrocytes and eliminated clusters of other cell types based on panels of multiple consensus marker genes highly enriched in or selective for uninjured or reactive astrocytes^42^ or other specific cell types^85^. Examples of marker genes used to identify clusters included (but were not limited to) *Gfap*, *Aqp4*, *Gpc5, Slc7a10*, *Slc1a2*, *Slc4a4*, *Slc39a12*, *Fgfr3*, *Aldoc*, *Clu*, *Padi2*, *Fxyd1*, *Prdx6*, *Lcn2*, *Serpina3n*, *A2m*, *Spp1* and *C3* for uninjured or reactive astrocytes; *Dnah12*, *Pifo*, *Odf3b*, *Dynlrb2*, *Cfap126* and *Fam183b* for ependyma; *Pecam1*, *Ptprb*, *Adgrf5*, *Cytl1* and *Lmcd1* for endothelia; *Csf1r*, *P2ry12* and *Ptgs1* for microglia; *Ptprc* (*Cd45*) for leukocytes; *Mog* and *Cldn14* for oligodendroglia; *Pdgfra* and *Cspg4* (*Ng2*) for OPCs; *Pdgfra* for pericytes; *Fbn1* and *Lum* for stroma and fibroblasts; and *Syt1 and Stx1a* for neurons. Final selection of astrocyte clusters was based on high expression of multiple astrocyte markers combined with low or absent expression of markers of other cell types as shown for selected examples in Extended Data Fig. 8h. This process confidently identified 15,637 astrocyte nuclei from *n* = 4 uninjured mice (1,585, 1,576, 2,961 and 2,648 nuclei per mouse) and *n* = 4 SCI mice (1,967, 1,859, 1,709 and 1,332 nuclei per mouse) that were used for final analyses after re-clustering with a resolution of 0.15 (Extended Data Fig. 8d–g).

### PCA

PCA and Euclidean distance analysis were performed using XLStat (Addinsoft)^42^. For PCA presented throughout, the first two principal components were used to display two-dimensional scatterplots. PCA factor analysis to identify genes correlated with a particular PC used a factor loading threshold of >|0.8|. PCA data were represented as Euclidean distance plots throughout. Euclidean distance magnitude calculations were derived by assessing the vector magnitude in PCA space of a specific sample referenced to another sample as an initial point.

### Statistics, power calculations, group sizes and reproducibility

Graph generation and statistical evaluations of repeated measures were conducted by one-way or two-way ANOVA with Tukey’s post hoc independent pair-wise analysis or by one-sample *t*-tests in which the null hypothesis was equal to 100%, as appropriate, using Prism 10 (GraphPad Software). *P* values for GO evaluations were calculated by two-sided Fisher’s exact test using the Enrichr tool. Data distribution was assumed to be normal but this was not formally tested. Statistical details of experiments can be found in the figure legends including the statistical tests used and the number of replicative samples. Across all statistical tests, significance was defined as *P* < 0.05. Power calculations to determine group sizes were performed using G*Power Software v3.1.9.2. For immunohistochemical quantification analysis and RNA-seq, group sizes were calculated to provide at least 80% power when using the following parameters: probability of type I error (alpha) = 0.05, a conservative effect size of 0.25 and 2–5 treatment groups with multiple measurements obtained per replicate. All graphs show mean values ± s.e.m. as well as individual values as dot plots. All bar graphs are overlaid with dot plots in which each dot represents the value for one animal to show the distribution of data and the number (*n*) of animals per group. Lineage-tracing studies were repeated independently at least three times in different cohorts of mice across a 3-year period with similar results. All immunohistochemistry analyses were reproduced in at least *n* = 4 biological replicates.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41593-024-01684-6.

### Supplementary information

Reporting Summary

Supplementary Data 1 Master lists of FPKMs of astrocytes and other cells (flow-through) used to calculate enrichment and DEGs (log_2_ (fold changes from healthy)).

Supplementary Data 2 Lists of DEGs in named gene cohorts: Fig. 2b, all DEGs (13,527); Fig. 2d, healthy astrocyte EGs (15,722); Fig. 2d, newly expressed genes (889); Fig. 3b, consensus healthy astrocyte expressed genes (cAEGs, 429); Fig. 3g, immune-precipitate healthy astrocyte expressed genes (ipAEGs, 2,806); Fig. 3i,j, unsupervised proliferation genes (91); Fig. 4a–c, consensus reactivity genes (cARGs, 170); Fig. 4f, DEGs more than twofold upregulated at all times (1,129).

Supplementary Data 3 Lists of DEGs in named gene cohorts: Fig. 5a, inflammation DEGs (1,708); Fig. 6b, EMT genes (197); Fig. 6e, wound healing genes (278); Fig. 6h, cell adhesion genes (425); Fig. 6k, delayed astrocyte reactivity DEGs (dARGs, 757); Fig. 8h–j, persisting astrocyte reactivity DEGs (pARGs, 1,927).

### Source data

Source Data Fig. 1 Statistical Source Data

Source Data Fig. 2 Statistical Source Data

Source Data Extended Data Fig. 1 Statistical Source Data

Source Data Extended Data Fig. 2 Statistical Source Data

Source Data Extended Data Fig. 9 Statistical Source Data

## Data Availability

Raw FASTQ sequencing files and processed count data have been deposited at Gene Expression Omnibus and are publicly available with accession number GSE241628 for RiboTag data, accession number GSE247844 for our snRNA-seq data from this study and GSE234774 for snRNA-seq data from a previous publication^30^. All data generated for this study are included in the main and extended data figures and supplementary data files with lists of different gene cohorts examined. For all quantitative figures, source data are provided in Supplementary Information. Other data that support the findings of this study are available on reasonable request from the corresponding authors. Source data are provided with this paper.

# Supplementary material for: Derivation and transcriptional reprogramming of border-forming wound repair astrocytes after spinal cord injury or stroke in mice
**Source:** Nat Neurosci. 2024 Jun 21;27(8):1505–21. doi: 10.1038/s41593-024-01684-6
**Supplement:** Supplementary file 1 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give <i>P</i> values as exact values whenever suitable.</i>              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Zen 3.1 (Blue Edition) (Zeiss).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Data analysis   | NIH Image J (1.51), G*Power Software V 3.1.9.2., Microsoft Excel for Microsoft Office 365 ProPlus, Imaris 9.2 (Bitplane), or Zen 3.1 (Blue Edition) (Zeiss), Prism 10 (GraphPad Software Inc); XLStat Basic 2020.3.1 (Addinsoft Inc), Galaxy ( <a href="https://usegalaxy.org/">https://usegalaxy.org/</a> ) to use the following tools - Trimmomatic (Galaxy Version.38.0), HISAT2 (Galaxy Version 2.1.0+galaxy4), featureCounts (Galaxy Version 1.6.3+galaxy2), EdgeR (Galaxy Version 3.34.0+galaxy1), ScanPy Galaxy Suite 1.1; Enrichr ( <a href="https://maayanlab.cloud/Enrichr/">https://maayanlab.cloud/Enrichr/</a> ). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw FASTQ sequencing files and processed count data have been deposited at Gene Expression Omnibus (GEO) and are publicly available with Accession Number

GSE241628 for RiboTag data and Accession Number GSE247844 for our snRNAseq data, and GSE234774 for Skinnider et al data. All data generated for this study are included in the main and supplementary figures and Supplementary Information files. For all quantitative figures, files of statistics source data of individual values as well as the results of statistical tests are provided with the paper. Other data that support the findings of this study are available on reasonable request from the corresponding authors.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | n/a |
| Reporting on race, ethnicity, or other socially relevant groupings | n/a |
| Population characteristics                                         | n/a |
| Recruitment                                                        | n/a |
| Ethics oversight                                                   | n/a |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For in vivo experiments, the animal group sizes were calculated to provide at least 80% power when using the following parameters: probability of type I error (alpha) = .05, a conservative effect size of 0.25, 2-5 treatment groups with multiple measurements obtained per replicate. For all experiments performed as part of this paper the groups sizes are reported.                                                                                                                                                                                   |
| Data exclusions | No data were excluded from analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Replication     | In vivo experiments that involved injection of stroke inducing agent L-NIO or application of SCI crush injury were repeated independently at least three times in different cohorts of mice across a three-year period with similar results. In addition, different cohorts of mice were evaluated with different techniques (RNAseq, ATACseq or protein detection) that yielded comparable and consistent results. Key data generated from the immunohistochemistry analysis were repeated independently by two co-authors. All replications were successful. |
| Randomization   | Animals were randomly assigned numbers and thereafter were evaluated blind to experimental condition. Across all experiments animals were randomized for weight, age and sex. For in vitro studies, imaging fields of view were chosen randomly.                                                                                                                                                                                                                                                                                                               |
| Blinding        | Animals were randomly assigned numbers and thereafter were evaluated blind to experimental condition throughout RiboTag immunoprecipitation and RNA extraction, immunohistochemical processing and imaging.                                                                                                                                                                                                                                                                                                                                                    |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

Goat anti-A2m (1:300, AF1938; R&D Systems); rabbit anti-Aldh1l1 (1:1000; Ab87117; Abcam, Cambridge, MA, USA); sheep anti-BrdU (1:800, NB-500-235; Novus); rat anti-C3 (1:400, NB200-540; Novus); goat anti-CD13 (1:600, AF2335; R&D Systems, USA); rat anti-Cd44 (1:400, 14-0441-82; Invitrogen); rat anti-CD68 (1:1000, MCA1957; Biorad, USA); rabbit anti-Cd74 (1:200, A13958; Abclonal); rabbit anti-Cdsn (1:800, 13184-1-AP; Proteintech); goat anti-Cxcl10 (1:200, AF-466; Novus); rabbit anti-Dnali1 (1:500, 17601-1-AP, Proteintech); rabbit anti-Fxyd1 (1:800, A15082, Abclonal); rabbit anti-GFAP (1:2,000; GA524; Z033401-2; Dako/Agilent Tech., CA); rat anti-GFAP (1:1,000, 13-0300; ThermoFisher, USA); rabbit anti-hemagglutinin (HA) (1:1000, H6908, Sigma); mouse anti-hemagglutinin (HA.11) (1:1000, 901515, Biolegend); goat anti-Gpc5 (1:200, AF2607; R&D Systems); rabbit anti-Gpx1 (1:200, 29329-1-AP; Proteintech); goat anti-HA (1:800, NB600-362, Novus Biologicals); rabbit anti-H2-Ab1 (1:200, A18658; Abclonal); rabbit anti-Hpse (1:200, 24529-1-AP; Proteintech); guinea pig anti-lba1 (1:1000, 234004; Synaptic Systems, USA); rabbit anti-lba-1 (1:800, 019-19741; Wako, Osaka, Japan); rabbit anti-Id3 (1:500; 9837; Cell Signaling); rabbit anti-Kcnj10 (Kir4.1) (1:400, APC-035; Alomone labs); rat anti-Lgals3 (1:200, 14-5301-82; ThermoFisher); rabbit anti-Lxn (1:500, 13056-1-AP; Proteintech); rabbit anti-Mfge8 (1:200, A12322; Abclonal); rabbit anti-Mmp12 (1:200, 22989-1-AP; Proteintech); goat anti-Myoc (1:400, AF2537; Novus); guinea pig anti-NeuN (1:1000, 266004; Synaptic Systems); rabbit anti-NeuN (1:1000, ab177487, Abcam); guinea pig anti-Olig2 (1:800, ABE1024; Millipore); rabbit anti-Olig2 (1:200, AB9610; Millipore); rabbit anti-Padi2 (1:300, 12110-1-AP; Proteintech); rabbit anti-Prdx6 (1:500, 13585-1-AP; Proteintech); sheep anti-S100a6 (1:300, AF4584; R&D Systems); rabbit anti-S100a6 (1:200, A3461; Abclonal); goat anti-Serpina3n (1:200, AF4709; R&D Systems); goat anti-Sox9 (1:800, AF3075; R&D Systems); rabbit anti-Sox9 (1:800, 702016; ThermoFisher); goat anti-Sox10 (1:500, AF2864; R&D Systems); guinea pig anti-tdT (RFP) (1:1500, 390-004; Synaptic systems); rabbit anti-RFP (1:1500, 600-401-379; Rockland); rabbit anti-Timp1 (1:800, 16644-1-AP; Proteintech); sheep anti-Trem2 (1:400, AF1729; Novus); rabbit anti-Tyrobp (1:400, 12492S; Cell Signaling); rat anti-Vim (1:200, MAB2105; Novus).

## Validation

All antibodies used were sourced from commercial vendors and were selected because they had previously been validated for use on mouse tissue (validated mouse reactivity) and for use in fluorescent immunohistochemistry (IHC) applications. Furthermore, validation of these antibodies can be found in peer reviewed publications by our team and others which are referenced throughout the manuscript. Additional validation information of each antibody is available from the various manufacturers' websites and validation information for relevant antibodies is provided below.

Rabbit anti-GFAP (1:1000; Cat#Z-0334, Dako, Santa Clara, CA) validated and used consistently over many publications (e.g. (Anderson et al. Nature. 2016 & 2018), validated by Dako and information he, used extensively across many other publications (~1839 citations on CiteAb);

Rat anti-GFAP (1:1000, Cat#13-0300, ThermoFisher, Grand Island, NY) validated by company on their website and used within the concentration range recommended for IHC, cross-validated by us by comparing with the Rabbit GFAP above;

Rabbit anti-NeuN (1:1000, Cat#Ab177487, Abcam, Cambridge, MA) - information describing validation of concentration and for use with mouse on company website, used at recommended concentration for IHC by manufacturer and used by us extensively in previous studies (O'Shea et al. Nature Communications. 2020);

Guinea pig anti-NeuN (1:1000, Cat#266-004, Synaptic Systems, Goettingen, Germany) validation information on company website, and our own successful validation was made by comparing with Rabbit anti-NeuN above.

Goat anti-CD13 (1:200, Cat#AF2335, R&D systems, Minneapolis, MN) - validation information on company website and used by us at recommended concentration range in previous studies (e.g. O'Shea et al. Nature Communications. 2020);

rabbit anti-Fibronectin (1:500, Cat#AB2033, Millipore, Burlington, MA) - validation information on company website and used by us extensively in previous studies (e.g. Anderson et al. Nature. 2018);

Rat anti-Galectin-3 (1:200, Cat#14-5301-82 Invitrogen-ThermoFisher Scientific, Grand Island, NY)- validation information on company website, manufacturer states that "Antibody was verified by Knockdown to ensure that the antibody binds to the antigen stated" and used at the specified concentration for IHC provided by the manufacturers;

Rat anti-CD68 (1:1000, Cat# MCA1957, AbDserotec-BioRad, Hercules, CA)-validation information on company website and used previously by us in publications;

Rabbit anti-lba-1 (1:800, Cat#019-19741, Wako, Osaka, Japan)-validation information on company website and used previously by us in publications;

Guinea pig anti-lba-1 (1:800, Cat#234-004, Synaptic systems, Goettingen, Germany)-validation information on company website, staining profile was compared with the Rabbit anti-lba-1 to confirm specificity;

Rabbit anti-P2Y12R (1:500, Cat#AS-55043A, Anaspec, Fremont, CA)-validation information on company website, used within recommended concentration, staining compared with lba-1 in uninjured mouse brain tissue to confirm specificity for microglia;

Rabbit Hemagglutinin (HA) (1:1000, Sigma #H6908) and mouse anti-hemagglutinin (HA.11) (1:1000, 901515, Biolegend); validation information on company websites, used within recommended concentrations, staining and immun-precipitation compared with previous studies (e.g. Anderson et al. Nature. 2016);

Goat HA (1:800, Novus, NB600-362) validation information on company website, used within recommended concentration, staining compared with Rabbit HA above;

goat anti-Nestin (1:500, R&D, AF2736) validation information on company website, used within recommended concentration, used previously by us (Wollenberg et al. 2018. Biomaterials).

goat anti-Sox9 (1:500, R&D systems, AF3075) information describing validation of concentration and for use with mouse on company

website, used at recommended concentration for IHC by manufacturer and used by us extensively in previous studies (Ren et al. Scientific Reports. 2017);  
 rabbit Aldh1l1 (1:1000, Abcam, Ab87117) information describing validation of concentration and for use with mouse on company website, used at recommended concentration for IHC by manufacturer and used by us extensively in previous studies (Ren et al. Scientific Reports. 2017);  
 goat anti-Clusterin (Clu) (1:200, R&D systems, AF2747) information describing validation of concentration and for use with mouse on company website, used at recommended concentration for IHC by manufacturer;  
 Rabbit anti-Tuj-1 (1:500, Sigma, T2200-200UL) validation information on company website, used within recommended concentration, used previously by us (Wollenberg et al. 2018. Biomaterials).  
 rat anti-Vimentin (1:200; R&D Systems, MAB2105) information describing validation of concentration and for use with mouse on company website, used at recommended concentration for IHC by manufacturer;  
 rat anti-Cd44 (IM7) (1:200; Thermofisher Scientific, #14-0441-82) information describing validation of concentration and for use with mouse on company website, used at recommended concentration for IHC by manufacturer;  
 Rabbit anti-Id3 (1:200; Cell Signaling Technology, #9837) information describing validation of concentration and for use with mouse on company website, used at recommended concentration for IHC by manufacturer.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | All in vivo animal experiments were conducted within approved UCLA facilities using wildtype or transgenic C57/BL6 female and male mice that were aged between 8 weeks and four months old at the time of craniotomy or spinal cord injury surgery. For lineage tracing, Ai14 mice expressing the reporter, tdTomato (tdT) (JAX: 007914) were crossed with different Cre-driver lines: (1) Aldh1l1-CreERT2 (JAX: 031008), (2) Pdgfra-CreERT-tdT (JAX: 018280) or (3) NG2-CreERT-tdT (JAX: 008538). B6N.129-Rpl22tm1.1Psam/J (RRID: IMSR_JAX: 011029) 9RiboTag mice were crossed either with Aldh1l1-CreERT2 (JAX: 031008) or with mGfap-Cre-73.12 (JAX: 012886). For postnatal astrocyte evaluations, mGfap-RiboTag mice were used at postnatal days P0, P3, P7, P14, P21, P35, P63. Transgene expression for each sample was confirmed by genotyping of collected tail samples prior to processing for astrocyte specific RNA. Mice were housed in a 12-hour light/dark cycle in a specific pathogen-free facility with controlled temperature (20°C-25°C) and humidity (50-70%) and were provided with food and water ad libitum. |
| Wild animals            | No wild animals were used in the study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Reporting on sex        | Sex was considered in study design and animals of both sexes were examined (n=8 males and n = 8 females). Minimal differences were found as described in the text and data disaggregated for sex are shown in Extended Data Fig. 2I-n.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Field-collected samples | No field collected samples were used in the study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Ethics oversight        | All in vivo experiments involving the use of mice were conducted according to protocols approved by the Animal Research Committee (ARC) of the Office for Protection of Research Subjects at University of California Los Angeles (UCLA). ARC Numbers: ARC-2017-044; ARC-2008-051; ARC # 2015-073; ARC-2000-001.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

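Sequencing libraries of mouse spinal cord were used, 70 of them astrocyte libraries, made from RNA on HA-tagged ribosomes, and 47 flow-through libraries, made from the RNA left over in the same immunoprecipitation. In Aldh1l1-CreERT-RiboTag mice, astrocyte and flow-through libraries came from 4 uninjured females and from females at 2 d (5 mice) and 5, 14, 28, 42 and 70 d (4 mice each) after SCI, and from 4 males each at 5 and 14 d. In mGfap-Cre-RiboTag mice, they came from 5 females at 14 d after SCI and from 3 males and 2 females, uninjured, at P63, and astrocyte libraries alone came from uninjured mice at P0 (4 mice), P3 (3), P7 (3), P14 (5), P21 (4) and P35 (4). Each library was placed in its group by the title and the labels of its own record. One flow-through library at 5 d carries a male label while its title names no male and its astrocyte library is labelled female, and it was kept with the females.

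The deposited values are counts of reads per gene, as whole numbers without normalization. To make them, the authors trimmed reads with Trimmomatic, aligned them to mm10 with HISAT2 and counted them with featureCounts, all in Galaxy. The paper states default parameters for HISAT2 and featureCounts. Each file held 27179 Entrez gene identifiers, in another order in 18 of the files, and values were joined by identifier. RefSeq annotation named 25275 identifiers, GENCODE another 18 and the paper's supplementary tables 55, and 1831 stayed without a name. For 25142 genes a length was taken as the union of their exons in the annotation, with a median of 1.07 times the lengths behind the paper's FPKM values. The time course was computed from females. The paper's own FPKM means, checked afterwards for the genes its supplementary tables hold, follow from the counts of the female libraries at 5 and 14 d and not from those of the males.

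Differential expression was computed in R 4.3.3 with edgeR 4.0.16, by quasi-likelihood F tests (glmQLFit with legacy=TRUE and robust=TRUE), after TMM normalization and the low-count filter of filterByExpr. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of FDR under 0.01. All groups of the time course were fitted together, as were the groups of the line comparison and those of the ages, and each comparison of astrocyte with flow-through libraries was a fit of its own, in which the 2 libraries of an animal were not paired. The sex comparison held the time point as a covariate. A gene was called enriched when it was at least 2-fold higher in astrocyte than in flow-through libraries and past the threshold. CPM values are scaled within each fit, so that one gene's CPM differs slightly between the time course and the comparison with flow-through. For genes with no more than 3 counts in every library of the reference group, the fold is given as a lower bound against 3 counts.

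Gene lists were scored per mouse as the mean log2 CPM over their genes, with a prior count of 2, relative to uninjured mice, and tested by two-sided exact permutation of mice, with Benjamini-Hochberg adjustment over lists and time points. The smallest p these tests can give is 0.029 for 4 mice against 4 and 0.0079 for 5 against 4. The lists were the paper's cAEGs, inflammation, EMT, wound healing, cell adhesion, dARG and pARG genes, the maturity and immaturity genes derived here, and a proliferation list. Cell type lists for astrocytes, OPCs, oligodendrocytes, neurons, ependyma, endothelia, stroma, Schwann cells, microglia, monocyte-derived macrophages, neutrophils, erythrocytes, T cells and all myeloid cells together were fixed before any counts were seen, from genes in the paper's methods and commonly used markers. Lists of B cell and promyelocyte genes were added afterwards, and lists of CSPG, Y chromosome and X inactivation genes served single comparisons. Their log2 ratios of astrocyte to flow-through libraries were averaged per animal and tested by exact sign flips within a group and by exact permutation between lines.

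Principal components of the time course were computed over log2 fold changes of changed genes, standardized per gene, with changes not past the threshold set to 0, and a gene's loading is its correlation with the component. Maturity and immaturity genes were those changed with age in mGfap astrocytes whose log2 CPM correlated with the first component of the 28 libraries beyond 0.8 or −0.8. Genes were called expressed at an FPKM over 0.1, the paper's threshold, as a mean of the uninjured Aldh1l1 astrocyte libraries. Named genes were chosen by a rule written beforehand. These are the genes that a sentence or its main figure panel names, the first 3 with full statistics and the others by number, direction and range. For a comparison without named genes, they are the 3 with the largest fitted absolute log2 fold change among genes past the threshold whose groups do not overlap. Where a group has next to no counts, the fitted value gives neither the size of the change nor a rank. A lower bound against 3 counts is printed in its place. Some named genes are not reported here. Their places went to the next named gene, and counts of named genes leave them out.

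Library totals ran from 40710428 to 136008399 counts, with a median of 95831369, so that 3 counts correspond to less than 0.1 CPM in every library. Floors and bounds cover counting error only, since reads without molecular identifiers are not independent molecules, and the spread between mice is given as the SD. Whether equal numbers pair libraries was checked on residuals from the group means. Astrocyte and flow-through libraries of the same number and group, which the labels assign to one animal, had a median correlation of 0.122, over 0.1 in 28 of 47 pairs. Libraries of the same number at different time points, which are different mice, had a median of −0.00249, so that numbers were used as pairs only within an animal. Counts whose exact digits also stand in the names of the input columns are rounded to 2 digits here and in what follows, such as 3.0e+02.

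The procedure was tested on simulated data, drawn from the means, spread and sizes of the real libraries with 200 genes changed by known amounts. Of these, 86% were recovered with the groups of the time course, 78.5% for astrocyte against flow-through libraries, 94% for sexes, 62.5% for the response that differs between lines and 70% for ages, and no more than 3 unchanged genes were called in any of them. All time points share their uninjured mice. In 10 simulations without any change, set up with those shared mice, the median number of genes called at any time point was 0. The injured groups were drawn around the mean of the same uninjured libraries, so that the reference carried no error of its own. Calls that come from a shared reference could not arise in this way, and the 0 does not test for them. In the simulations, log2 fold changes at 28 and 70 d correlated across genes with a median of 0.0520 and at most 0.0979, against 0.888 observed. A shared reference by itself makes such changes correlate, which these low values do not show. The observed correlation is therefore not judged by them.

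Counts of genes, list scores, marker ratios, component measures and log2 fold changes of the named genes given with full statistics were recomputed under alternatives, and the means of the paper's Schwann cell and oligodendrocyte lineage lists were not. These were DESeq2 1.42.0 in place of edgeR, median-ratio size factors, no low-count filter, a filter of at least 10 counts in every library of a group, FDR under 0.05, the quasi-likelihood fit of edgeR 4, replicate or animal as a block, males included at 5 and 14 d, fits of the 2 compared groups alone, other prior counts, medians in place of means, other expression and loading thresholds, and each replicate left out in turn. For every comparison across all genes, the libraries were also split into other groups of the same sizes. Tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. The paper's gene ontology enrichments, its 91 proliferation genes, 170 cARGs and 2806 ipAEGs, and its stroke, lineage tracing, immunohistochemistry and single-nucleus experiments were not analysed here.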

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

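The tests of RNA carry-over at 5 d, of the spread of ratios between myeloid genes, of blood cells in uninjured mice and of the inflammation and pARG lists were set before their results were seen. All other tests of explanations in this part, the counts of other splits among them, were chosen only after the result was seen.

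In 6 cell type ratios of astrocyte to flow-through libraries, one animal lay further from the others of its group than Dixon's test allows at its 95% critical value. The log2 ratio of astrocyte genes at 2 d was 4.82, with the others from 3.58 to 3.86. The ratio of macrophage genes at 70 d was 0.64, with the others from 0.17 to 0.25. In males at 5 d, one T cell ratio was −0.31, with the others from −0.57 to −0.53, and one endothelial ratio was −3.18, with the others from −2.72 to −2.63. In males at 14 d, one ependymal ratio was −1.57, with the others from −0.86 to −0.76. In uninjured mGfap mice, one neuron ratio was −4.04, with the others from −4.38 to −4.29.

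Among the named genes, 16 groups held a library apart from the others by the same criterion. At 2 d in astrocytes these were Nes at 1084, with the others from 699.5 to 799 CPM, Cxcl2 at 65.0, with the others from 2.50 to 13.8, Cxcr2 at 83.9, with the others from 24.5 to 35.5 and A2m at 95.0, with the others from 155.2 to 177. At 5 d in astrocytes they were Fn1 at 409.9, with the others from 584 to 599 CPM, H2-Aa at 164.7, with the others from 132 to 137 and Il10ra at 44.9, with the others from 47.7 to 48.1, and at 28 d C3 at 2313, with the others from 3457 to 3519.9. At 70 d they were Slc1a2 at 3812, with the others from 4930.5 to 5105 CPM and Cxcr2 at 0.765, with the others from 1.57 to 1.66. In uninjured astrocytes, Ccr1 was at 0.600, with the others from 0.0924 to 0.171 CPM and F10 at 0.494, with the others from 0.0231 to 0.0949, both in replicate 1. In flow-through libraries, Ccn5 at 14 d was at 34.7, with the others from 60.3 to 64.8 CPM, C1qb at 28 d at 152.99, with the others from 213 to 217 and Ptx3 at 70 d at 3.09, with the others from 5.66 to 6.05. Mmp12 in mGfap astrocytes at 14 d was at 19.1, with the others from 2.15 to 4.30 CPM.

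Chance gives about 1 such library in 20 groups. Of 547 groups examined, 22 held one, where chance gives 27.4, and for named genes alone there were 16 of 301 against 15.1. One library of poor quality was weighed as an explanation. The values were spread over 18 libraries, and no library carried more than 3, which was astrocyte replicate 1 at 2 d. That library held 90452378 counts, against a group median of 76089196, so that a low depth does not set it apart. The design gives no condition that separates these animals from their groups, and no biological explanation was tested.

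The response at 14 d after SCI differed between mGfap and Aldh1l1 astrocytes for 2258 genes at FDR under 0.01, tested as an interaction of line and injury. Among 60 splits drawn from 15876 that exchanged mice between lines within uninjured and injured groups, 1 of the 60 splits, the real one, gave as many, and the most in another was 1.3e+02. Mixing the lines carries their real difference into the spread within groups, so that this does not measure false calls. Normalization does not account for the whole count, which was 2172 with median-ratio size factors and 3041 with DESeq2, but the direction moved with both. The main analysis gave 1376 genes with a larger and 882 with a smaller log2 fold change in mGfap astrocytes, and those alternatives gave 1064 and 1108, and 1483 and 1558. Depth differed less than 1.5-fold between the groups, with median totals of 107425481 and 106234670 counts in Aldh1l1 and 77830415 and 111741779 in mGfap astrocyte groups. Of the uninjured mGfap mice 3 are labelled male and 2 female, and the other groups female. With labelled sex as a covariate, an alternative chosen after seeing the data, the count was 1423, where the sex effect comes from those 5 mice alone and fewer mice of one sex remain to compare. Line, Cre type, age, sex and the cells each line tags all differ between the 2 sets of mice, and remain open as explanations that these data do not separate.

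For 4 gene lists, the mean response at 14 d differed between the lines at an unadjusted p under 0.05, by exact permutation within injury groups. As mGfap minus Aldh1l1 in log2, the difference was 1.30 (p = 0.043, 0.17 adjusted) for the paper's Schwann cell list and −1.30 (p = 0.013, 0.11 adjusted) for the paper's newly expressed genes. In the same permutation test it was −1.07 (p = 0.030, 0.16 adjusted) for pARGs and −1.63 (p = 0.014, 0.11 adjusted) for microglia genes. Over the 16 lists tested, 0 were past 0.05 after adjustment and 4 before it. A constant difference between lines also widens the permuted differences of this test. Lists short of 0.05 are therefore not shown to respond alike. The paper drew newly expressed genes and pARGs from the Aldh1l1 libraries, which makes a smaller response in another line the expected direction for a list so chosen, and the difference is not independent evidence for them. A difference in scaling does not account for all 4, since it would move all lists in one direction and the Schwann cell list differed in the other. No biological explanation was tested apart from the tagging of other cells weighed below.

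The log2 ratio of astrocyte to flow-through libraries was compared between the lines for each cell type list, as mGfap minus Aldh1l1. Genes of oligodendrocyte lineage, ependymal and Schwann cells were higher in mGfap mice, with 2.90 in uninjured mice and 4.81 at 14 d for OPCs and 1.53 in uninjured mice and 5.04 at 14 d for oligodendrocytes. For ependymal genes the difference was 3.60 in uninjured mice and 2.60 at 14 d, and for the paper's oligodendrocyte lineage list it was 0.88 in uninjured mice and 2.88 at 14 d. The paper's Schwann cell list gave 0.60 in uninjured mice and 2.03 at 14 d, and the Schwann list fixed here 3.46 at 14 d. Blood and immune genes were lower in mGfap mice. Erythrocyte genes gave −5.09 in uninjured mice and −7.27 at 14 d, neutrophil genes −4.09 in uninjured mice and −5.38 at 14 d, macrophage genes −2.04 in uninjured mice and −5.03 at 14 d and pan-myeloid genes −1.05 in uninjured mice and −3.97 at 14 d. At 14 d alone, the difference was −1.61 for microglia and −2.55 for T cells. Stromal genes gave −1.45 in uninjured mice and −1.12 at 14 d, and astrocyte genes −0.87 in uninjured mice. The added lists gave −1.88 and −2.78 for B cells and −5.33 and −6.42 for promyelocytes.

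Of these differences, those of T cell and microglia genes at 14 d had an exact permutation p of 0.016 (0.021 adjusted over 32 comparisons). For the other lists fixed beforehand, and without adjustment for the added lists, p was 0.0079, the smallest that 5 against 4 mice can give (0.012 adjusted). Endothelial and neuron genes did not differ at either state, nor did Schwann, T cell and microglia genes in uninjured mice or astrocyte genes at 14 d, where the lowest exact permutation p was 0.048 (0.061 adjusted). A smaller share of tagged RNA in one line would move every list of other cells in one direction, whereas at 14 d OPC genes were higher by 4.81 and pan-myeloid genes lower by 3.97 in mGfap mice. Of the genes in these lists, all OPC, oligodendrocyte, stromal and erythrocyte genes were over 1 CPM in uninjured Aldh1l1 astrocyte libraries, as were 7 of 8 Schwann, 9 of 12 neutrophil, 5 of 8 microglia and 2 of 6 ependymal genes, and 1 OPC gene is in another list. Among them, Mbp was at 2879 CPM and Col1a2 at 181.4 CPM. What stays open is which cells each line tags, and the age, sex, Cre type and origin of the mice, which the design does not separate. Sequencing batch, gene length, GC content and variants between the strains were not tested.

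Myeloid genes rose in the Aldh1l1 astrocyte libraries after SCI, with pan-myeloid genes at a log2 ratio to flow-through of −2.57 ± 0.24 (SD, n = 4) in uninjured mice, 0.76 ± 0.0668 at 5 d and −0.0879 ± 0.17 at 14 d. In mGfap mice at 14 d the ratio was −4.06 ± 0.98 (SD, n = 5). Carry-over of unbound RNA would place myeloid genes at the ratio of other cells. At 5 d they lay 2.42 above the highest of the endothelial, stromal, oligodendrocyte and neuron ratios, with an SD of 0.0552 between 4 animals, and at 14 d 1.65 above, which excludes carry-over as the whole of the rise at those times. The ratios of the 16 genes at 5 d had an SD of 1.02 between genes against 0.11 between animals. That spread decides nothing on tagged ribosomes in myeloid cells, because it was 0.95 in uninjured mice, where the genes were depleted. By this spread, infiltrating or resident myeloid cells that carry the tag cannot be told apart from other sources. Transcription by astrocytes that both lines tag alike would give equal ratios in the 2 lines, and the difference of −3.97 at 14 d, against −1.05 in uninjured mice, argues against this.

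A candidate explanation for the rise of myeloid genes is that a part of the myeloid cells, those derived from blood, carries tagged ribosomes in the Aldh1l1 line. Macrophage genes were at a log2 ratio of 2.21 ± 0.0302 at 5 d and microglia genes at −0.95 ± 0.0677 (SD, n = 4 each), a gap of 3.16, and macrophage and neutrophil genes lay above 0 at all 6 time points. Neither decides on the rise, because the gap was 2.96 in uninjured mice, where macrophage genes lay at 0.48. In the 4 animals at 5 d, the most abundant genes of these lists were Lyz2 at 14317 CPM and Gpnmb at 7518 CPM, with ratios of 2.44 and 2.89. Of the 12 macrophage genes, 4 were over 1 CPM in uninjured astrocyte libraries, and 5 are in the paper's inflammation list and 8 among its pARGs. For the 16 pan-myeloid genes these numbers were 15, 14 and 16, and no gene of either is in another cell type list. The explanation thus stays open. Transcription by astrocytes that only the Aldh1l1 line tags cannot be told apart from it, because equal astrocyte marker ratios in the 2 lines at 14 d (difference −0.00698) do not show which astrocytes each line tags. Uptake of tagged or untagged RNA by astrocytes was not tested.

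At 28, 42 and 70 d, pan-myeloid genes in the Aldh1l1 line stayed above their uninjured level, while their ratio to flow-through lay −0.25, 0.35 and −0.38 from the highest of the other lists, within the spread between animals (SD 0.54 to 0.75, n = 4 each). At 2 d it lay −0.37 from it. Carry-over and transcription by tagged cells cannot be told apart for these genes from 28 d on, because a ratio at the level of other lists is what carry-over gives and a low level of transcription gives as well.

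RNA of tagged myeloid cells was weighed as the whole of the rise of the inflammation and pARG lists in the Aldh1l1 line. In mGfap mice, where myeloid genes were depleted, 66 inflammation genes (3.91% of those tested) and 188 pARGs (9.84%) were at least 2-fold higher at 14 d with FDR under 0.01, and also at least 2-fold higher in astrocyte than in flow-through libraries on average and higher in each of the 5 animals, against 2.31% and 1.57% of the other genes tested. Both lists were chosen for changing after SCI, so that more of their genes rise by construction. Among genes that rose at least 2-fold in mGfap astrocytes, 11.5% of inflammation genes and 14.1% of pARGs were enriched so, against 16.2% of all. RNA of tagged myeloid cells and transcription by astrocytes cannot be told apart for the rise of either list, because these shares count single genes and leave open where the RNA of the other genes came from.

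In uninjured Aldh1l1 mice, genes of blood cells, which the paper does not analyse there, were higher in astrocyte than in flow-through libraries. The log2 ratio was 2.45 ± 0.54 for erythrocyte genes and 1.44 ± 0.0724 for neutrophil genes (SD, n = 4 each, above 0 in 4 of 4 animals, exact sign-flip permutation p = 0.125, the smallest 4 animals can give). Promyelocyte genes, a list added afterwards, were at 2.50 ± 0.33. Among the most abundant genes were S100a9 at 72.7 CPM, Ngp at 57.3, Hba-a1 at 31.8 and Ltf at 17.4, with log2 ratios of 2.58, 2.48, 2.86 and 3.49. In uninjured mGfap mice the 3 lists were at −2.64 ± 1.22, −2.65 ± 0.44 and −2.83 ± 0.70 (SD, n = 5 each). Carry-over of blood left in the tissue would place these genes at the ratio of other lists. In uninjured mice the highest of those was stroma, and erythrocyte and neutrophil genes lay 2.64 and 1.63 above it, in 4 of 4 animals each, which argues against carry-over. A candidate explanation is that blood cells or their precursors carry tagged ribosomes in the Aldh1l1 line. The test set beforehand was that promyelocyte genes, of cells found in bone marrow, would be above 0 and above their ratio in mGfap mice, and the difference between the lines was −5.33. How such RNA came into the spinal cord libraries was not tested, and all 4 mice come from one line.

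One gene, with identifier 100861531 and no name in the annotation used, took 9.50% ± 1.27 (SD, n = 4) of the counts in uninjured Aldh1l1 astrocyte libraries and 0.192% ± 0.0760 in the flow-through. The paper does not discuss it. Its share was 2.33% to 16.0% over 70 astrocyte libraries, with a median of 9.02%, and 0.101% to 1.41% over 47 flow-through libraries (median 0.265%). No explanation of its share, technical or biological, was tested.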

How the results depend on the processing

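Analysis choices and their alternatives were set before the data were examined, except for 3 rules for the enrichment of persistently higher genes, sex as a covariate between the lines and the B cell and promyelocyte lists, which were added later. The tests under those rules and with that covariate were chosen only after the result was seen.

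For 134 counts, list scores, marker ratios and component measures, 811 values were computed under alternatives other than leaving out a replicate. Of these, 765 kept their direction and their side of the threshold, or stayed within 1.5-fold (counts) or 1 SD (values without a test). The others were 42 that moved further, 2 that came past the threshold, 1 that fell short of it and 1 that reversed. With one replicate left out, 1539 of 1557 values stayed, 16 moved and 2 reversed. All 49 counts and component measures stayed without the low-count filter, with at least 10 counts in every library of a group and with the fit of edgeR 4, and all 84 list scores and marker ratios with a prior count of 0.5. Counts of changed genes against uninjured mice stayed at all 6 time points, from 10234 to 12497 genes at 2 d and from 5986 to 10274 at 70 d across alternatives. So did the counts of genes enriched over flow-through, with a range of 3302 to 3491 in uninjured mice.

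Intervals between late time points depended on the fit. With the 2 compared groups fitted alone, 2 genes changed from 28 to 42 d, against 3.0e+02 in the joint fit (1.67% of the genes tested), and 158 (from 2293) from 42 to 70 d, of which 36 were higher and 122 lower, against 936 and 1357 in the joint fit. That fit takes the variance from 8 libraries in place of 29. It also gave 5 (from 3) cAEGs without change, 4.0e+02 (from 699) genes with a negative PC2 loading and a log2 fold change of Padi2 at 70 d of −0.00996 (from 0.0141). DESeq2 gave 713 genes from 28 to 42 d, where the cause was not tested. With replicate number as a block, the same interval gave 186 genes, and the other counts with a block of replicates or animals stayed within 1.5-fold. Numbers do not pair mice across time points, so that this block only spends degrees of freedom there. With males included at 5 and 14 d, the intervals from 5 to 14 d and from 14 to 28 d gave 7447 (from 4597) and 2489 (from 1348) genes, from 8 mice in place of 4.

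Single libraries moved the same intervals. The count from 14 to 28 d went from 475 to 1383 across the 8 fits that each left out one replicate, with 475 without replicate 2 and 836 without replicate 4 of 14 d, and 838 without replicate 1 and 662 without replicate 3 of 28 d. From 28 to 42 d it went from 93 to 2.6e+02, with 106, 107 and 108 without replicates 1, 2 and 4 of 28 d and 113, 93 and 164 without replicates 1, 3 and 4 of 42 d. From 42 to 70 d it went from 1391 to 2630, with 1507 without replicate 3 of 42 d and 1391 without replicate 2 of 70 d. The cAEGs without change went from 3 to 7 across 29 fits, with 5, 7, 6 and 5 without uninjured replicates 1 to 4. The dARG score at 5 d went from −0.0266 to 0.0770, with −0.0227 without uninjured replicate 4 and −0.0266 without replicate 4 of 5 d. Fewer libraries lower the power of a fit, and why single libraries weighed more was not tested.

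A threshold of FDR under 0.05 takes in more genes by construction. It gave 2795 (from 1348), 1094 (from 3.0e+02) and 4288 (from 2293) genes for 14 to 28, 28 to 42 and 42 to 70 d, 3978 (from 2213) genes differing between the lines in uninjured mice and 3882 (from 2258) with a different response. It left 1 (from 3) cAEGs and 927 (from 1815) expressed genes without change, with 2597 (from 1673) expressed genes higher at some and lower at other time points. The FPKM threshold sets how many genes count as not expressed. Genes higher at any time point but not expressed by uninjured astrocytes numbered 717 (from 1298) at CPM over 0.1 and 2929 (from 1298) at FPKM over 1, where 693 (from 1815) expressed genes did not change. The 1298 take in genes without a length and thus without FPKM (1.88% of all 8300 higher genes), and a threshold on CPM needs no length. Without a threshold on the fold change, 1934 (from 1188) genes were higher at every time point, 1378 (from 791) of them within 2-fold of flow-through, and 1875 (from 1162) of those higher from 28 to 70 d were within 2-fold.

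With labelled sex as a covariate between the lines, an alternative added after seeing the data, 729 (from 2213) genes differed in uninjured mice, 452 of them higher in mGfap astrocytes (from 988), and 1423 (from 2258) in their response. Both sexes occur only among the 5 uninjured mGfap mice, so that this fit compares them on fewer mice, and whether sex itself or the lower number moved the counts was not tested. Under rules added later, with the ratio at least 2-fold at every time point in place of its mean, 60 (from 191) persistently higher genes were higher in astrocyte and 60 (from 206) in flow-through libraries, and 34 (from 191) and 50 (from 206) when each ratio also had to pass FDR 0.01. Enrichment in uninjured mice as well left 32 (from 191) higher in astrocyte libraries. Maturity and immaturity genes numbered 3060 (from 2036) and 3047 (from 1744) over age means, and 858 (from 2036) and 579 (from 1744) at a correlation beyond 0.9, where 106 (from 182) cAEGs were among the maturity genes. The sex comparison gave 5 genes at 5 d alone (4 higher and 1 lower in males) and 6 at 14 d alone (5 and 1), against 9 (4 and 5) over 16 libraries. With at least 10 counts in every library of a group, the mGfap response split into 3899 higher and 4020 lower genes, against 4952 and 2935. There the median log2 fold change of all genes was −0.16. For the response that differed between lines, median-ratio size factors gave 1064 larger and 1108 smaller responses and DESeq2 1483 and 1558, against 1376 and 882. The cause of these shifts was not tested.

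With the median over genes in place of the mean, the astrocyte ratio was 5.27 (from 5.18) in uninjured Aldh1l1 mice and 3.83 (from 3.62) at 14 d. The microglia ratio was −3.20 (from −2.48) in uninjured Aldh1l1 mice, −3.60 (from −2.78) in uninjured mGfap mice and −3.44 (from −2.72) in those at 14 d, and the pan-myeloid ratio in uninjured Aldh1l1 mice was −2.87 (from −2.57). The median score of dARGs at 5 d reversed to −0.0293 (from 0.0301). At 42 d, immaturity genes came past the threshold at 0.30 (from 0.27), as they did with median-ratio size factors at 0.26 (from 0.27), and maturity genes fell short at −0.12 (from −0.21). With changes not past the threshold set to 0, the proliferation score at 42 d was 0.62 (from 0.98). The medians leave out the weight of extreme genes by construction, and other causes were not tested.

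For 200 log2 fold changes of named genes, 1.6e+03 of 1671 values under alternatives other than a left-out replicate stayed, 14 were weaker, 8 stronger and 1 reversed, which was Padi2 above. The weaker ones were Eif2s3x, Kdm5c and Kdm6a at 5 d alone and at 14 d alone, Tlr6 at 70 d with edgeR 4 and in two-group fits, Cxcl2 at 70 d with edgeR 4, the Cxcl10 ratio at 70 d without the low-count filter, the Cxcr2 ratio at 70 d with animal as a block (1.70), and Il31ra, Ly6a2 and Ctsg between the uninjured lines with sex as a covariate. The stronger ones were the Trem2 ratio at 5 d with animal as a block, the Cxcl2 ratio at 2 d with DESeq2, Acan at 70 d with edgeR 4, C4b at 5 d with males, and Acan, Ncan, C4b and the Cxcl2 ratio at those times at FDR under 0.05. With one replicate left out, 1670 of 1725 stayed, 40 were weaker, 9 stronger and 6 reversed. Padi2 at 70 d went from −0.0226 to 0.0579, with −0.0226 without replicate 2 of 70 d, and −0.0129 and −0.00709 without uninjured replicates 1 and 4. In ratios to flow-through, C1qc at 5 d went from −0.10 to 0.0204, with the highest without replicate 4. At 70 d, Ccl8 went from −0.0593 to 0.36, with the lowest without flow-through replicate 2, and Cxcl2 from −0.0480 to 0.40, with the lowest without astrocyte replicate 2. None of these 4 values was past the threshold in the main analysis.

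Calls of single genes that depended on one library were these. Against uninjured mice, Mki67 at 14 d fell short without uninjured replicate 2 or 3 (1.27 and 1.13). So did Tlr6 at 70 d without replicate 3 of 70 d (0.74) or uninjured replicate 1 or 4 (1.10 and 1.02). Cxcl2 at 70 d fell short without replicate 2 of 70 d or any uninjured replicate, and its change is known only as a lower bound. Ncan at 5 d came past the threshold without replicate 3 of 5 d (0.38) or uninjured replicate 3 (0.40), C4b at 5 d without replicate 4 of 5 d (−0.53) or uninjured replicate 1 (−0.46), and Elovl1 at 28 d without uninjured replicate 2 (0.43). In ratios to flow-through at 70 d, Cxcl10 fell short without astrocyte replicate 1 (1.60) or flow-through replicate 2, 3 or 4 (2.06, 2.20 and 2.05), and Ccr1 without astrocyte replicate 3 (0.80) or 4 (1.14) or flow-through replicate 1, 3 or 4 (1.03, 1.12 and 1.07). The ratio of Cxcr2 at 70 d fell short without astrocyte replicate 1, 2 or 3 (1.62, 1.59 and 1.62) or flow-through replicate 1, 2 or 4 (1.47, 1.65 and 1.78). Cxcl2 at 2 d came past the threshold without astrocyte replicate 2 (2.77), C5ar1 at 2 d without replicate 1 (−0.73), Spp1 at 14 d without replicate 2 (−0.38) and Spi1 at 28 d without flow-through replicate 4 (−0.64), and C1qb at 28 d fell short without flow-through replicate 3 (−0.67). Between the sexes, Kdm6a fell short in 13 of the 16 fits (−0.63 to −0.58), all but those without female replicate 3 or male replicate 2 of 14 d or female replicate 3 of 5 d, and Kdm5c without male replicate 4 of 5 d (−0.38).

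Depth limits low genes most. For genes with no more than 3 counts in every uninjured library the size of a change is known only as a lower bound. The strict filter gave no value for 1 named gene, and fits without the other groups, with males or by sex apply to the time course or the sex comparison alone. All alternatives set beforehand were run.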

Differences from the paper's values

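The added rules for enrichment of persistently higher genes were chosen only after the result was seen, and all other alternatives and fits in this part were set before it. Of 87 values compared with the paper's, 10 differed. Counts within 1.5-fold were not taken to differ, such as the 1298 higher genes not expressed by uninjured astrocytes, against the paper's 889. Some list means not taken to differ lay beyond the SD of their own time point. Among these were dARGs at 28 d, at 1.34 ± 0.04 (SD, n = 4) against the paper's 1.24.

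From 14 to 28 d, 1348 genes changed, against the paper's 642. From 28 to 42 d, 3.0e+02 changed (1.67% of the genes tested) against the paper's 74, and from 42 to 70 d 2293 against the paper's 1253. None of the 9 alternatives set before the data were examined, apart from leaving out a replicate, brought any of these within 1.5-fold of the paper's value. These were median-ratio size factors, no low-count filter, the strict filter, edgeR 4, DESeq2, the replicate block, males included, two-group fits and FDR under 0.05. With one replicate left out, 6 of 8 fits were within it for 14 to 28 d (475 to 1383 genes), 4 of 8 for 28 to 42 d (93 to 2.6e+02) and 5 of 8 for 42 to 70 d (1391 to 2630).

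Expressed genes that changed at no time point numbered 1815, against the paper's 3216. With two-group fits (2532) and with CPM over 0.1 in place of FPKM over 0.1 (2502), both set before the data were examined, the value was within 1.5-fold of the paper's. With the other 9 alternatives it was not, and with one replicate left out it was in 3 of 29 fits (1766 to 2313). For cAEGs, 3 did not change at any time point, against the paper's 12. None of the 9 alternatives set before the data were examined and none of the 29 fits without one replicate (3 to 7) came within 1.5-fold.

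Of the genes at least 2-fold higher at every time point, 191 were at least 2-fold higher in astrocyte than in flow-through libraries, against the paper's 40. None of the 10 alternatives set before the data were examined closed the gap, nor did the 29 fits without one replicate (170 to 1.9e+02). Rules chosen after seeing the values came nearer, with 60 genes when the ratio had to be 2-fold at every time point, 34 when each ratio also had to pass FDR 0.01, and 32 when genes also had to be enriched in uninjured mice. The paper's text describes its 40 as a part of the genes enriched in uninjured astrocytes, while the legend of its figure does not ask for this, so that 191 and 40 do not measure the same if the text holds. Of those higher on average from 28 to 70 d, 4.4e+02 were at least 2-fold higher in astrocyte libraries, against the paper's 262. Fits of the compared groups alone, set before the data were examined, gave 3.5e+02, within 1.5-fold, and the other 9 alternatives and the 29 fits without one replicate (4.1e+02 to 444) did not.

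The mean log2 fold change of cAEGs at 42 d was −0.50, against the paper's −0.41. It was within 1 SD between mice of the paper's value with the median over genes (−0.43) and with changes not past the threshold set to 0 (−0.47), both set before the data were examined, and not with the other 3 alternatives. With one replicate left out, this held in 4 of 8 fits (−0.53 to −0.47). On chromosome X, 5 genes differed between the sexes, against the paper's 2. None of the 9 alternatives set before the data were examined gave a value within 1.5-fold, among them 5 d alone and 14 d alone with 1 gene each, and 1 of 16 fits without one replicate did (3 to 5). The paper's Schwann cell list had a mean log2 fold change of −0.0147 at 14 d in Aldh1l1 astrocytes, against the paper's 0.11 (SEM across genes 0.17), and no alternative was computed for it.

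Some statements about single genes differ in direction or rank. The paper gives a lower top of the range for enrichment of its own panel of enriched genes than the 221.5-fold found here. It describes Hepacam and S100b as back at baseline after an early fall, while at 70 d Hepacam was still lower (−0.56) and S100b higher (0.55). It lists Tgm1 and Steap4 as enriched in other cells, while both were higher in astrocyte than in flow-through libraries at 5 d (3.10 and 2.28) and at 70 d (3.58 and 3.33). Serpina3n, listed with them, was lower at 5 d (−1.47) and higher at 70 d (2.38). Elsewhere the paper counts Tgm1 and Serpina3n among the pARGs enriched in astrocytes, the direction found here at 70 d. It describes Tyrobp, Trem2 and C1qc as de-enriched in astrocytes, which held at 2, 14, 28, 42 and 70 d and not at 5 d (0.0590, 0.21 and −0.0629). It states that no CSPG gene rose prominently or for long, while Vcan was higher at all 6 time points (0.64 at 70 d) and Cspg4 at 5 of them (0.71 at 70 d). It describes proliferation genes as staying under their P0 level, while Top2a at 5 d was at 92.2 CPM against 80.6 CPM at P0 (exact permutation p = 0.20). Mki67 at 5 d was at 46.0 CPM, under its 60.3 CPM at P0 (exact permutation p = 0.057), and neither gene differed from P0 at p under 0.05.

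For cytokines at 2 d, the paper counts Cxcl2 and Il1b as enriched in astrocytes, and their log2 ratios of 2.48 and 2.37 had adjusted p = 0.017 and 0.026 in edgeR's quasi-likelihood test. Both are past an FDR of 0.05, and Cxcl2 is called with DESeq2, which were set before the data were examined, and without astrocyte replicate 2. At 70 d it gives Ccl2 and cytokine receptors as comparable to other cells, while Ccl2 (0.98), Ccr1 (1.10), Ccr2 (1.30) and Cxcr2 (1.68) were higher in astrocyte libraries (adjusted p = 0.0033, 0.0060, 3.2e-04 and 0.0056 in edgeR's quasi-likelihood test). The calls of Ccr1 and Cxcr2 are lost without some single libraries, and that of Cxcr2 with animal as a block as well. It describes C3ar1 and C5ar1 as enriched in astrocytes at first, while at 2 d C3ar1 was lower (−1.33) and C5ar1 did not differ (−0.52), and both were higher at 5 d. C1qa, C1qb and C1qc were 45.3-, 36.9- and 40.7-fold higher than in uninjured astrocytes at 70 d, less than the paper's bound for the whole period. It describes C4b as lower at 5 d, and its log2 fold change of −0.37 had adjusted p = 0.014 in edgeR's quasi-likelihood test. C4b is called with males included and at FDR under 0.05, set before the data were examined, and in 2 fits without one replicate. Of wound-related genes shown as enriched, Dysf (0.42), Mmp12 (−0.53), Timp1 (−0.0346) and Gpx1 (0.18) were not past the threshold at 5 d. Among adhesion genes given the same way, Kirrel3 (−0.0112), Spp1 (−0.23) and Lgals1 (−0.0408) did not differ at 14 d and Fxyd5 (−2.02) was lower, and among dARGs at 70 d Ndrg1 (−0.0310) did not differ and Igha (−1.16) was lower. For these groups the paper speaks of many genes and not of each. Elovl1, given as opposed to C3 over time, was higher at 2, 5 and 14 d and did not differ from uninjured astrocytes afterwards. From 2 to 70 d its log2 fold change went from 1.03 to −0.17, while that of C3 went from −2.35 to 2.64. The 2 genes thus moved in opposite directions between these times, as the paper describes.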

Other observations

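The tests of the male label, the order of genes and other splits were chosen only after the result was seen.

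Each comparison across all genes was repeated on other splits of its libraries into groups of the same sizes, to test whether an arbitrary grouping gives as many genes. Other splits mix the real groups, so that a real difference widens the spread within groups and lowers their counts. Low counts there do not measure false calls. Time points were split in fits of the 2 groups alone. At 5, 14, 28, 42 and 70 d, 1 of the 35 splits, the real one, gave as many genes (10112, 8310, 6896, 6168 and 5986), and at 2 d 1 of 100 splits drawn (10234). The other splits gave 0 genes at FDR under 0.01. Between time points, 1 of 100 splits drawn for 2 to 5 d gave as many (7836), and 1 of 35 for 5 to 14 d (6027), 14 to 28 d (1713), 28 to 42 d (2) and 42 to 70 d (158). The most in another split were 0, 0, 3, 1 and 1, so that the count from 28 to 42 d, 2 genes in this fit, lies 1 gene above that of another split. In the joint fit it had 3683 genes at an unadjusted p under 0.05.

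Between the sexes, 1 of 60 splits drawn from 2450 gave as many genes (9), with 1 as the most in another. For mGfap astrocytes at 14 d and for the lines in uninjured mice, 1 of 100 drawn did (6443 and 2559), and for postnatal age 1 of 30 drawn (11010), with 0 in the others. For astrocyte against flow-through libraries, splits exchanged the libraries of single animals. In uninjured mice and at 5, 14, 28, 42 and 70 d, 1 of the 8 splits, the real one, gave as many enriched genes (3330, 2815, 2739, 3133, 2263 and 2413), and at 2 d 1 of the 16 (3254). The others gave 0. With so few splits the share cannot fall under 0.05.

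A flow-through library at 5 d, replicate 4, carries a male label among libraries labelled female. It held 4702 counts of Xist and 2 of Ddx3y, which excludes RNA of a male mouse as its main content. The 18 files with another order of genes hold nearly all libraries of 2 d and all of 42 d. If a separate processing run shifted the values by itself, many genes would change from 28 to 42 d, which crosses into these files. That interval had the fewest changed genes of the 5, 3.0e+02, with 3683 at an unadjusted p under 0.05, and the interval back out of them, from 42 to 70 d, had 2293. A processing shift and a change over time cannot be told apart for these genes, because all 42 d libraries are in those files, and a shift at 2 d alone was not tested.

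Ratios of the cell type lists that belong at no statement of the paper are given here as means over animals (SD, n = 4 for Aldh1l1 and n = 5 for mGfap). Stromal genes were at −0.19 ± 0.26 in uninjured Aldh1l1 mice and −1.74 ± 0.22 at 14 d, and endothelial genes at −3.17 ± 0.12 and −2.86 ± 0.25. T cell genes were at −0.31 ± 0.80 and −1.08 ± 0.25, Schwann cell genes at −0.44 ± 0.72 and −1.57 ± 0.28, and B cell genes, a list added later, at 0.50 ± 0.30 and −0.32 ± 0.45. Erythrocyte genes stayed above 0 at every time point after SCI, from 1.49 ± 0.39 at 28 d to 2.49 ± 0.66 at 42 d. In males at 5 d, pan-myeloid genes were at 0.72 ± 0.32 and astrocyte genes at 3.44 ± 0.29. At 14 d in mGfap mice, Schwann cell genes were at 1.89 ± 0.34, B cell genes at −3.10 ± 0.52, T cell genes at −3.64 ± 0.92 and stromal genes at −2.86 ± 0.30. Of the 8 T cell genes 1 and of the 6 B cell genes 1 were over 1 CPM in uninjured astrocyte libraries.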
